# Deletion of a *Csf1r* enhancer selectively impacts CSF1R expression and development of tissue macrophage populations

**DOI:** 10.1038/s41467-019-11053-8

**Published:** 2019-07-19

**Authors:** Rocío Rojo, Anna Raper, Derya D. Ozdemir, Lucas Lefevre, Kathleen Grabert, Evi Wollscheid-Lengeling, Barry Bradford, Melanie Caruso, Iveta Gazova, Alejandra Sánchez, Zofia M. Lisowski, Joana Alves, Irene Molina-Gonzalez, Hayk Davtyan, Rebecca J. Lodge, James D. Glover, Robert Wallace, David A. D. Munro, Eyal David, Ido Amit, Véronique E. Miron, Josef Priller, Stephen J. Jenkins, Giles E. Hardingham, Mathew Blurton-Jones, Neil A. Mabbott, Kim M. Summers, Peter Hohenstein, David A. Hume, Clare Pridans

**Keywords:** Gene regulation in immune cells, Neuroimmunology, Myelopoiesis, Monocytes and macrophages

## Abstract

The proliferation, differentiation and survival of mononuclear phagocytes depend on signals from the receptor for macrophage colony-stimulating factor, CSF1R. The mammalian *Csf1r* locus contains a highly conserved super-enhancer, the *fms*-intronic regulatory element (FIRE). Here we show that genomic deletion of FIRE in mice selectively impacts CSF1R expression and tissue macrophage development in specific tissues. Deletion of FIRE ablates macrophage development from murine embryonic stem cells. *Csf1r*^ΔFIRE/ΔFIRE^ mice lack macrophages in the embryo, brain microglia and resident macrophages in the skin, kidney, heart and peritoneum. The homeostasis of other macrophage populations and monocytes is unaffected, but monocytes and their progenitors in bone marrow lack surface CSF1R. Finally, *Csf1r*^ΔFIRE/ΔFIRE^ mice are healthy and fertile without the growth, neurological or developmental abnormalities reported in *Csf1r*^−/−^ rodents. *Csf1r*^ΔFIRE/ΔFIRE^ mice thus provide a model to explore the homeostatic, physiological and immunological functions of tissue-specific macrophage populations in adult animals.

## Abstract (web summary)

The lineage-specific receptor CSF1R controls macrophage development and homeostasis. Here the authors show that deletion of a conserved *Csf1r* enhancer (FIRE) selectively depletes brain microglia and resident macrophages in the epidermis, kidney, heart and peritoneum of otherwise healthy mice.

## Introduction

The proliferation, differentiation, and survival of vertebrate macrophages is controlled by signals from the macrophage colony-stimulating factor (CSF1) receptor (CSF1R), encoded by the *c-fms* protooncogene^1^, now known as *Csf1r*. The function of the receptor and its two ligands, CSF1 and interleukin 34 (IL34), in macrophage differentiation is conserved in all amniotes (i.e. reptiles, birds, and humans)^2,3^. Deletion of the *Csf1r* locus in the mouse or rat germ line produces a global deficiency in most tissue macrophage populations^4,5^. Mutant animals are osteopetrotic (associated with loss of osteoclasts) and exhibit severe postnatal growth retardation and multiple pleiotropic impacts on development. Tissue macrophages remain dependent upon CSF1R in adult mice and can be depleted by treatment with an inhibitory anti-CSF1R antibody^6^ or treatment with orally available inhibitors of CSF1R kinase activity^7^. In humans, dominant-negative mutations in the tyrosine kinase domain are associated with an adult-onset neurodegenerative disease^8^.

The expression of *Csf1r* mRNA is restricted to myeloid cells. During embryonic development, *Csf1r* mRNA is expressed in the earliest macrophages identifiable in the yolk sac and transcription of this gene in pluripotent bone marrow (BM) progenitors is the hallmark of commitment to the monocyte–macrophage lineage. Accordingly, the molecular basis for myeloid-restricted transcription regulation of *Csf1r* has been studied in considerable detail (reviewed in ref. ^9^). The second intron, downstream of the first coding exon, contains a conserved 337bp sequence known as the *fms*-intronic regulatory element (FIRE), identified as a super-enhancer in genome-wide analysis of chromatin in mouse macrophages. The mouse FIRE sequence contains binding sites for numerous macrophage-expressed transcription factors^9^. The combination of a 3.5 kb *Csf1r* promoter and intron 2, containing FIRE, is sufficient to direct reproducible transgenic reporter gene expression in progenitors, monocytes, granulocytes, classical dendritic cells, and tissue macrophages that also express *Csf1r* mRNA^10,11^. Removal of FIRE from the reporter construct abolishes expression^10^. The same *Csf1r* construct was used to drive conditional Cre-recombinase in lineage-trace studies that dissected the role of the yolk sac in macrophage development^12^. In mammals, the FIRE sequence is more highly conserved than any of the exons of the *Csf1r* gene^13^. A FIRE sequence is present in the same relative intronic location of the *Csf1r* locus in all reptile and bird species, and a core element required for enhancer activity^14^ is perfectly conserved^13^. The chicken *CSF1R* promoter and FIRE sequences are also sufficient to direct macrophage-specific expression in chicken transgenic lines and to highlight the appearance of the earliest phagocyte populations in the yolk sac^15^.

There have been relatively few studies of the function of macrophage-specific enhancers in their genomic context. A highly conserved upstream regulatory element that is present in the *Spi1* locus (which encodes the macrophage-specific transcription factor PU.1) is required for regulated expression in myeloid cells. Deletion of this element in the germline produces a failure of myeloid differentiation and development of acute myeloid leukemia^16^. Deletion of a super-enhancer within the locus of the orphan nuclear receptor transcription factor (*Nr4a1*) reveals its functional specificity, as only the LY6C^lo^ monocytes are lost, whilst the sensitivity of other monocyte and macrophage subsets to pro-inflammatory stimuli is preserved^17^.

We aimed to determine the function of FIRE by deleting it from the mouse germ line. If FIRE is essential for *Csf1r* transcription, genomic deletion should partly or completely phenocopy the loss of tissue macrophages observed in *Csf1r*^−/−^ mice. Here we report that deletion of FIRE has an organ-specific effect on *Csf1r* expression and macrophage differentiation. Despite the lack of brain microglia and resident macrophages in skin, heart, kidney, and peritoneum, *Csf1r*^ΔFIRE/ΔFIRE^ mice are healthy and fertile. Aside from highlighting the likely function of other regulatory elements in the *Csf1r* locus, these mice provide a model to explore tissue-specific macrophage transcriptional regulation and function.

## Results

### In vitro validation of CRISPRs targeting the FIRE sequence

Guide RNAs (gRNAs) designed to delete FIRE (Fig. 1a) were first validated in the RAW 264.7 macrophage cell line and in E14 mouse embryonic stem cells (ESC). The macrophage cell line expresses *Csf1r* mRNA and was used in all of the transfection studies that previously led to the characterization of the role of FIRE^14^. Both cell types were co-transfected with pairs of Cas9-2A-EGFP constructs each expressing single gRNAs (US1+DS1 or DS2), and pools of EGFP^+^ cells were screened via PCR to detect the deletion of FIRE mediated by the CRISPR/Cas9 system. Both pairs of gRNAs produced deletions in E14 ESC and RAW 264.7 cells (Supplementary Fig. 1a). The deletion of FIRE and the absence of mismatches in the remaining *Csf1r* sequence in E14 ESC were confirmed by Sanger sequencing (Supplementary Fig. 1b). In RAW 264.7 macrophage cells, individual *Csf1r*^ΔFIRE/ΔFIRE^ clones carried slightly different deletions of the FIRE sequence (Supplementary Fig. 1c). RAW 264.7 cells are not CSF1R-dependent and most of the cellular CSF1R protein is retained in the Golgi apparatus. We therefore analyzed cell-associated CSF1R by flow cytometry in permeabilized cells. The deletion of FIRE completely ablates detectable intracellular CSF1R (Fig. 1b). There is no impact of the FIRE mutation on cell morphology (Fig. 1c) or phagocytic capacity of cells (Fig. 1d). Neither the frequency nor the median fluorescence intensity (MFI) of the macrophage surface marker F4/80 distinguishes between *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ clones (Fig. 1e). We conclude that FIRE is required specifically for the expression of CSF1R in the RAW 264.7 macrophage cell line.

**Fig. 1:**
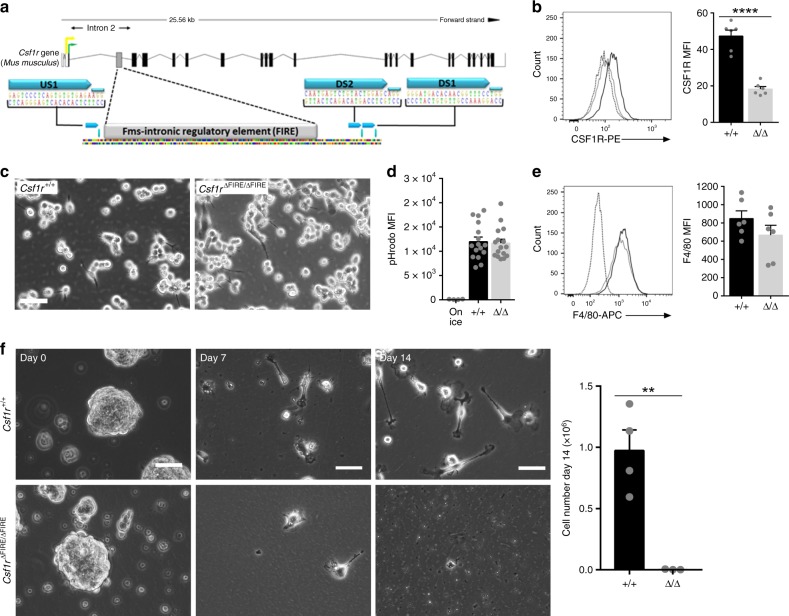
FIRE deletion reduced CSF1R expression and prevented macrophage differentiation. **a** Schematic of *Csf1r* gene and location of gRNAs (US1, DS1, DS2), targeting FIRE. Protospacer adjacent motifs (PAM) are located to the right of each gRNA. Black boxes = coding exons, white boxes = untranslated regions, lines connecting exons = intronic sequences, yellow and green arrows = trophoblast/osteoclast promoter and macrophage transcription start sites, respectively. **b** Flow cytometry analysis of total CSF1R in fixed and permeabilized RAW 264.7 cell clones. Histograms are representative of three clones per genotype, from two repeat experiments in duplicate. MFI median fluorescence intensity, black line = +/+, gray line = Δ/Δ, dotted line = isotype control. *P* ≤ 0.0001 (****). **c** CRISPR-treated *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ RAW 264.7 cells cultured in vitro. Scale bar = 50 µm. **d** A phagocytosis assay was performed with RAW 264.7 cells and pHrodo^®^ Red *E. coli* BioParticles^®^ followed by flow cytometry analysis. *n* = 4 clones per genotype from two repeat experiments. MFI median fluorescence intensity. **e** Flow cytometry analysis of surface F4/80 in RAW 264.7 cell clones. Histograms are representative of three clones per genotype from two repeat experiments in duplicate. **f** *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ E14 ESC clones were differentiated into macrophages with mIL3 and rhCSF1. Scale bars = 200 µm (Day 0, embryoid bodies) and 50 µm (Days 7 and 14). *n* = 3 clones per genotype, *P* = 0.005 (**). All source data are provided within a Source Data excel file. Graphs show mean + SEM and *P* values were determined by two-tailed *t*-tests

E14 mouse ESC can be cultured in the absence of feeders and form embryoid bodies (EB)^18^ with the potential to generate cells belonging to all the primary embryonic germ layers (i.e. endoderm, mesoderm, and ectoderm). Macrophage differentiation from EB was induced by supplementing culture medium with murine IL3 (mIL3) and recombinant human CSF1 (rhCSF1). *Csf1r*^ΔFIRE/ΔFIRE^ mouse ESC generated using the gRNA pair US1+DS2 are able to produce EB that are indistinguishable from the controls (Fig. 1f, Day 0). By day 7, they give rise to cells that attach to culture plates, indicating that the deletion of FIRE does not affect responsiveness to IL3. By 2 weeks post-differentiation, a lawn of ESC-derived macrophages are produced from the *Csf1r*^+/+^ EB, whereas the number of macrophages from *Csf1r*^ΔFIRE/ΔFIRE^ clones was ≈200-fold lower (Fig. 1f). Overall, these in vitro results indicate that FIRE is required for expression of *Csf1r* and/or macrophage differentiation in EB.

### Generation of *Csf1r*^ΔFIRE/ΔFIRE^ mice

To produce *Csf1r*^ΔFIRE/ΔFIRE^ mice, vectors encoding the FIRE gRNAs US1 and DS2 and Cas9 were microinjected into C57BL/6J/CBA F1 mouse oocytes. One male founder with the expected 418 bp deletion was crossed with *Csf1r*^+/+^ C57BL/6J females and the progeny were interbred. The frequencies of *Csf1r*^+/+^, *Csf1r*^+/ΔFIRE^ and *Csf1r*^ΔFIRE/ΔFIRE^ mice at weaning are 26%, 55%, and 19%, respectively (*n* = 501). Unlike *Csf1r*^−/−^ mice or the *Csf1*^*op/op*^ mouse^4^ there is no postnatal growth retardation, failure of tooth eruption or evidence of osteopetrosis in *Csf1r*^ΔFIRE/ΔFIRE^ mice (Fig. 2a–c). The proximal growth plates of control and *Csf1r*^ΔFIRE/ΔFIRE^ mice are indistinguishable and normal numbers of osteoclasts are present (Fig. 2d, e). Brain abnormalities in *Csf1r*^−/−^ mice include reduced brain size, severely enlarged ventricles, hollow olfactory bulbs, deficient myelination and failure of commissure closing in the corpus callosum^19^. The *Csf1r*^ΔFIRE/ΔFIRE^ brains are not macroscopically distinguishable from controls and Luxol fast blue staining reveals no differences in myelination (Fig. 2f, g).

**Fig. 2:**
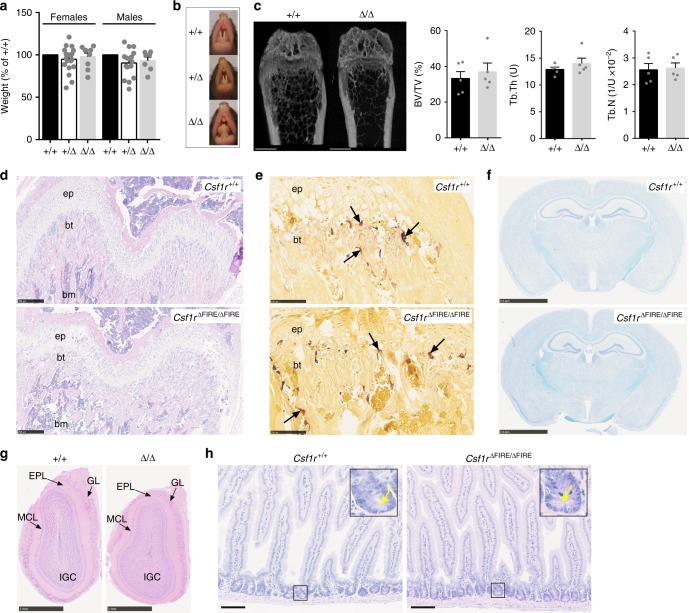
FIRE-deficient mice displayed none of the gross phenotypes found in *Csf1r*^−/−^-mice. **a** Mice were weighed between 2 and 11 weeks of age. *n* = 7, 20, 9 (females) and 5, 16, 7 (males) for +/+, +/Δ, and Δ/Δ, respectively. **b** Representative images of tooth eruption in adult mice. **c** Femurs from 4-week-old male and female mice were scanned by Micro-CT. Scale bars = 1 mm. *n* = 5 mice per genotype. BV/TV bone volume over total volume (bone density), Tb.Th trabecular thickness, Tb.N trabecular number. **d** Hematoxylin and eosin (H&E) staining of sections of bone. Images are representative of six mice per genotype; ep epiphyseal plate, bt bony trabeculae, bm bone marrow. Scale bar = 250 µm. **e** Femurs from the same cohort of mice above were stained for tartrate-resistant acid phosphatase (TRAP). Arrows point to TRAP^+^ osteoclasts. Scale bar = 100 µm. **f** Luxol Fast Blue staining of paraffin-embedded formalin-fixed adult brains. Images are representative of three mice per genotype. Scale bar = 2.5 mm. **g** H&E staining of olfactory bulbs from adult mice. Images are representative of six mice per genotype. EPL external plexiform layer, GL glomerular layer, IGC internal granular cell layer of the olfactory bulbs, MCL mitral cell layer. Scale bar = 1 mm. **h** H&E staining of sections of duodenum from adult mice. Yellow arrows point to Paneth cells. Images are representative of six mice per genotype. Scale bar = 100 µm. All source data are provided within a Source Data excel file. Graphs show mean + SEM

*Csf1*^op/op^, *Csf1r*^−/−^ mice and adult mice treated with anti-CSF1R antibody lack lamina propria and Peyer’s patch macrophages in the small intestine. These mice also show associated changes in villus architecture, increased goblet cell numbers detected with periodic acid-schiff (PAS) staining, reduced proliferation in the crypts and defects in differentiation of Paneth cells^6,20,21^. *Csf1r* mRNA is not expressed in intestinal epithelial cells and the impacts of anti-CSF1R treatment are attributable to the loss of macrophages surrounding the crypts^21^. There are no detectable alterations in intestinal epithelia that distinguish between *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ mice (Fig. 2h and Supplementary Fig. 2).

The development of normal sexual maturity is compromised in both male and female *Csf1*^op/op^ mice^22,23^ and in *Csf1r*^−/−^ rats^5^. By contrast, the *Csf1r*^ΔFIRE/ΔFIRE^ mice reach sexual maturity and are fertile.

### The impact of FIRE deletion in blood and BM

Two subsets of blood monocytes can be distinguished based upon the expression of LY6C. The differentiation of the LY6C^lo^ subset depends upon CSF1R signaling^6,24^. *Csf1r*^ΔFIRE/ΔFIRE^ mice have normal cell populations in peripheral blood (Fig. 3a) and F4/80, LY6C, and CD11b expression is unchanged compared to littermates (Fig. 3b–d). However, the expression of CSF1R detected with anti-CD115 antibody is abolished (Fig. 3c). Furthermore, the binding of labeled CSF1 (pCSF1-Fc^AF647^)^11^ is undetectable in the mutant mice, whereas in littermates it provides a sensitive marker for F4/80^+^ blood monocytes (Fig. 3d). Notably, the level of both CSF1R and CSF1 binding is reduced by around 50% in the heterozygotes (Fig. 3c, d), which is consistent with a lack of dosage compensation at the mRNA level also reported in *Csf1r*-deficient mice and rats^4,5^.

**Fig. 3:**
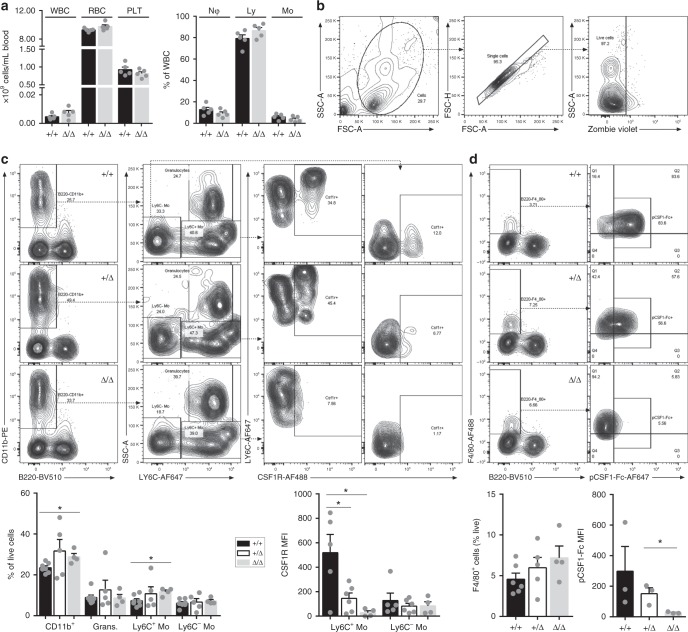
FIRE deletion reduced functional CSF1R expression in blood. **a** Cell populations in whole blood of 11–13-week-old *Csf1r*^ΔFIRE/ΔFIRE^ mice (Δ/Δ) and controls (+/+) were quantified using an automated hematology analyzer. *n* = 5 mice per genotype. WBC white blood cells, RBC red blood cells, PLT platelets, Nφ neutrophils, Ly lymphocytes, Mo monocytes. **b** Whole EDTA-blood from 11 to 13-week-old mice was analyzed by flow cytometry. Plots show the representative gating strategy to identify live single cells for subsequent analysis. **c** Myeloid cells were identified as CD11b^+^B220^−^ (Panel 1) then separated by LY6C and SSC to identify granulocytes (LY6C^+^SSC^hi^, panel 2). The LY6C^+^ and LY6C^lo^ monocyte populations were then analyzed for CSF1R expression (Panels 3 and 4, respectively). *n* = 7+/+, 5+/Δ, and 4 Δ/Δ from four experiments. For % of live cells *P* = 0.012 (*CD11b^+^) and 0.019 (*LY6C^+^ Mo). For median fluorescence intensity (MFI) of CSF1R *P* = 0.027 (*+/+ vs. +/Δ), and 0.022 (*+/+ vs. Δ/Δ). Grans. granulocytes, Mo monocyte. **d** F4/80^+^B220^−^ myeloid cells were analyzed for binding of CSF1 (pCSF1-Fc^AF647^)^11^. *n* = 3 mice per genotype from four experiments. *P* = 0.033 (*). All source data are provided within a Source Data excel file. Graphs show mean + SEM and *P* values were determined by two-tailed *t*-tests

Unlike *Csf1r* and *Csf1* mutant mice^4^, *Csf1r*^ΔFIRE/ΔFIRE^ mice are not osteoclast-deficient and osteopetrotic. Total BM cellularity remains unchanged by the FIRE mutation (Supplementary Fig. 3a). Aside from progenitors, BM contains multiple specialized macrophage populations that regulate bone homeostasis and hematopoietic differentiation (reviewed in ref. ^25^). BM cell populations were analyzed by flow cytometry as described in Supplementary Fig. 3b. Two populations of F4/80^+^ cells are detected in control mice that differed in the level of CSF1R. The proportion of F4/80^+^ cells is unchanged in *Csf1r*^ΔFIRE/ΔFIRE^ mice, but CSF1R expression and CSF1 binding is abolished in both F4/80^+^ populations (Supplementary Fig. 3c and d). As in the blood, the level of CSF1R is reduced around 50% in heterozygotes. BM contains a population of monocyte–dendritic cell progenitors (MDP) that express KIT, FLT3, and CSF1R, and committed proliferative LY6C^+^ progenitors derived from the MDP that lack both KIT and FLT3^26^. Although CSF1R expression is lost in *Csf1r*^ΔFIRE/ΔFIRE^ BM, there is no reduction in the number of cells expressing LY6C, KIT, or FLT3 (Supplementary Fig. 3e). In view of the apparent loss of CSF1R protein, we examined whether BM from mutant mice is responsive to CSF1. BM-derived macrophages (BMDM) are generated from *Csf1r*^ΔFIRE/ΔFIRE^ BM, but with greatly reduced yield compared to controls (Supplementary Fig. 3f). The macrophages derived from *Csf1r*^ΔFIRE/ΔFIRE^ BM still express F4/80 and CD11b but have lower levels of surface CSF1R detected with pCSF1-Fc^AF647^ relative to controls (Supplementary Fig. 3g). Hence, the production/survival of these few BMDM relies on some mechanism that compensates for the absence of FIRE.

### Macrophage populations in *Csf1r*^ΔFIRE/ΔFIRE^ mice

We performed flow cytometry and/or immunohistochemistry analyses on major organs as shown in Fig. 4, Supplementary Figs. 4 and 5. Liver macrophages (Kupffer cells, KC) are CSF1R-dependent^4,6^, CSF1-responsive^27^, and the main site of clearance of labeled CSF1^11^. The number, location, or morphology of KC and the liver-to-body weight ratio of *Csf1r*^ΔFIRE/ΔFIRE^ mice are similar to littermate controls (Supplementary Fig. 4a, b). Flow cytometry analysis confirmed the unchanged numbers of KC and dendritic cell subsets (cDC2 as defined previously^11^) (Fig. 4a) and retention of KC-specific markers such as TIM4 (Supplementary Fig. 4c). However, there is a significant increase in LY6C^lo^ monocyte-like cells (CD11b^+^F4/80^lo^). The full gating strategy for liver flow cytometry data is shown in Supplementary Fig. 4d.

**Fig. 4:**
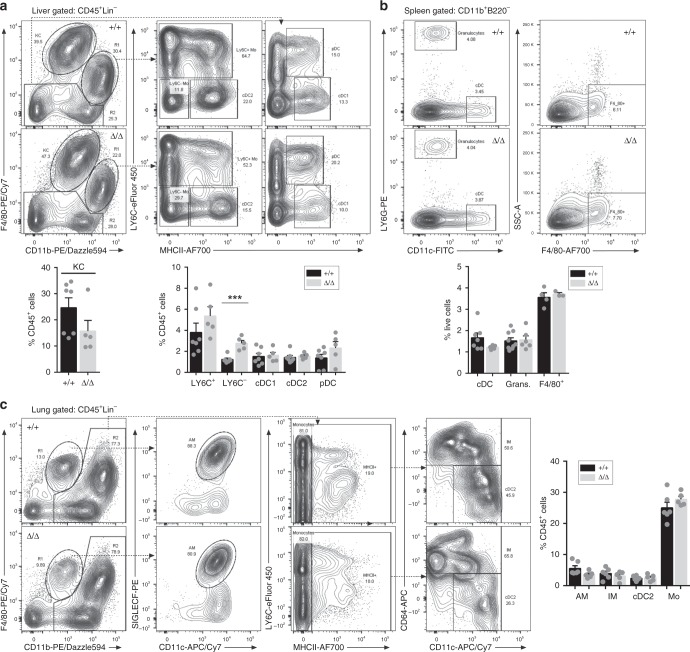
Macrophage populations in liver, spleen, and lungs are unaffected in FIRE-deficient mice. **a** Leukocyte populations were analyzed from enzymatically digested livers from mice aged between 8 and 10 weeks. Flow cytometry profiles show representative *Csf1r*^+/+^ (+/+) and *Csf1r*^ΔFIRE/ΔFIRE^ (Δ/Δ) mice using the gating strategy described by Hawley et al.^11^. Kupffer cells (KC) were identified as CD45^+^, lineage^−^ (Lin-; CD3^−^CD19^−^LY6G^−^) and F4/80^hi^CD11b^lo^ (Panel 1). F4/80^lo^/CD11b^hi^ and F4/80^−^/CD11b^−^ populations were further separated on the basis of LY6C and MHCII expression (Panels 2 and 3). Mo monocyte, cDC conventional dendritic cell, pDC plasmacytoid dendritic cell. *n* = 7+/+ and 5 Δ/Δ from 3 repeat experiments. *P* = 0.0002 (***). **b** Leukocyte populations were analyzed from enzymatically digested spleens from mice aged between 8 and 10 weeks. The flow cytometry profiles show representative *Csf1r*^+/+^ (+/+) and *Csf1r*^ΔFIRE/ΔFIRE^ (Δ/Δ) mice. Conventional dendritic cells (cDC) were identified as CD11b^+^B220^−^CD11c^+^LY6G^−^ and granulocytes as CD11b^+^B220^−^CD11c^−^LY6G^+^ (Panel 1). Red pulp macrophages were identified as CD11b^+^B220^−^F4/80^+^SSC^lo^ (Panel 2). *n* = 3–9 mice per genotype from 4 repeat experiments. **c** Single cell suspensions of digested lungs were analyzed by flow cytometry as described above for the liver using the same cohort of mice. Alveolar macrophages (AM) were defined as F480^+^CD11b^lo^ (Panel 1) and CD11c^+^SIGLECF^+^ (Panel 2). The CD11b^+^F4/80^−/+^ cells were further analyzed to define the monocytes (Mo, MHCII^−^LY6C^−/+^, Panel 3), interstitial macrophages (IM, MHCII^+^CD11c^−/+^CD64^+^) and conventional dendritic cells subset 2 (cDC2, MHCII^+^CD11c^+^CD64^−^) in Panel 4. All source data are provided within a Source Data excel file. Graphs show mean + SEM and *P* values were determined by two-tailed *t*-tests

The marginal zone is completely absent in the spleen of *Csf1*^*op/op*^ mice^28^ and in *Csf1r*^−/−^ rats^5^. In *Csf1r*^ΔFIRE/ΔFIRE^ mice the overall architecture and relative area of the marginal zone is indistinguishable from the controls (Supplementary Fig. 4e and f). As in the liver, there is no change in the spleen-to-body weight ratio or the relative abundance of myeloid populations defined by staining for F4/80^+^ or other markers (Supplementary Fig. 4g, h and Fig. 4b). The full gating strategy for spleen flow cytometry data is shown in Supplementary Fig. 4i.

Lung macrophage populations are primarily controlled by CSF2 (also known as GM-CSF, encoded by *Csf2*), rather than CSF1^29^, but lung macrophages do express *Csf1r* and bind CSF1^11^. The *Csf1r*-EGFP macrophage-reporter transgene is highly expressed in both alveolar (AM) and interstitial macrophage populations in the lung^10^, which have distinct developmental origins and renewal mechanisms during adulthood^30^. Furthermore, expression of *Csf1r-*EGFP in AM is dependent upon the inclusion of FIRE in the transgene^10^. Macrophages of the lung are partly depleted in *Csf1*^*op/op*^ mice^31^ and double mutant *Csf1*^*op/op*^ and *Csf2*^−/−^ mice develop severe alveolar proteinosis^29^. AM can be identified based upon expression of SIGLECF^30^. Interstitial myeloid populations have been classified as macrophage and conventional dendritic cell subpopulations, based upon expression of CD64, CD11b, CD11c, and MHCII^11^. To assess the impact of the FIRE deletion on these populations, lungs were digested and analyzed by flow cytometry as previously described^11^. The full gating strategy is shown in Supplementary Fig. 5a. We also measured *Csf1r* mRNA in the lung of wild-type and *Csf1r*^ΔFIRE/ΔFIRE^ mice (Supplementary Fig. 5b). FIRE deletion has no effect on AM or any of the interstitial myeloid populations of the lung (Fig. 4c). A marginal reduction in *Csf1r* mRNA is likely attributable to the loss of expression in monocytes in both blood and BM (Fig. 3c, d and Supplementary Fig. 3c, d). F4/80 is barely detectable in either of the major lung macrophage populations and is primarily associated with monocytes^30^. Accordingly, the levels of total *Adgre1* (encoding F4/80) and *Itgam* (CD11b) mRNA in the lung are unaffected by the deletion of FIRE. We conclude that FIRE is not required for expression of *Csf1r* mRNA in lung macrophages nor for their development or monocyte trafficking in the lung.

The large macrophage population of the intestine is constantly renewed from recruited blood monocytes^32^. The Peyer’s patch and surrounding mucosa contain several specialized mononuclear phagocyte populations, distinguished by mRNA or protein expression of the surface markers F4/80 (ADGRE1), CD4, SIGLEC1, SIRPA, MERTK, TIM4, CX3CR1, and ITGAX (CD11c)^33^, including a recently described long-lived population^34,35^. All of these populations depend upon continuous CSF1R signaling^6,21^. Monocytes enter the lamina propria constantly and respond to the local environment with progressive changes in surface phenotype and gene expression in a so-called monocyte waterfall^32^. Supplementary Fig. 6 shows the comparison of these populations in the *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ mice. There is no detectable difference in distribution of monocyte-like, DC-like, or macrophage populations in either small or large intestine.

Macrophages are so abundant in the intestine that the level of macrophage-specific transcripts can be reproducibly detected by analysis of total mRNA. 

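Whole-tissue RNA from the ileum, with its Peyer's patches, was measured on Affymetrix Mouse Gene ST arrays in 3 *Csf1r*+/+ and 3 *Csf1r* ΔFIRE/ΔFIRE mice aged 6 weeks. The *Csf1r*+/+ group held 2 males and 1 female by their labels and the *Csf1r* ΔFIRE/ΔFIRE group 1 male and 2 females. The authors summarised the array images by robust multi-array averaging (RMA), which corrects the background, equalises the distributions of the arrays and gives 1 log2 value per transcript cluster, and these deposited log2 values were used without further scaling. Of the transcript clusters, 21218 carried a single gene symbol and were tested, 1881 carried several symbols and 12457 were unnamed. Genotypes were compared with limma, with Benjamini-Hochberg adjustment over the 21218 clusters. Pairs of ileum arrays correlated across clusters with r from 0.981 to 0.992. The amount of lymphoid tissue differed between the pieces. *Ms4a1*, which encodes the B cell surface protein CD20, was at 7.66 on the *Csf1r*+/+ array D09 and 7.68 on the *Csf1r* ΔFIRE/ΔFIRE array F09. The mean level of 11 B cell genes was 7.74 and 7.81 on these arrays and between 3.53 and 3.88 on the other 4. With 3 arrays per genotype the number of arrays limits the precision, and no rank of the 6 arrays can give an exact permutation p under 0.1.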

To complement the analysis of isolated cells, we isolated mRNA from Peyer’s patches and surrounding mucosa in the ileum of *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ mice and profiled gene expression using microarrays. 

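*Csf1r* signal in the ileum averaged 7.66 ± 0.44 (SD, n = 3 mice) in *Csf1r*+/+ and 6.94 ± 0.55 (SD, n = 3) in *Csf1r* ΔFIRE/ΔFIRE mice. The log2 fold change was -0.71 (95% confidence interval -1.47 to 0.05, limma adjusted p = 0.999), and the arrays of both genotypes overlapped. With 1 array left out it ranged from -1.01 without G09 (95% confidence interval -1.69 to -0.32, adjusted p = 0.999) to -0.46 without D09 or F09, and in a setting chosen only after the data were seen it was -0.20 without both D09 and F09 (95% confidence interval -0.82 to 0.41). *Itgam*, which encodes CD11b, had a log2 fold change of -0.18 (standard error 0.13), and *Adgre1*, which encodes F4/80, one of -0.21 (standard error 0.47). The chemokine receptor gene *Cx3cr1* was at -0.38, *Itgax* (CD11c) at 0.15, *Sirpa* at -0.06, *Mertk* at 0.0025 and *Cd4* at 0.35. *Siglec1* (CD169) and *Timd4* (TIM4), markers of resident macrophages, each had a log2 fold change of 0.46, with standard errors of 0.19 and 0.28. None of the 10 measured macrophage genes named by the study rose or fell, over all clusters or adjusted over the list alone. As a set they did not move with all arrays (mean log2 fold change -0.01, limma camera, adjusted p = 0.995). Without both D09 and F09 they lay higher (0.31, adjusted p = 0.0358), at a preset correlation between genes of 0.01, where the estimate with all arrays was 0.24. There the *Csf1r* ΔFIRE/ΔFIRE array G09 was at 6.52, H09 at 6.06 and the *Csf1r*+/+ arrays at 5.91 and 6.05. Without G09 too, which leaves 1 *Csf1r* ΔFIRE/ΔFIRE array, the mean log2 fold change was 0.08. *Ly6c1* had no transcript cluster of its own and has no value here.

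**Figure D1:**
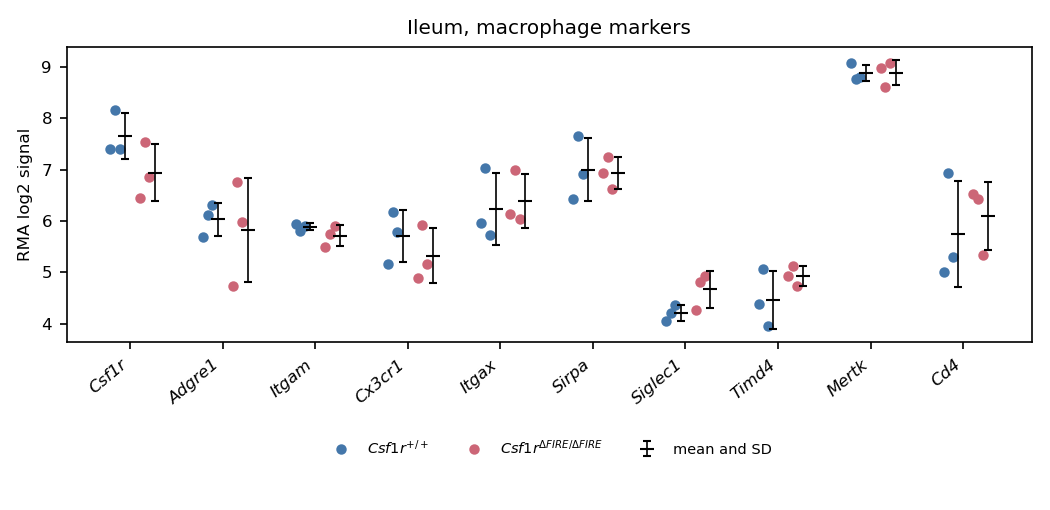
RMA log2 signal of 10 macrophage genes in the ileum. Points are mice, 3 of each genotype, and bars show the mean and SD. The *Csf1r* values of the *Csf1r*+/+ mice spread by 0.44 and those of the *Csf1r* ΔFIRE/ΔFIRE mice by 0.55 (SD), and both groups overlap.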

There is no significant difference in *Csf1r* expression between *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ mice nor in the level of mRNA encoding any of the markers of intestinal macrophage subpopulations mentioned above, including *Itgam* (CD11b) and  *Ly6c1*, which are rapidly down-regulated following extravasation into the intestine^32^ (Supplementary Data 1). These findings demonstrate that FIRE is not required by intestinal macrophages for expression of *Csf1r* and that the loss of CSF1R in monocytes has no impact on intestinal macrophage homeostasis. In addition, the expression of transcripts that mark cell types controlled indirectly by signals from CSF1R-dependent macrophages, including markers of Paneth cells (*Lyz1*), microfold cells (*Spib, Ccl9, Tnfrsf11a*) or goblet cells (*Muc2*)^21^, are unaffected (Supplementary Data 1).

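A wider list of 26 measured macrophage genes had no member that rose or fell in the ileum, and its median log2 fold change was 0.03. Its largest differences were *Cd209a* at -0.43 (standard error 0.44), *Lyve1* at -0.41 (standard error 0.24) and *Laptm5* at 0.38 (standard error 0.66). Among 9 monocyte genes, *Nr4a1*, a nuclear receptor needed by non-classical monocytes, had a log2 fold change of -1.28 (standard error 0.38, adjusted p = 0.999), and *Ace* one of 0.79 (standard error 0.26). The 11 dendritic cell genes had a median of 0.13, led by *Ccl22* at 0.53 (standard error 0.51). None of these lists held a member past the threshold when adjusted over the list alone, and none moved as a set (limma camera, adjusted p = 0.762, 0.209 and 0.244 for macrophage, monocyte and dendritic cell genes). Without the *Csf1r*+/+ array D09 the macrophage list lay higher in *Csf1r* ΔFIRE/ΔFIRE mice (mean log2 fold change 0.21, adjusted p = 0.0140), as it did without the *Csf1r* ΔFIRE/ΔFIRE array F09 (0.15, adjusted p = 0.0331), and without D09 so did the dendritic cell list (0.49, adjusted p = 5.43e-05). These arrays had the highest B cell transcripts, and without both, which leaves 2 arrays of each genotype and was chosen after seeing the data, the lists lay higher too (0.33 and 0.35, adjusted p = 8.94e-05 and 0.000568). Without the *Csf1r* ΔFIRE/ΔFIRE array G09 as well, which leaves 1 array of that genotype, assumed to vary like the others, these calls ended (0.12 and 0.19, adjusted p = 0.119 and 0.0764). These list calls took a preset correlation between genes of 0.01. The correlation estimated with all arrays was 0.41 for the macrophage and 0.38 for the dendritic cell list. With such estimates and all arrays no ileum list was called. Of 10 splits of the 6 arrays, the real one included, 8 called at least as many lists as it, up to 13. The calls therefore do not separate genotype from other differences between the arrays. Over all 21218 clusters limma called none lower and none higher. At an unadjusted p under 0.05, 327 lay lower and 393 higher, where 1060.9 would be met by chance, and the test of each cluster without moderation, adjusted, called 0. The paper presents these arrays beside its analysis of isolated cells (Supplementary Fig. 6), and draws its conclusion from these findings.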

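*Lyz1*, the lysozyme gene of Paneth cells, was at 12.69 ± 0.07 (SD, n = 3) in *Csf1r*+/+ and 12.73 ± 0.08 (SD, n = 3) in *Csf1r* ΔFIRE/ΔFIRE ileum. The log2 fold changes of the microfold cell genes were 0.02 for *Spib* (standard error 0.95), 0.04 for *Ccl9* (standard error 0.24) and -0.0062 for *Tnfrsf11a* (standard error 0.12). *Muc2*, which encodes the main secreted mucin of goblet cells, had one of 0.04 (standard error 0.17). None of these 5 genes passed the test, with adjusted p at 0.999 for each. In wider lists, none of 9 Paneth cell, 9 microfold cell or 10 goblet cell genes rose or fell, with the largest differences at *Ang4* (0.74, standard error 0.78), *Ccl20* (-0.80, standard error 0.63) and *Rep15* (-0.32, standard error 0.14). *Spib* is also expressed by B cells, whose genes were high on the arrays D09 and F09. Without the array F09 the B cell list had a mean log2 fold change of -1.24 (adjusted p = 0.00902), and without D09 the list lay higher (adjusted p = 0.00154). Without F09 the Paneth cell list lay higher (mean 0.35, adjusted p = 0.0331), and without D09 the goblet cell list lay lower (mean -0.14, adjusted p = 0.0140). Both calls were also made without D09 and F09 together, a setting chosen after seeing the data (0.37 and -0.14, adjusted p = 0.0413 and 0.0280). Without G09 as well, which leaves 1 *Csf1r* ΔFIRE/ΔFIRE array, the means were 0.29 and -0.12. These list calls too took the preset correlation of 0.01. The estimates with all arrays were 0.67 for the Paneth cell, 0.36 for the goblet cell and 0.98 for the B cell list. The limits given for the macrophage list hold here as well.

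**Figure D2:**
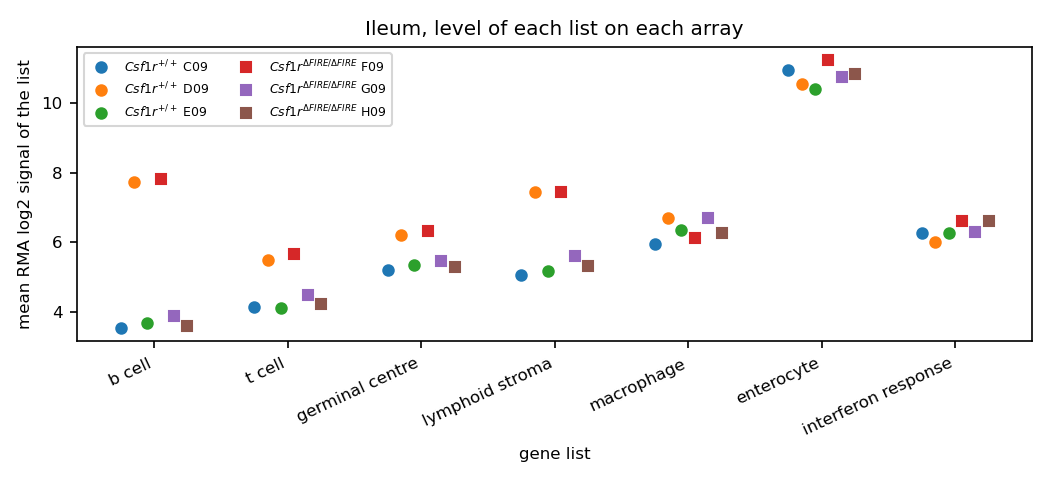
Mean RMA log2 signal of 7 gene lists on each of the 6 ileum arrays. Circles are *Csf1r*+/+ and squares *Csf1r* ΔFIRE/ΔFIRE mice. The arrays D09 and F09, 1 of each genotype, stand above the other 4 in the B cell, T cell, germinal centre and lymphoid stroma lists.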

### Loss of macrophage populations in *Csf1r*^ΔFIRE/ΔFIRE^ mice

The resident macrophages of the peritoneal cavity may be subdivided into two populations, based upon relative size and the level of TIM4 and F4/80 antigen they express^36^. Both populations of peritoneal macrophages (PM) are absent from *Csf1*^*op/op*^ and *Csf1r*^*−/−*^ mice^4,28^ and from mice treated with anti-CSF1R antibody^6^. The major TIM4^+^F4/80^hi^CD11b^hi^ large PM population is almost entirely lost in *Csf1r*^ΔFIRE/ΔFIRE^ mice (Fig. 5a and Supplementary Fig. 6a). The minor residual PM population consists of the small PM that are TIM4^−^F4/80^lo^^36^. These cells were shown previously to bind labeled CSF1 preferentially compared to large PM^11^. Both anti-CSF1R (CD115) and CSF1-Fc binding to these residual populations are absent in the *Csf1r*^ΔFIRE/ΔFIRE^ mice (Fig. 5a). In *Csf1r*^ΔFIRE/+^ mice the PM populations are retained but as in blood and BM, there is a reduction in the level of surface receptor detected with either labeled CSF1 or anti-CSF1R antibody, which is consistent with the lack of dosage compensation. In summary, in the peritoneum, the *Csf1r*^ΔFIRE/ΔFIRE^ mutation phenocopies the *Csf1r*-deficient mice.

**Fig. 5:**
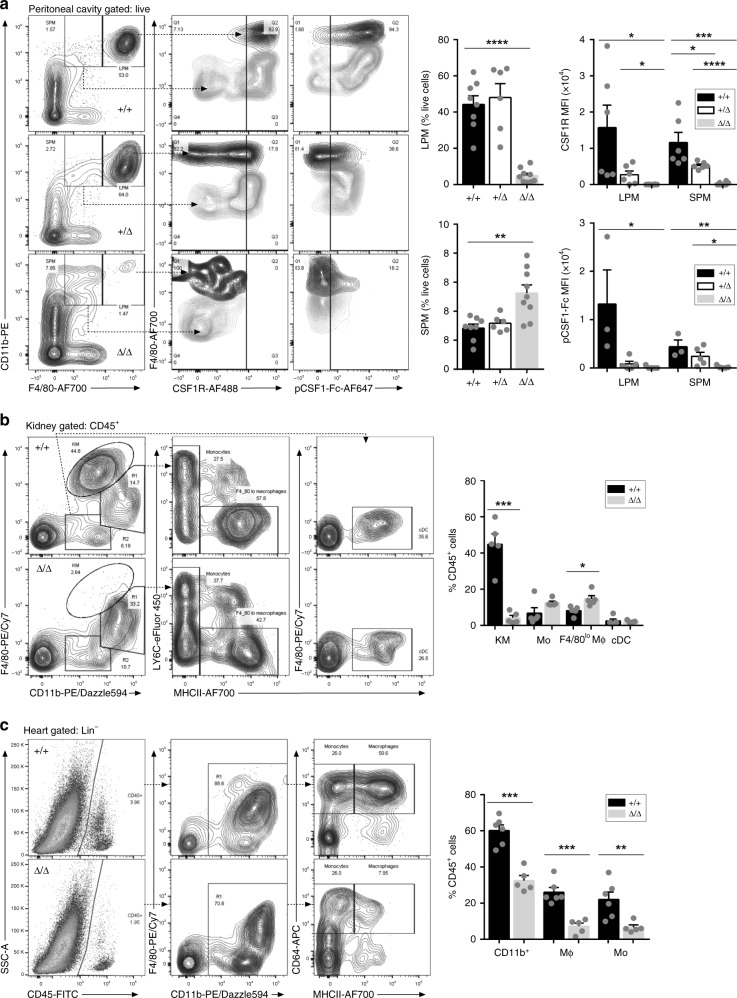
FIRE deletion results in loss of macrophages in the peritoneal cavity, kidney, and heart. **a** Flow cytometry profiles show peritoneal cells from representative *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ mice using the gating strategy described by Bain et al.^36^. Small peritoneal macrophages (SPM) were identified as F4/80^lo^CD11b^+^ and large peritoneal macrophages (LPM) as F4/80^hi^CD11b^+^ (Panel 1). These populations were analyzed for CSF1R expression (Panel 2) and binding of pCSF1-Fc (Panel 3). *n* = 8 +/+, 6+/Δ and 9 Δ/Δ mice aged between 10 and 15 weeks, from five experiments. *P* = 0.012–0.048 (*), 0.002–0.006 (**), 0.001 (***) and <0.0001 (****). **b** Leukocyte populations were isolated from enzymatically digested kidneys and gated for CD45 expression. The flow cytometry profiles show analysis of representative *Csf1r*^+/+^ and *Csf1r*^ΔFIRE/ΔFIRE^ mice. Kidney macrophages (KM) were identified as F4/80^hi^CD11b^lo^ (Panel 1), pooled LY6C^−/+^ monocytes (Mo) as F4/80^lo^MHCII^−^ (Panel 2), putative monocyte-derived macrophages as F4/80^lo^MHCII^+^ (Panel 2), and conventional dendritic cells (cDC) as F4/80^−^CD11b^lo^MHCII^+^ (Panel 3). *n* = 5 mice per genotype aged 8–10 weeks, from three experiments. *P* = 0.015 (*) and 0.0001 (***). **c** Single cell suspensions of enzymatically digested hearts from the same cohort were analyzed by flow cytometry. Cells were gated lineage^−^ (Lin^−^ = CD3/CD19/LY6G). *n* = 6+/+ and 5 Δ/Δ from three experiments. MΦ macrophage, Mo monocyte. *P* = 0.009 (**), 0.0003 (*** MΦ), and 0.0001 (*** CD11b^+^). All source data are provided within a Source Data excel file. Graphs show mean + SEM and *P* values were determined by two-tailed *t*-tests

The abundant interstitial F4/80^hi^ macrophage populations of the kidney have recognized roles in renal growth and development^37^, homeostasis and immune surveillance^38^. F4/80^hi^ kidney macrophages were almost absent from both *Csf1*^op/op^ and *Csf1r*^*−/−*^ mice^4^. To identify populations of renal mononuclear phagocytes we enzymatically digested kidneys and analyzed CD45^+^ myeloid cells by flow cytometry. The gating strategy is shown in Supplementary Fig. 7b. *Csf1r*^ΔFIRE/ΔFIRE^ mice have fewer total CD45^+^ cells and the F4/80^hi^CD11b^lo^ resident kidney macrophages (KM)^38^ are undetectable (Fig. 5b). In both control and mutant, a subset of the CD11b^hi^ cells are F4/80^lo^MHCII^−^ monocytes but the majority of cells in the F4/80^lo^CD11b^hi^ (R1) gate are also MHCII^+^/CD64^+^. Their surface phenotype is reminiscent of the monocyte-derived small PM discussed above. As in the peritoneum, their abundance is slightly increased by the FIRE mutation (Fig. 5b). Conventional dendritic cells (cDC) in the kidney are difficult to separate from macrophages based upon surface markers. A minor subpopulation of cDC (F4/80^−^CD11b^+^MHCII^+^) is detected in both control and *Csf1r*^ΔFIRE/ΔFIRE^ kidneys (R2 gate) (Fig. 5b). Although exogenous CSF1 can promote mouse kidney morphogenesis in vitro and growth of the kidney in vivo^37^, there is no change in the kidney-to-body weight ratio in *Csf1r*^ΔFIRE/ΔFIRE^ mice (Supplementary Fig. 7c) and kidneys are histologically normal (Supplementary Fig. 7d).

Macrophages of the heart can also be separated into subpopulations attributed distinct roles in cardiac homeostasis and repair following injury^39–41^. Supplementary Fig. 7e shows the flow cytometry gating strategy for the heart and Fig. 5c summarizes the analysis of digested cardiac macrophage populations from control and *Csf1r*^ΔFIRE/ΔFIRE^ mice. The total cardiac CD45^+^ population is greatly reduced in the *Csf1r*^ΔFIRE/ΔFIRE^ mice due to selective loss (70–80%) of both the F4/80^hi^CD64^+^ macrophage (MHCII^hi^) and monocyte-like (MHCII^lo^) populations previously described by others^39–41^. Interestingly, a recent study proposed a link between resident macrophages of the kidney and the heart in the generation of an adaptive response to cardiac pressure overload^40^. However, as in the kidney, we detect no change in the heart-to-body weight ratio in *Csf1r*^ΔFIRE/ΔFIRE^ mice (Supplementary Fig. 7f) and the histology is indistinguishable from controls (Supplementary Fig. 7g).

There are two major macrophage populations in the skin, the Langerhans cells of the epidermis and the dermal macrophages. Both are CSF1R*-*dependent^4,6^ but Langerhans cells, like microglia, depend specifically on the alternative CSF1R ligand, IL34^42^. Langerhans cells are absent in epidermal sheets from tails of *Csf1r*^ΔFIRE/ΔFIRE^ mice (Fig. 6a). The loss of this cell population has no effect on the morphology of the epidermis or the dermis (Fig. 6b). Dermal macrophage populations accumulate melanosomes from neighboring melanocytes and, like macrophages of the gut, they turn over rapidly^43^. The stellate melanophagic macrophage populations of the dermis are F4/80^+^ and are not affected by the FIRE mutation (Fig. 6b).

**Fig. 6:**
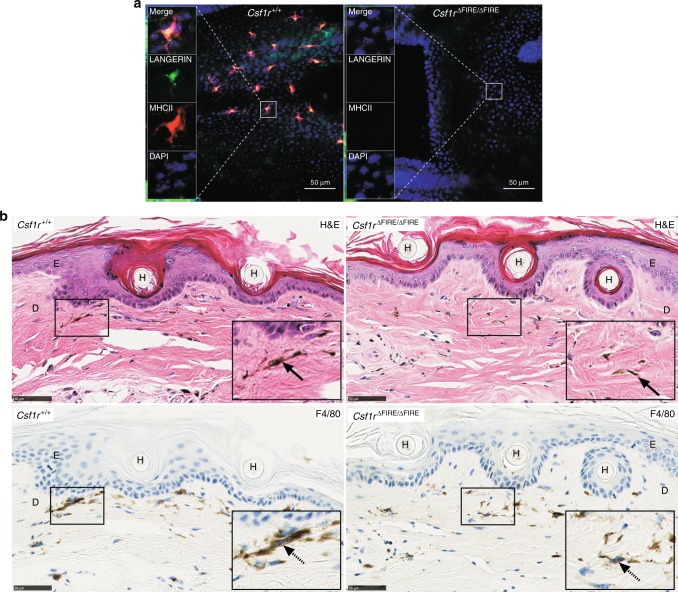
The deletion of FIRE results in loss of Langerhans cells. **a** Whole-mount epidermal tail sheets were stained with antibodies against LANGERIN (green) and MHCII (red). Nuclei were stained with DAPI (blue). Images are representative of four mice per genotype, aged between 8 and 10 weeks. Scale bars = 50 µm. **b** Decalcified tails from the same cohort of mice above were stained with hematoxylin and eosin (H&E, upper panel) and an antibody against F4/80 (lower panel). E epidermis, D dermis, H hair follicle. Scale bars = 50 µm

### Loss of microglia in *Csf1r*^ΔFIRE/ΔFIRE^ mice

Microglia, the tissue-resident macrophage population of the brain, arise very early in mouse embryonic development and depend upon CSF1R signaling^44^. Microglia detected by localization of IBA1 or P2RY12 in littermate controls are absent in the brain of *Csf1r*^ΔFIRE/ΔFIRE^ mice (Fig. 7a, b). Disaggregation of the whole brain and analysis by flow cytometry^45^ confirms the loss of CD45^low^/CD11b^+^ microglia which persists up to 9 months of age (Fig. 7c). The full flow cytometry gating strategy is shown in Supplementary Fig. 8a. Heterozygous mutation (haploinsufficiency) of *Csf1r* has been proposed as a model for the human neurodegenerative disease ALSP (adult onset leukoencephalopathy with axonal spheroids and pigmented glia)^46^. However, there is no detectable effect of the heterozygous mutation in mice (*Csf1r*^ΔFIRE/+^) on microglial numbers. The brain also contains populations of CD45^hi^ classical macrophages associated with the vasculature, meninges, and choroid plexus with a distinct transcriptional profile^47,48^. CD45^hi^ cells are retained in *Csf1r*^ΔFIRE/ΔFIRE^ brain digests (Fig. 7c) This was confirmed by immunolocalization of CD169, shown recently to be a marker alongside CD206 and LYVE1 for a perivascular macrophage population in most tissues^49^ (Fig. 7d, e). The brain-to-body weight ratios in adult male and female *Csf1r*^ΔFIRE/ΔFIRE^ mice remains unchanged (Supplementary Fig. 8b).

**Fig. 7:**
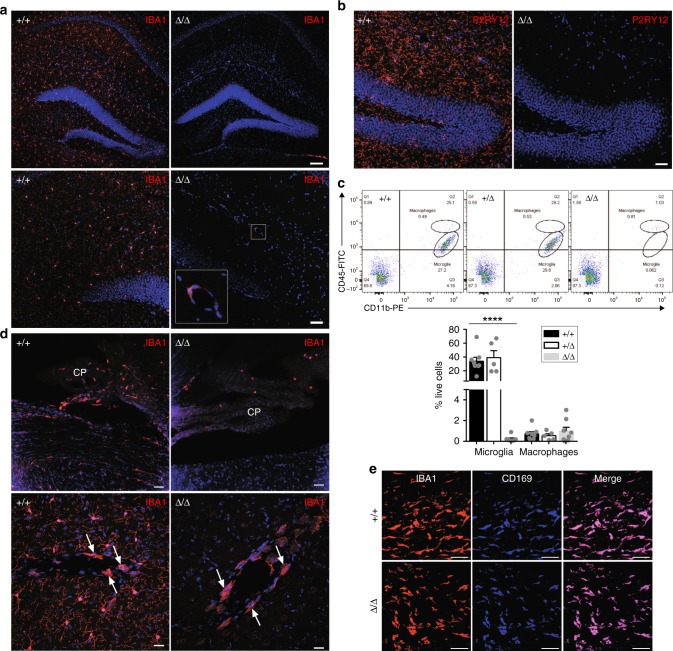
FIRE deletion results in selective loss of microglia. **a** Cryosections of adult brains were stained with an antibody against IBA1. Boxed area shows an IBA1^+^ perivascular macrophage in the *Csf1r*^ΔFIRE/ΔFIRE^ mouse brain. Scale bars = 100 µm, 50 µm in the upper and lower panels, respectively. Images are representative of four mice per genotype. **b** Cryosections of adult brains were stained with an antibody against P2RY12. Scale bar = 40 µm. **c** Single cell suspensions of myelin-depleted brains from males and females aged 10 weeks to 9 months were analyzed by flow cytometry for CD45 and CD11b expression as per^45^. Microglia = CD45^low^CD11b^+^. Macrophages = CD45^+^CD11b^+^. *n* = 8+/+, 5+/Δ, 8 Δ/Δ from five experiments. *P* < 0.0001 (****) Δ/Δ compared to +/+. **d** Cryosections of adult brains stained with an antibody against IBA1 using the same cohort of mice in **a** and **b**. Upper panel shows the choroid plexus (CP) and white arrows point to perivascular macrophages in the lower panel. Images are representative of three mice. Scale bars = 40 and 20 µm in the upper and lower panels, respectively. **e** Dissected meningeal dura mater was stained with antibodies against IBA1 and CD169. Images are representative of two mice per genotype. Scale bars = 50 µm. All source data are provided within a Source Data excel file. Graphs show mean + SEM and *P* values were determined by two-tailed *t*-tests

Microglia are so abundant in the brain that their gene expression profile is readily detected in total mRNA. The complete loss of microglia in *Csf1r*^−/−^ rat brains was associated with commensurate loss of known microglia-associated transcripts in four brain regions^5^. 

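Hippocampal RNA from 3 *Csf1r*+/+ and 3 *Csf1r* ΔFIRE/ΔFIRE mice aged 6 weeks was measured on the same type of array as the ileum. RMA log2 values were taken as the authors made them, and 21218 transcript clusters with a single gene symbol were compared between genotypes with limma. *Xist*, transcribed from the inactive X chromosome of females, and *Eif2s3y*, on the Y chromosome, matched the labelled sex on 5 of the 6 arrays. The *Csf1r* ΔFIRE/ΔFIRE array B09, labelled female, read 2.44 for *Xist* and 6.18 for *Eif2s3y*, close to the male arrays. Its label was kept, so hippocampus fits with sex as a covariate place this array with the females, against its readings. Calls gained or lost with that covariate carry this limit. The last 2 digits of the array codes were 07 for the 3 *Csf1r*+/+ arrays and the *Csf1r* ΔFIRE/ΔFIRE array H07, and 09 for the *Csf1r* ΔFIRE/ΔFIRE arrays A09 and B09, so that only H07 links the code to both genotypes. Pairs of hippocampus arrays correlated across clusters with r from 0.991 to 0.996.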

To confirm the loss of microglia we compared the gene expression profiles of *Csf1r*^ΔFIRE/ΔFIRE^ and *Csf1r*^+/+^ hippocampi. The results, including ANOVA analysis of significantly regulated transcripts, are contained within Supplementary Data 2. Overall, 85 genes are significantly downregulated in the *Csf1r*^ΔFIRE/ΔFIRE^ mouse hippocampus and 77 genes from this group (including *Csf1r*) have been previously shown to be expressed in human and mouse microglia^45,50,51^. 

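*Csf1r* fell from 8.27 ± 0.10 (SD, n = 3) in *Csf1r*+/+ to 3.64 ± 0.06 (SD, n = 3) in *Csf1r* ΔFIRE/ΔFIRE hippocampus, a log2 fold change of -4.63 (standard error 0.09, limma adjusted p = 8.77e-07) and the largest decrease of any cluster. *Selplg*, which encodes a selectin ligand, fell by 4.39 on the log2 scale, the lysosomal protease gene *Ctss* by 4.01 and *Ly86* by 3.79. The purine receptor gene *P2ry13* fell by 3.69, the fractalkine receptor gene *Cx3cr1* by 3.48, *Laptm5* by 3.45, *Mpeg1* by 3.37 and *Cd53* by 3.14. The complement genes *C1qb* and *C1qc* fell by 3.16 and 3.06. *Fcrls* fell by 2.90, a call that ended without the *Csf1r* ΔFIRE/ΔFIRE array B09 (log2 fold change -2.84, adjusted p = 0.0655) and with the code number as a block (-2.86, adjusted p = 0.174). In all, 95 clusters, each of a different gene, fell and none rose at an adjusted p under 0.05. Of these, 79 fell at least 2-fold. In all 95, which the test chose on the same arrays, every *Csf1r* ΔFIRE/ΔFIRE array lay below every *Csf1r*+/+ array, where chance separates the genotypes, in either direction, in 10% of clusters. Of 40 measured genes shared by microglia and other macrophages, 35 fell, none rose and 5 did not pass (39 fell when adjusted over the list alone).

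At an unadjusted p under 0.05, 625 clusters lay lower and 379 higher, where 1060.9 in all would be met by chance, and the test of each cluster without moderation, adjusted, called 24 lower and 1 higher, and of the genes named above did not call *Mpeg1*, *C1qb* or *Fcrls* (adjusted p = 0.0638, 0.191 and 0.506). The count of lower clusters was 62 with the code number as a block, of which, with 3 higher ones, 58 were among the 95, and 34 in the 4 arrays with 07. The paper made this comparison to examine the loss of microglia, and states that most of the lower genes had been reported in microglia.

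**Figure D3:**
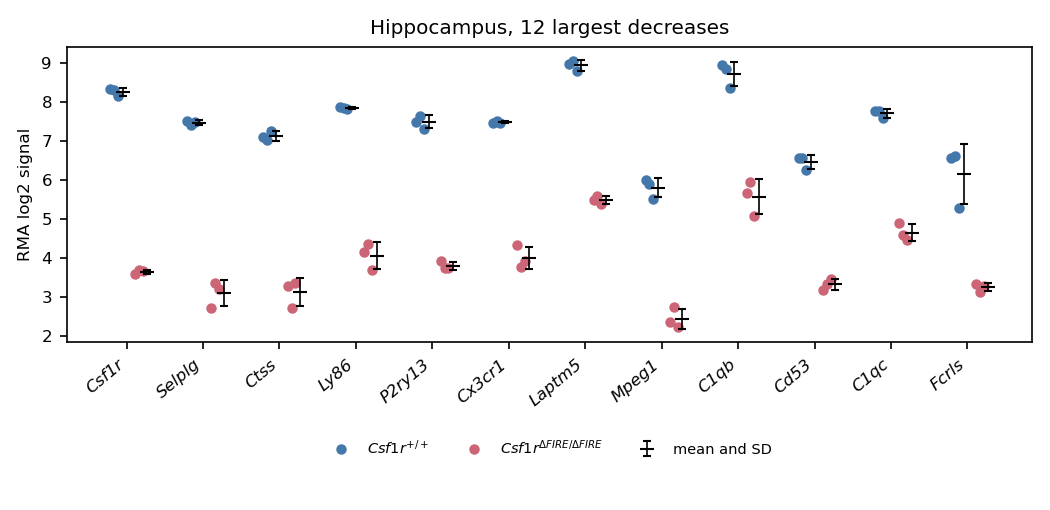
RMA log2 signal of the 12 genes with the largest decreases in the hippocampus. Points are mice, 3 of each genotype, and bars show the mean and SD. Every *Csf1r* ΔFIRE/ΔFIRE mouse lies below every *Csf1r*+/+ mouse for each gene, with *Csf1r* at 8.27 against 3.64.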

Of the top 35 transcripts found by Elmore and colleagues to be down-regulated in the brains of adult mice treated with a CSF1R kinase inhibitor^52^, 26 are also significantly reduced in the hippocampus of *Csf1r*^ΔFIRE/ΔFIRE^ mice. The gene set affected by the *Csf1r*^ΔFIRE/ΔFIRE^ mutation includes a small set of novel genes that may be implicated in microglial biology. Amongst these, the immune checkpoint protein, VISTA (*Vsir*), was recently localized in both human and mouse and was attributed functions in CNS pathologies^53^. In addition, HVCN1 was previously shown to regulate the production of microglial reactive oxygen species^54^. 

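*Vsir* signal was 7.02 ± 0.10 (SD, n = 3) in *Csf1r*+/+ and 5.18 ± 0.11 (SD, n = 3) in *Csf1r* ΔFIRE/ΔFIRE hippocampus. The log2 fold change was -1.84 (standard error 0.10, limma adjusted p = 0.000109). As the study chose this gene from these arrays, the change is not independent evidence of its direction. The cluster that holds *Hvcn1* carries a second gene symbol, so *Hvcn1* has no value here.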

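Of 10 genes that the study names for brain macrophages outside the microglia, 2 fell in *Csf1r* ΔFIRE/ΔFIRE hippocampus, none rose and 8 did not pass (5 fell when adjusted over the list alone). *Fcgr2b*, which encodes an inhibitory Fc receptor, fell from 5.07 ± 0.08 (SD, n = 3) to 4.04 ± 0.31 (SD, n = 3), a log2 fold change of -1.03 (limma adjusted p = 0.0376). *Ptprc* fell from 4.48 ± 0.12 (SD, n = 3) to 3.73 ± 0.05 (SD, n = 3), a log2 fold change of -0.75 (adjusted p = 0.0143). *Tnfrsf11a* was at -0.63 (standard error 0.14, adjusted p = 0.296), *Csf2rb2* at -0.53 and *Csf2rb* at -0.41. *Mrc1* was at 0.39 (standard error 0.17), *Siglec1* at 0.12, *Siglecf* at -0.03, *Cd163* at -0.04 and *Csf2ra* at 0.0023. As a set these genes lay lower (limma camera, adjusted p = 0.000214; adjusted p = 0.0920 with an estimated correlation). A separate list of 14 genes of border macrophages had no member past the threshold and a median of -0.05, led by *Stab1* at -0.42 and *Cd74* at -0.35. The paper identifies microglia as CD45 low cells, so a fall of *Ptprc*, which encodes CD45, cannot be assigned to macrophages outside the microglia. For *Fcgr2b* this was not tested. *Mrc1*, *Siglec1* and *Cd163* read from 2.94 to 4.34, near or below the array medians of 4.29 to 4.46. Such dim values show neither loss nor retention of these macrophages. *Csf2ra* read from 6.45 to 6.95.

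The call on *Ptprc* ended without E07 (adjusted p = 0.0586), A09 (0.0706), B09 (0.112) or H07 (0.102) and with the code number as a block (0.280). In these settings its log2 fold change lay between -0.78 and -0.73. It was -0.80 without F07 and -0.68 without G07, where the call held. The call on *Fcgr2b* ended without E07 (adjusted p = 0.113), F07 (0.127), G07 (0.189) or B09 (0.141) and with sex as a covariate (0.105). In these settings its log2 fold change lay between -1.09 and -0.99. It was -1.15 without A09, -0.86 without H07 and -1.39 with the code number as a block, where the call held. The test of each cluster without moderation, adjusted, called neither (adjusted p = 0.207 and 0.637). Neither passed with the clusters without a single gene symbol tested too (adjusted p = 0.0672 and 0.159). The same held with the arrays of both tissues in one fit (0.9999 and 0.567). With array weights *Fcgr2b* did not pass (0.0551), while *Ptprc* did.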

Consistent with the retention of the, CD45^hi^CD11b^+^CD169^+^ brain macrophage population in the *Csf1r*^ΔFIRE/ΔFIRE^ mice (Fig. 7b–e), *Ptprc* (encoding CD45 antigen) and myeloid markers, such as *Mrc1(Cd206), Siglec1, Siglecf, Cd163, Csf2ra/b/b2*, *Fcgr2b, Tnfrfsf11a* (RANK) that have all been associated with these populations^47,48^ are not significantly affected by the deletion of FIRE (Supplementary Data 2). 

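*Csf1r* read 8.34, 8.31 and 8.15 on the *Csf1r*+/+ arrays and 3.58, 3.69 and 3.65 on the *Csf1r* ΔFIRE/ΔFIRE arrays of the hippocampus. The genes of its ligands did not pass the test, with log2 fold changes of 0.17 for *Csf1* (standard error 0.10) and 0.11 for *Il34* (standard error 0.09). None of 24 listed neighbours of *Csf1r* on chromosome 18 rose or fell, with the largest differences at *Cd74*, *Slc26a2* (0.27) and *Slc6a7* (0.26), and none passed when adjusted over the list alone.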

The complete loss of detectable *Csf1r* expression implies that the perivascular and brain-associated macrophages, like blood monocytes and the macrophages of the BM, have lost *Csf1r* expression but are nevertheless produced normally.

Microglia have been implicated in oligodendrocyte maturation and synaptic plasticity^55^. The loss or induced depletion of microglia in other models leads to alterations in synaptic pruning, hippocampal neurogenesis, myelination, oligodendrocyte maturation, and astrocyte activation^56^. By contrast to phenotypes reported in *Csf1*^op/op^ and *Csf1r*^−/−^ mice^4^, we observe no evidence of auditory or visual abnormalities in the *Csf1r*^ΔFIRE/ΔFIRE^ mice. 

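*Dcx*, which encodes doublecortin of migrating young neurons, was at 6.13 ± 0.08 (SD, n = 3) in *Csf1r*+/+ and 6.07 ± 0.09 (SD, n = 3) in *Csf1r* ΔFIRE/ΔFIRE hippocampus. *Sox2* was at 8.01 ± 0.11 (SD, n = 3) and 7.87 ± 0.18 (SD, n = 3). Neither passed the test (limma adjusted p = 0.992 for both). Of 14 genes of neural progenitors and young neurons, none rose or fell, also when adjusted over the list alone. The largest differences were *Hopx* at 0.25 (standard error 0.10), *Calb2* at 0.19 and *Sox2* at -0.15 (standard error 0.12). None of 13 cell cycle genes passed, among them *Mki67* at 0.11 (standard error 0.13) and *Mcm3* at -0.22 (standard error 0.13).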

Sensory neuronal deficits have been associated with deficient hippocampal neurogenesis but in the *Csf1r*^ΔFIRE/ΔFIRE^ mice there is no loss of expression of markers associated with neuronal progenitor cells (such as doublecortin (*Dcx*), and *Sox2*^57^) (Supplementary Data 2). Nandi et al.^58^ claimed that *Csf1r* is expressed in subsets of neuronal progenitors, and noted the relative loss of excitatory neurons, expressing *Cux1* or *Ctip2* (BCll1b) in the *Csf1r*^−/−^ mouse brain. *CUX1* mRNA was also reduced in the brain in a recently described human patient with a homozygous *CSF1R* mutation^59^. 

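The transcription factor gene *Cux1* averaged 7.08 ± 0.11 (SD, n = 3) in *Csf1r*+/+ and 7.09 ± 0.12 (SD, n = 3) in *Csf1r* ΔFIRE/ΔFIRE hippocampus. *Bcl11b*, which encodes CTIP2, averaged 8.33 ± 0.05 (SD, n = 3) and 8.29 ± 0.15 (SD, n = 3). Their log2 fold changes were 0.01 and -0.04, each with a standard error of 0.10. Of 23 neuronal and 24 synaptic genes, none rose or fell, also when adjusted over each list alone. *Meg3* was at -0.21 (standard error 0.41), *Neurod6* at 0.16, *Slc17a6* at 0.28 (standard error 0.37) and *Bsn* at -0.28 (standard error 0.12).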

Neither transcript is down-regulated in the hippocampus of *Csf1r*^ΔFIRE/ΔFIRE^ mice (Supplementary Data 2).

Zhang et al.^60^ used expression profiles of isolated cells to identify a set of signatures of brain cell populations that can support deconvolution of whole brain expression data. As shown in Supplementary Fig. 8c, there is no significant effect of the *Csf1r*^ΔFIRE/ΔFIRE^ mutation on any cell-type-specific signature (neuron, astrocyte, oligodendrocyte, endothelium) other than microglia. 

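Gene lists of the main cell types of the brain were fixed here from general knowledge and are not those of Zhang et al. None of 17 astrocyte, 16 oligodendrocyte, 10 oligodendrocyte precursor, 14 endothelial or 10 mural cell genes rose or fell in *Csf1r* ΔFIRE/ΔFIRE hippocampus at an adjusted p under 0.05. Adjusted over each list alone, only the astrocyte filament gene *Gfap* passed, higher at a log2 fold change of 0.56 (standard error 0.10, limma adjusted p = 0.142 over all clusters). The median log2 fold changes of these lists were -0.0040, 0.04, 0.0039, 0.03 and 0.12. The myelin gene *Cldn11* was at 0.21, *Olig2* at -0.28, the tight junction gene *Cldn5* at -0.18 and the smooth muscle gene *Acta2* at 0.40, none past the test. None of these lists moved as a set (limma camera, adjusted p = 0.625, 0.526, 0.511, 0.526 and 0.217). A separate list of 18 reactive astrocyte genes lay higher as a set (mean log2 fold change 0.29, limma camera, adjusted p = 4.03e-10). With an estimated correlation its adjusted p was 0.0262. A list of 11 meningeal fibroblast genes lay higher as well (mean log2 fold change 0.32, limma camera, adjusted p = 5.06e-08). With an estimated correlation the adjusted p of the meningeal list was 0.0262. A response of astrocytes and a different share of meninges in the dissected piece were not tested apart. With sex as a covariate the mural cell list lay higher (adjusted p = 0.0315), as did the oligodendrocyte list without the array H07 (adjusted p = 0.0365).

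**Figure D4:**
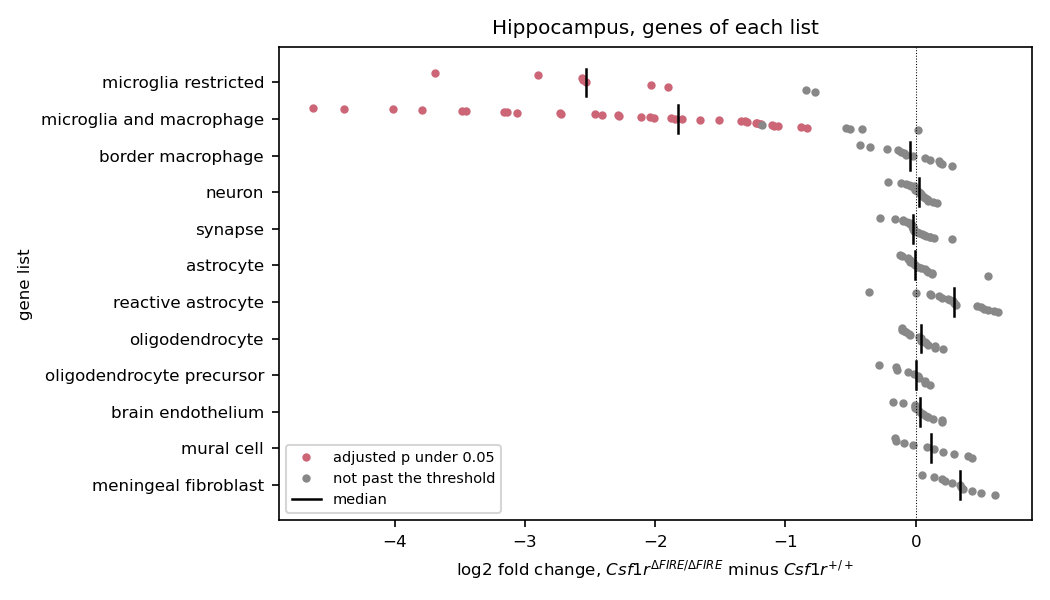
Log2 fold change of each gene of 12 lists in the hippocampus, *Csf1r* ΔFIRE/ΔFIRE minus *Csf1r*+/+. Points are genes, coloured by whether the limma adjusted p was under 0.05, and bars are medians. Genes past the threshold appear only in the microglia lists among these 12.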

The lack of impact on astrocyte numbers or morphology was confirmed by immunolocalization of the specific markers GFAP and SOX9 in the hippocampus, as well as the striatum, olfactory bulbs, and cerebellum (Supplementary Fig. 8d). Whereas microglia have been implicated as major sources of trophic factors, mRNA expression of *Bdnf*, *Igf1*, *Tgfb1,2*, and *3* is not affected by the absence of microglia in *Csf1r*^ΔFIRE/ΔFIRE^ mice (Supplementary Data 2). Similarly, macrophages and microglia selectively express very high levels of lysosomal-associated genes (e.g. *Lamp1, Ctsb, Atp6v0e*) and receptors for apoptotic cells (e.g. *Mertk, Axl*) compared to whole brain regions (e.g. see biogps.org) but the loss of microglia has no effect on the expression of any lysosome-associated transcripts in the hippocampus of *Csf1r*^ΔFIRE/ΔFIRE^ mice. This conclusion is consistent with the proposal that astrocytes are potentially also engaged with apoptotic cell clearance^61^ and might fill this role in the absence of microglia.

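Of the 5 trophic factor genes, 1 fell in *Csf1r* ΔFIRE/ΔFIRE hippocampus, none rose and 4 did not pass (1 fell when adjusted over the list alone). *Tgfb1* fell from 5.90 ± 0.03 (SD, n = 3) to 5.14 ± 0.05 (SD, n = 3), a log2 fold change of -0.77 (standard error 0.08, limma adjusted p = 0.00526). *Bdnf*, which encodes a neurotrophin, was at -0.15 (standard error 0.08), *Igf1* at 0.10 (standard error 0.09), *Tgfb2* at 0.05 and *Tgfb3* at 0.08, each with an adjusted p of 0.992. Among 13 further genes of secreted factors none rose or fell, and 1 was lower when adjusted over the list alone, the interleukin gene *Il1a* at -0.78 (standard error 0.18). The call on *Tgfb1* ended with the code number as a block (log2 fold change -0.73, adjusted p = 0.174). It also ended with the arrays of both tissues in one fit (adjusted p = 0.9999).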

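Of 47 measured lysosomal genes, 5 fell in *Csf1r* ΔFIRE/ΔFIRE hippocampus, none rose and 42 did not pass (5 fell when adjusted over the list alone). Besides *Ctss* and *Laptm5*, the genes that fell were *Unc93b1*, a transporter of nucleic acid-sensing receptors, at -1.36 (limma adjusted p = 0.00426), the metal transporter gene *Slc11a1* at -1.15 (adjusted p = 0.00300) and *Cd68* at -1.06 (adjusted p = 0.000781). *Lamp1* was at 10.28 ± 0.03 (SD, n = 3) in *Csf1r*+/+ and 10.34 ± 0.06 (SD, n = 3) in *Csf1r* ΔFIRE/ΔFIRE mice, and *Atp6v0e* had a log2 fold change of 0.15 (standard error 0.11). The median of the 47 was -0.02 and their mean -0.27, and as a set they lay lower (limma camera, adjusted p = 9.05e-05; adjusted p = 0.464 with an estimated correlation), a call that also ended without the array E07 (mean -0.23, adjusted p = 0.113). *Mertk* and *Axl*, receptor kinases for apoptotic cells, were at -0.29 (standard error 0.11) and -0.05 (standard error 0.09). Of 24 genes of apoptotic cell clearance, 5 fell, none rose and 19 did not pass (7 fell when adjusted over the list alone), among them *Trem2* at -2.27 and *C1qa* at -2.73. The call on *Slc11a1* ended with the code number as a block (log2 fold change -1.23, adjusted p = 0.0520), and in the test of each cluster without moderation, adjusted, *Slc11a1* (adjusted p = 0.179) and *Unc93b1* (0.280) did not pass. With the arrays of both tissues in one fit the calls on *Slc11a1* (adjusted p = 0.532) and *Cd68* (0.951) ended. Those on *Unc93b1*, *Ctss* and *Laptm5* did not. The cluster of *Ctsb* carries a second gene symbol, so *Ctsb* has no value here.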

### Embryonic macrophage development in *Csf1r*^ΔFIRE/ΔFIRE^ mice

Many tissue resident macrophages are seeded during embryonic development from the yolk sac and fetal liver progenitors^24,30,41,44,62,63^. *Csf1r*^−/−^ mice lack yolk sac-derived macrophages and microglia but develop fetal monocytes^44^. Treatment of a pregnant mouse with anti-CSF1R resulted in the loss of embryonic macrophages derived from the yolk sac, whereas circulating liver-derived monocytes were unaffected^63^. As shown in Fig. 8a the *Csf1r*^ΔFIRE/ΔFIRE^ embryos develop normally but the overall density of IBA1^+^ macrophages throughout the body is greatly reduced. In the critical window in which liver hematopoiesis is established and the blood–brain barrier is closed (embryonic day 12–13), IBA1^+^ ameboid microglia are prevalent in controls but undetectable in *Csf1r*^ΔFIRE/ΔFIRE^ embryos (Fig. 8b–d). Numerous macrophages expressing the CSF1R-ECFP and CSF1R-EGFP reporter genes line the ventricular and external surfaces of the developing brain from 9.5 dpc^10,64^. These cells are absent in *Csf1r*^ΔFIRE/ΔFIRE^ embryos (Fig. 8b, c). Only occasional monocyte-like cells associated with blood vessels are seen in the brain parenchyma (Fig. 8b). By contrast, IBA1^+^ monocytes/macrophages are detected in the meninges and choroid plexus in both control and mutant embryos (Fig. 8c, d), consistent with our findings in the adult brain (Fig. 7). There is also a reduction in the IBA1^+^ macrophages in the fetal liver at the same stages of development (Fig. 8e). We conclude that the *Csf1r*^ΔFIRE/ΔFIRE^ mice recapitulate the phenotype of *Csf1r*^−/−^ mice in early hematopoiesis, producing a selective deficiency of yolk sac-derived cells. The major macrophage populations that are retained in the adult *Csf1r*^ΔFIRE/ΔFIRE^ mice (liver, lung, spleen, intestine, dermis, etc.) are established late in gestation and postnatally from monocytes derived from progenitors in the fetal liver^24,30,44,62,63^. This conclusion is consistent with analysis of expression of tissue macrophage-specific genes across an embryonic gene expression time course^65^.

**Fig. 8:**
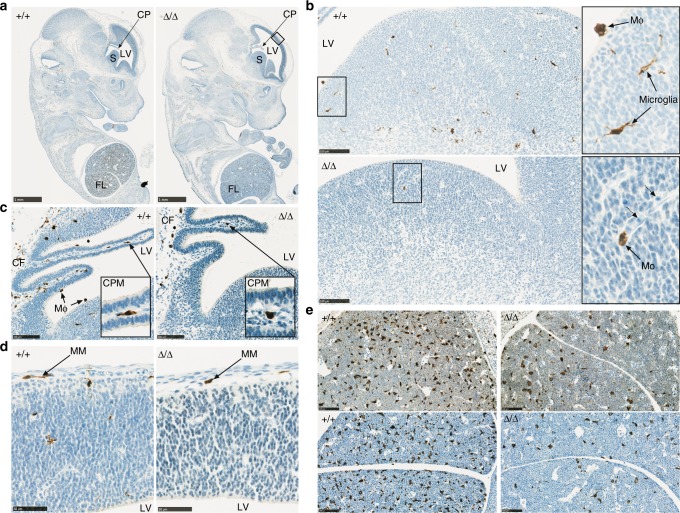
FIRE deletion results in a reduction of embryonic macrophages. **a** Formalin-fixed paraffin-embedded embryos (E13) were stained with antibodies against IBA1. Images are representative of seven embryos per genotype at E12, E12.5, and E13 and four repeat experiments. CP choroid plexus, LV lateral ventricle, S striatum, FL fetal liver. Black rectangle indicates the area magnified for panel **d**. Scale bar = 1 mm. **b** View of the striatum from E12.5 embryos highlighting IBA1^+^ microglia and ventricular macrophages (MΦ) in the control embryo and a monocyte (Mo) in the FIRE deficient embryo. Dotted arrows point to immature red blood cells in a blood vessel. Scale bar = 100 µm. **c** Images of the choroid plexus in the lateral ventricle (LV) of E12.5 embryos. CPM choroid plexus macrophage, MΦ ventricular macrophages, CF choroidal fissure. Scale bar = 100 µm. **d** IBA1^+^ meningeal macrophages (MM) in the forebrain (boxed area in panel **a**) of control and *Csf1r*^ΔFIRE/ΔFIRE^ embryos at E12.5. Scale bar = 50 µm. **e** IBA1^+^ fetal liver monocytes at E12 and E13 in upper and lower panels, respectively. Scale bar = 100 µm

### The chromatin landscape of *Csf1r*

Chromatin analysis and ChIP-seq data identifies at least four other *Csf1r* enhancers that are active in mouse BMDM. Each is bound by JUN, STAT1, PU.1, and CEBPA, which also bind cooperatively to many other macrophage-associated enhancers (reviewed in ref. ^9^). To extend these findings to other macrophage populations, we explored data from a previous study that compared the enhancer profiles of monocytes, microglia, and macrophages isolated from lung, liver, spleen, intestine, and peritoneal cavity^66^. Peaks of H3K4me1 methylation (indicative of poised enhancers) appear throughout the *Csf1r* locus and extend upstream into the neighboring *Pdgfrb* gene (Fig. 9a). This extended H3K4me1 signal is almost undetectable in neutrophils, which express *Csf1r* mRNA and *Csf1r* reporter genes at low levels but do not express surface CSF1R^11^. These additional elements lie outside the 3.5 kb promoter region, and intron containing FIRE, used in production of *Csf1r*-reporter genes (Fig. 9a). The ATAC-seq data revealed heterogeneity amongst monocyte–macrophage populations. FIRE is clearly a major peak of open chromatin detected in microglia and peritoneal macrophages, consistent with the impact of deletion of this element (Fig. 9b). By contrast, the signal associated with FIRE is barely detectable in isolated lung and intestinal macrophages. Indeed, the promoter-associated ATAC-seq signal is barely detectable, consistent with relatively low expression of *Csf1r* mRNA in these cells^35,67,68^ and lack of phenotype observed in these tissues in *Csf1r*^ΔFIRE/ΔFIRE^ mice^21^. The ATAC-seq data in Fig. 9b reveals multiple additional elements in cells that clear the majority of CSF1 from the circulation (notably in KC and splenic macrophages), that likely contribute to the redundancy of FIRE and to the high level of *Csf1r* expression in these cell types^11^. One of these elements includes the distal promoter element (DPE). Located 5′ of the macrophage transcription start site, the DPE also has tissue-specific functions^64^. It includes a separate transcription start site cluster used by osteoclasts^69^. Expression of an amplified *Csf1r*-ECFP (MacBlue) reporter transgene, in which the DPE was deleted from the promoter, was undetectable in most tissue macrophages^64^. The exceptions that retained reporter gene expression were those populations impacted in the *Csf1r*^ΔFIRE/ΔFIRE^ mouse; embryonic macrophages, BM progenitors and monocytes, microglia, Langerhans cells, and peritoneal macrophages. Therefore, we conclude that FIRE and the DPE interact to control expression of *Csf1r* in embryonic macrophages and in some tissue-resident macrophage populations but that both are partly redundant.

**Fig. 9:**
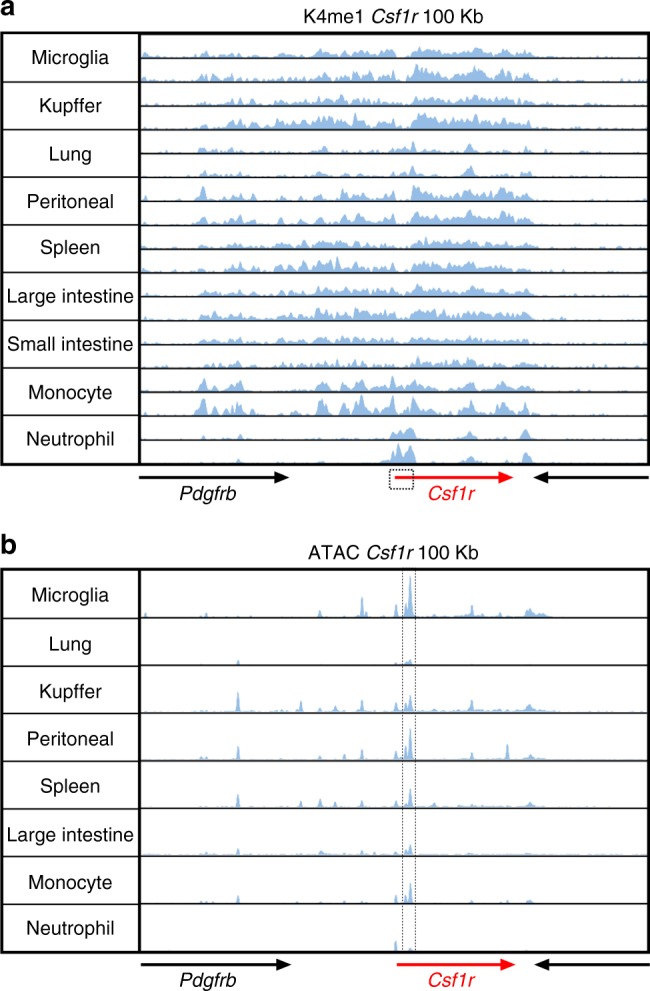
Chromatin landscape of the mouse *Csf1r* locus. ChIP-seq and ATAC-seq data for the 100 kb window surrounding mouse *Csf1r* for each of the isolated myeloid cell populations shown was extracted from the primary data generated in Lavin et al.^66^**. a** ChIP-seq data showing the location of poised enhancers (H3K4me1). The boxed area indicates the 3.5 kb promoter region used in the production of *Csf1r* reporter genes. **b** ATAC-seq data showing the locations of open chromatin. The dotted lines surround the double peak in the second intron; the more prominent peak is FIRE

## Discussion

We show that the regulatory element, FIRE, is not required to support *Csf1r* transcription in all macrophage populations. FIRE is essential for the generation or maintenance of specific CSF1R*-*dependent tissue macrophages, including those of the embryo, the brain (microglia), skin (Langerhans cells), peritoneum, heart, and kidney but redundant for expression of *Csf1r* mRNA in adult mononuclear phagocyte populations in the intestine and lung. FIRE is not required for the development of CSF1R-dependent macrophages in other locations (i.e. dermis, spleen, liver, and bone). The microglial population of the brain is established early in development from yolk sac-derived progenitors. Apart from a transient postnatal monocyte influx, microglia are maintained by self-renewal in a CSF1R-dependent manner^70^. The loss of IBA1^+^ cells in *Csf1r*^ΔFIRE/ΔFIRE^ embryos (Fig. 8) indicates that microglial development fails early in embryogenesis. This is consistent with the apparent failure of macrophage production from *Csf1r*^ΔFIRE/ΔFIRE^ EB in the E14 ESC model (Fig. 1f).

The relative independence of the large majority of tissue-resident macrophages on the enhancer activity of FIRE begs the question of why this element is so highly conserved across evolution. Enhancer redundancy (i.e. the presence of shadow enhancers), is widespread in eukaryotic developmental systems^71^. Nevertheless, redundancy is often incomplete and the non-overlapping functions presumably explain why multiple enhancers within a locus are conserved across evolution^71^. The core element within FIRE, conserved from reptiles to humans, contains binding sites for AP1 and PU.1 that are essential for enhancer activity^14^. Colocalization of AP1 and PU.1 motifs is a feature of many mouse macrophage-specific constitutive enhancers^72^. The non-redundant role of FIRE in *Csf1r* transcription in only a subset of macrophages may be a consequence of tissue-specific expression of transcription factors that bind selectively to this region of the *Csf1r* locus. Candidate regulators have been identified in many CSF1R-dependent macrophage populations. For example, microglia are uniquely dependent upon specific transcriptional regulators encoded by *Sall1*^73^ and *Irf8*^74^. Whilst multiple open chromatin sites are bound by PU.1, CEBPA, and other transcription factors in BMDM, IRF8 bound strongly and exclusively to FIRE (reviewed in ref. ^9^). *Irf8* mRNA is co-expressed with *Csf1r* in the earliest committed monocyte progenitors^75^ and upregulated in erythro-myeloid progenitors in parallel with *Csf1r* during early embryonic development^67^. Renal macrophages, which are also lost in *Csf1r*^ΔFIRE/ΔFIRE^ mice, along with blood monocytes, share high gene expression of *Irf8* with microglia^67^. RUNX1 is another transcription factor that interacts with FIRE in both mouse and human macrophages and controls CSF1-dependent macrophage growth^76^. Accordingly, *Runx1* mRNA is expressed in the earliest progenitors of CSF1R-positive microglia^44^ and is amongst the transcription factors down-regulated in the hippocampus in *Csf1r*^ΔFIRE/ΔFIRE^ mice (Supplementary Data 1).

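*Runx1* fell from 4.86 ± 0.07 (SD, n = 3) in *Csf1r*+/+ to 3.76 ± 0.14 (SD, n = 3) in *Csf1r* ΔFIRE/ΔFIRE hippocampus. The log2 fold change was -1.10 (standard error 0.10, limma adjusted p = 0.00228), and with the code number as a block the call ended (-1.13, adjusted p = 0.0617), as it did in the test of each cluster without moderation (adjusted p = 0.122). *Irf8*, which encodes another transcription factor of the mononuclear phagocyte lineage, fell by 1.66 on the log2 scale (adjusted p = 0.000325; 0.0638 without moderation). *Sall1*, a marker of microglial identity, was at -0.77 (standard error 0.14, adjusted p = 0.126). Of these 3 genes, 2 fell, none rose and 1 did not pass (3 fell when adjusted over the list alone). The study chose them partly on these arrays, so the list is not independent evidence of direction.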

CSF1R deficiency causes embryonic or perinatal death in most mouse strains and the few surviving *Csf1r* mutant mice have numerous developmental abnormalities^77^. The *Csf1r*^ΔFIRE/ΔFIRE^ mice that are born survive and thrive. Aside from survival, other major differences between the pleiotropic impacts of *Csf1r*^ΔFIRE/ΔFIRE^ and *Csf1r*^−/−^ mutations^4,77^ are clearly related to the selective retention of most *Csf1r-*dependent macrophage populations in mice with the FIRE deletion. The expression profiling of the hippocampus supports the view that trophic and phagocytic functions attributed to microglia can be compensated in part by other cells. Notably, neuronal development, including expression of markers such as *Cux1*, is unaffected by the complete loss of *Csf1r* expression. This observation argues strongly against a functional role for *Csf1r* in neuronal progenitors^58^ and instead supports that *Csf1r* is expressed and functional only in microglia^19^. So, we suggest that the reported developmental and homeostatic roles of *Csf1r-*dependent macrophages, including microglia and those of the epidermis, peritoneum, kidney, and heart are at least partly redundant. By extension, the loss of most peripheral macrophages and the associated systemic impacts of that loss must contribute to the severe brain developmental abnormality observed in *Csf1r*^−*/−*^ mice^19,78^. Severe postnatal growth retardation is a shared feature of *Csf1* and *Csf1r* mutant mice and rats^4,5^ and is a consequence of impacts on the growth hormone (GH)/insulin-like growth factor 1 (IGF1) axis (reviewed in ref. ^79^). By contrast to the *Csf1r*-deficient mice, liver macrophages develop normally in *Csf1r*^ΔFIRE/ΔFIRE^ animals (Fig. 4a and Supplementary Fig. 4a) and somatic growth, as well as the male–female sexual dimorphism in body weight gain, is unaffected by the mutation. In *Csf1* mutant rats, there was no postnatal surge in circulating IGF1^79^) and the *Csf1r* mutation in rats reduced expression of both *Ghr* and *Igf1* mRNA in the liver^5^. Circulating IGF1 in turn crosses the blood brain barrier and regulates many aspects of neuronal health (reviewed in ref. ^80^).

In overview, our objective in this study was to investigate the role of a conserved enhancer in a key macrophage-expressed gene. We have confirmed the functional importance of FIRE in specific macrophage populations. In the process, we have generated a unique mouse model in which to identify non-redundant functions of specific resident tissue macrophages, especially those of the brain, heart, skin, kidney, and peritoneum, in mice that are otherwise healthy and fertile.

## Methods

### CRISPR design and plasmid preparation

gRNAs were designed to complement the flanking regions of the FIRE element of intron 2 (from 2646 to 3015 bp downstream of the end of exon 2; NCBI Reference Sequence: NM_001037859.2) using the online tool at http://crispr.mit.edu. Table 1 shows the guides designed, the corresponding protospacer-adjacent motif (PAM) and the complementary BbSI-overhang sequences. Top and bottom oligonucleotides corresponding to each gRNA were aligned, phosphorylated, and cloned into the pSpCas9(BB)-2A-GFP (Px458) plasmid (Addgene), and transformed into competent DH5α *E. coli*. Following verification of gRNAs insertion by Sanger sequencing, plasmids were purified using endotoxin-free MaxiPrep (QIAGEN).

**Table 1:** CRISPR guide RNAs

Guide	Top BbSI-flanking sequence	Guide sequence	Bottom BbSI-flanking sequence	PAM
US1-top	CACC	5' GAGTCCCTCAGTGTGTGAGA	–	AGG
US1-bottom	–	3' TCTCACACACTGAGGGACTC	CAAA	–
DS1-top	CACC	5' GGGATGACACAACGGTTTCC	–	TGG
DS1-bottom	–	3' GGAAACCGTTGTGTCATCCC	CAAA	–
DS2-top	CACC	5' CAATGAGTCTGTACTGGAGC	–	AGG
DS2-bottom	–	3' GCTCCAGTACAGACTCATTG	CAAA	–

*US* upstream FIRE*, DS* downstream FIRE*, PAM* protospacer-adjacent motif

### Cell culture

RAW 264.7 macrophages (ATCC^®^ TIB-71™) were cultured on Sterilin-plastic dishes in RPMI 1640 medium (Sigma) supplemented with 10% endotoxin-free FBS (GE Healthcare), 2 mM GlutaMAX (Invitrogen), 25 U/mL of penicillin, and 25 µg/mL of streptomycin (Gibco). Cells were incubated at 37 °C in a 5% CO_2_ humidified incubator. E14 (129P2/OlaHsd) mouse ESC (ATCC^®^ CRL-1821™) were cultured on porcine gelatin-coated (Sigma) flasks in GMEM (Invitrogen) supplemented with 10% ESC-tested FBS (Hyclone), 2 mM GlutaMAX (Invitrogen), 1X MEM non-essential amino acids, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol (Gibco), and 100 U/mL leukemia inhibitory factor (LIF, Merck), at 37 °C in a 5% CO_2_ humidified incubator.

### Generation of CRISPR/Cas9 deletions in vitro

E14 cells were passaged twice and plated at 8 × 10^4^ cells/cm^2^ for 24 h prior to transfection. Cells were transfected with a total of 2 µg DNA (i.e. pairs of Cas9-2A-EGFP vectors, each expressing single gRNAs: US1+DS1 or DS2) using the Amaxa P3 Primary cell 4D-Nucleofector X Kit (Lonza) and incubated with supplemented GMEM for 36 h. Cells were then resuspended in Dulbecco’s phosphate buffered saline (DPBS, Sigma), diluted in sterile Baxter water (TPS Healthcare/Baxter), supplemented with 2% FBS and kept at 4 °C. The GFP^+^ cells were collected with a FACS Aria IIIu cell sorter (BD). To generate single cell clones of CRISPR-modified E14 cells, sorted pools of GFP^+^ cells were plated on 0.1% gelatin-coated 100 mm culture dishes at a density of 18 cells/cm^2^ and single colonies picked approximately 2 weeks later. RAW 264.7 cells (5 × 10^6^) were resuspended in 250 µL of culture medium containing 10 µL of DPBS ± 20 µg DNA (as pairs of FIRE-targeting Cas9-2A-EGFP vectors, as specified above) and incubated at RT for 10 min. Electroporation was performed in 0.4 cm electroporation cuvettes (BioRad) using the BioRad Gene Pulser II (BioRad), at 320 V and a capacitance of 950 µF. Cells were cultured for 36 h and GFP^+^ cells were single-cell sorted into polystyrene flat-bottom 96-well plates, using a FACS Aria IIIu cell sorter (BD).

### PCR analysis and sequencing of transfected E14 ESC and RAW 264.7 cells

Isolation of DNA from sorted pools of GFP^+^ cells (either E14 ESC or RAW 264.7 cells), or from cells cultured in plates other than 96-well plates was performed with the QIAGEN DNeasy Blood and Tissue Kit (QIAGEN), according to the manufacturer's instructions. Genomic DNA from single-cell-derived clones cultured in 96-well plates was isolated by adding a 1:1 mix of DirectPCR Lysis Reagent (Viagen) and nuclease-free water (Invitrogen) supplemented with 20 µg of Proteinase K (QIAGEN), per well. Cells were incubated in a heated orbital shaker at 200 rpm and 55 °C, for 12 h and Proteinase K was inactivated at 85 °C for 45 min. Conventional PCR was performed using 50 ng DNA per reaction, Taq DNA polymerase (Invitrogen) and the primers F-5′: GCTGCCCTGTCACTGTGTA and R-5′: TCGTTTCCCATCCCAGGA, at an annealing temperature of 55 °C. PCR products were run by electrophoresis to obtain a *Csf1r*^+/+^ of 925 bp, or *Csf1r* ^ΔFIRE/ΔFIRE^ amplicons of either 485 bp (CRISPR pair: US1 and DS1) or 507 bp (CRISPR pair: US1 and DS2). PCR amplicons were separated by standard electrophoresis, purified with the QIAquick PCR purification kit (QIAGEN) and then sequenced using the oligonucleotides listed in Supplementary Table 1.

### DNA isolation and genotyping

Mouse ear biopsies were digested overnight at 50 °C, in mouse biopsy buffer containing 100 mM Tris–HCl (Sigma) pH 8.5, 0.2% SDS (Ambion), 200 mM NaCl (Sigma), 5 mM EDTA (Ambion), and 160 µg Proteinase K (QIAGEN). Digested tissues were centrifuged at 12,000×*g* for 15 min at 4 °C and DNA was precipitated through the isopropanol–ethanol method. DNA pellets were dried at RT, resuspended in nuclease-free water and quantified using a Nanodrop™ 1000 (Thermo Fisher Scientific). PCR amplification was performed as described above and products were purified using the QIAquick PCR purification kit (QIAGEN) and sequenced using the oligonucleotides listed in Supplementary Table 1.

### Phagocytosis assay

RAW 264.7 cells were cultured in high glucose DMEM (Gibco) supplemented with 10% endotoxin-free FBS (GE Healthcare) and 1 mM GlutaMAX (Life Technologies). Cells were incubated at 37 °C for 2 h in the presence of pHrodo^®^ Red *E. coli* BioParticles^®^ (Thermofisher) at a ratio of 100 µg/10^6^ cells. Negative control samples were incubated on ice. Cells were analyzed using the BD LSR Fortessa flow cytometer. Dead cells were identified and excluded based upon DAPI uptake.

### Flow cytometry

Cells were analyzed by flow cytometry using standard procedures. Inhibition of non-specific binding was achieved by incubating the cells for 30 min on ice in purified anti-CD16/32 (1 µg/mL, BioLegend, 101302) or hybridoma 2.4G2 supernatant. All antibodies are listed in Supplementary Table 2. Where indicated, cells were fixed and permeabilized prior to staining using the Leucoperm^TM^ kit (BioRad). Blood was processed using the Uti-Lyse reagent (Agilent). Data analysis was performed in FlowJo^®^ v10.0 (Tree Star). Gates were determined with isotype controls or FMO for all experiments.

### Differentiation of ESC-derived macrophages

E14 ESCs were harvested and plated at a density of 5 × 10^6^ cells per 50 mm Sterilin-plastic dishes, using culture medium without LIF. After 4 days, cell debris was removed using 70 µm cell strainers. Fresh culture medium containing 50 ng/mL of rhCSF1 (a gift from Chiron, USA) and 10 ng/mL of mouse recombinant interleukin 3 (IL3, Invitrogen) was added. After 7 days the culture medium was replaced to contain 100 ng/mL of rhCSF1 for 10 days, without IL3.

### Generation of Csf1r^ΔFIRE/ΔFIRE^ mice

Ethical approval was obtained from The Roslin Institute’s and The University of Edinburgh’s Protocols and Ethics Committees, under the authority of a UK Home Office Project License under the regulations of the Animals (Scientific Procedures) Act 1986. Mice were bred and housed under specific pathogen-free conditions. *Csf1r*^ΔFIRE/ΔFIRE^ mice were produced by pronuclear injection of oocytes with the plasmids encoding FIRE-CRISPRs US1 and DS2 (10 µg of each) and *Cas9* mRNA. Both donor and recipient females were B6CBAF1/J (JAX™, stock number 100011). Founders were then crossed to C57BL/6 mice and their offspring interbred.

### Micro CT

Micro CT was performed on formalin-fixed, paraffin-embedded decalcified femurs. Specimens were held in 1% agarose in a 20 mL universal tube before mounting in a Skyscan 1172 desktop micro CT (Bruker). The tubes were then scanned through 360° using a step of 0.28° between exposures. A voxel resolution of 6.03 µm was obtained using the following control settings: 54 kV source voltage, 185 µA source current with an exposure time of 1767 ms. A 0.5 mm aluminum filter and two frame averaging were used to optimize the scan. After scanning, the data was reconstructed using Skyscan software NRecon v1.6.9 (Bruker). The reconstruction thresholding window was optimized to encapsulate the target image, with the same values used for all bones. Reconstructed bones were oriented around their vertical axis using DataViewer v1.5.2.4 (Bruker). The trabecular region of bone 200 µm thick starting 100 µm proximal to the primary spongiosa was identified, and volumetric analysis to determine the microarchitecture of this region was performed using CTAn v1.16.4.

### Histology and immunohistochemistry

Tissues were fixed in 10% neutral buffered formalin and processed into paraffin using standard procedures. For examination of tissue architecture, sections were stained with hematoxylin and eosin (H&E) or Luxol fast blue. Femurs and tails were decalcified in EDTA. Osteoclasts were detected by staining sections with the tartrate-resistant acid phosphatase (TRAP) kit (Sigma), according to instructions.

Goblet cells were stained by treating sections of small intestine with 1% periodic acid for 7 min and incubating them in Schiff’s reagent for 15 min, with washes in water between steps; followed by counterstaining for 15 s with Hematoxylin.

For immunohistochemistry, antigen retrieval was performed with Proteinase K for 5 min at 37 °C prior to staining. Tissue-resident macrophages in spleen and liver sections were detected by staining with the rat anti-mouse F4/80 monoclonal antibody (1:600; AbD Serotec, MCA497G). For staining of adult brains, primary antibodies were applied overnight at 4 °C in a humid chamber. These included chicken anti-GFAP (1:500; Cambridge Bioscience, 829401) and rabbit anti-SOX9 (1:500; Millipore, AB5535). Following three washes in PBS, fluorescently conjugated secondary antibodies were applied (1:500; Life Technologies) for 2 h at RT, then slides were counterstained with DAPI for 10 min and mounted with Fluoromount G (Cambridge Bioscience). For isolation of epidermal sheets, dissected tail skin was incubated in 2 mg/mL Dispase II (Sigma) at 37 °C for 20 min. Epidermal skin samples were fixed overnight in 4% PFA at 4 °C. After washing with TBS, samples were incubated for 1 h at RT in permeabilization buffer (PB)—TBS containing 0.25% gelatin from cold water fish skin (Sigma), 0.5% Triton X100 (Sigma), and 5% heat-treated goat serum (Sigma). Epidermal samples were then incubated in PB containing rat anti-mouse MHCII (Clone 2G9, 1:100, BD, 553621) and 1:30 goat anti-human Langerin (1:30, Thermo Fisher Scientific, PA5-47250) overnight at 4 °C. Samples were washed five times for 1 h at RT in TBS containing 0.02% Tween 20 (Fisher Scientific) (TBST) followed by incubation overnight at RT with anti-goat and anti-rat Alexa Fluour secondary antibodies (Life Technologies) diluted 1:500 in PB. After washing four times for 1 h in TBST, epidermal sheets were counterstained with DAPI (Sigma) and mounted in Prolong Gold (Life Technologies).

Frozen sections of 4% PFA perfused adult brains were processed and stained with rabbit anti-IBA1 (1:500, Wako, 019-19741), rabbit anti-P2RY12 (Sigma, 1:125, HPA013796), and Alexa Fluor^®^ conjugated secondary antibodies using standard procedures.

Dura mater were removed into ice-cold PBS, fixed for 1 h in 4% PFA, treated for 30 min at 37 °C in PBS containing 20 mM EDTA and then blocked in 3% BSA, 0.3% Triton X100 in PBS for 30 min. Whole mount staining steps were performed in blocking buffer containing rabbit anti-IBA1 overnight (1:1000, Wako, 019-19741), goat anti-rabbit Alexa Fluor^®^ 594 1 h (1:400, Life Technologies, A-11012), Alexa Fluor^®^ 647 anti-mouse CD169 1 h (Clone Siglec-1, 1:200, BioLegend, 142408), with washes in buffer in between incubations. Stained tissues were then mounted onto glass slides with mounting medium and cover-slipped. Slides were imaged via a LSM710 confocal microscope (Zeiss) using Zen software.

### Image acquisition and quantification

Whole-slide bright field images were acquired using the NanoZoomer slide scanner. Image analysis was performed with the NDP.view software v2.4.26 (Hamamatsu) and with ImageJ v1.46h. For spleen and liver, 10 regions of interest (ROI) were exported per sample as jpg format from the NDP.view files. Signal was quantified from the whole area corresponding to each ROI (i.e. each jpg file). For analysis of small intestine, individual villi were set as a ROI in the jpg file derived from PAS-staining. Villus perimeter, as well as the area and the number of Goblet cells (PAS^+^ cells) were quantified. Measurement of villus length was performed in H&E images where 30 villi were measured per sample, from the mucosal base adjacent to the crypts to the apex, using the “ruler” function of the NDP.view v2.4.26 software. Entire brain tissue sections were imaged using a Zeiss AxioScan SlideScanner and visualized with Zen2 software. Epidermal tail sheets were imaged with a Zeiss LSM 710 confocal microscope and ZEN software. For astrocyte analysis the images were obtained by z-stacks using a Zeiss Axio Scan.Z1 (10× objective) and an Olympus 3i Spinning Disk confocal microscope (30× silicone objective) using SlideBook software. For astrocytes counts, tiff files from max projections were imported to Image J, and the images were converted to 8-bit fluorescence RGB tiff and thresholded. For nuclear counts, watershed segmentation on binary images was used to separate objects and then images were analyzed. Two fields of view were quantified and then the mean was calculated and converted to mm^2^. To count the proportion of GFAP-positive cells, the number of GFAP^+^ cells was divided by the number of SOX9^+^ nuclei.

### Blood analysis

Blood was isolated through cardiac puncture, using syringe and needle coated with 2% EDTA. Blood was collected into 2 mL EDTA tubes (BD Vacutainer^®^) containing 1.8 mg of EDTA per mL of blood. Total blood cell counts were performed using the ABX Pentra 60 hematology analyzer and differential counts of WBC subsets were performed on blood smears.

### BM isolation and cell culture

BM was isolated by flushing femurs with RPMI containing 5 mM EDTA. For flow cytometry analysis, erythrocytes were not lysed to prevent cleavage of CSF1R. For macrophage differentiation, erythrocytes were lysed with RBC lysis buffer (BioLegend) and BM cells were cultured on Sterilin-plastic dishes in the presence of rhCSF1 (at 100 ng/mL, a gift from Chiron) for 7 days. Fresh media containing rhCSF1 was added on Day 4.

### Isolation of peritoneal cells

Cells for flow cytometry analysis were isolated from mice by lavage of the peritoneal cavity with PBS. Cells were centrifuged at 400×*g* for 5 min at 4 °C prior to resuspension in PBS containing 2% endotoxin-free FBS (GE Healthcare).

### Preparation of organs for flow cytometry

The spleen, liver, lung, heart, and kidneys were prepared for flow cytometry from non-perfused mice. Organs were removed, chopped finely, and digested in RPMI containing 0.625 mg/mL collagenase D (Roche), 0.85 mg/mL collagenase V (Sigma), 1 mg/mL dispase (Life Technologies), and 30 U/mL DNase (Roche) for 22 min (lung) or 45 min (other organs) in a shaking incubator at 37 °C. Organ preparations were passed through 100 µm cell strainers and centrifuged at 300×*g* for 5 min at 4 °C prior to resuspension in PBS containing 2% endotoxin-free FBS. Erythrocytes were then lysed using RBC lysis buffer (BioLegend).

### Isolation of intestinal cells

Single cell suspensions of small and large intestines (colon) from non-perfused mice were prepared for flow cytometry. Intestines were opened longitudinally and cut into 2–3 cm segments in ice-cold PBS and intestinal contents removed by gentle shaking. Tissue segments were incubated at 37 °C for 20 min whilst shaking in RPMI containing 3% endotoxin-free FBS (GE Healthcare), 20 mM HEPES (Gibco), 5 mM EDTA (Sigma), 1 mM DTT (Promega), and 100 U/mL polymyxin B (Sigma). Segments were transferred to RPMI containing 2 mM EDTA and 20 mM HEPES and shaken by hand to ensure optimal dissociation of epithelial cells and lamina propria leukocytes. Tissues were minced with scissors and digested at 37 °C for 30 min, whilst shaking in RPMI containing 20 mM HEPES, 0.425 mg/mL Collagenase V (Sigma), 0.625 mg/mL Collagenase D (Roche), 1 mg/mL Dispase (Gibco), and 30 µg/mL DNase (Roche). Cell suspensions were passed through 70 µm then 40 µm cell strainers in RPMI containing 10% endotoxin-free FBS and 100 U/mL polymyxin B. After centrifugation at 400×*g* at 4 °C for 5 min, including a wash step, cells were resuspended in PBS containing 2% FBS for flow cytometry.

### Myelin depletion of brains and isolation of cells

Myelin-depleted brain suspensions were prepared from saline perfused mice for flow cytometry. Whole brains were finely minced with scissors in ice-cold Hank’s balanced salt solution (HBSS, Sigma, without calcium or magnesium) and centrifuged at 400×*g* for 5 min at 4 °C. Minced brains were then digested in HBSS containing 50 U/mL Collagenase IV (Gibco), 100 µg/mL Nα-Tosyl-l-lysine chloromethyl ketone hydrochloride (Sigma), 5 U/mL DNase I (Roche) and 8.5 U/mL Dispase (Gibco) for 1 h at 37 °C whilst shaking. The digested tissue was homogenized in a glass Dounce tissue grinder for 20 passes and an equal volume of HBSS containing 10% endotoxin-free FBS was then added. After centrifugation at 400×*g* for 5 min at 4 °C, the cell pellet was resuspended in 16 mL 35% Percoll in HBSS, overlaid with 10 mL HBSS and incubated on ice for 5 min. The gradient was centrifuged at 800×*g* for 45 min at 4 °C with no brake. The cell pellets were then resuspended in PBS containing 2% FBS for flow cytometry.

### RNA isolation and microarrays

For RNA isolation, tissues from saline perfused mice were snap frozen, and subsequently disrupted in the Precellys24 Homogenizer^®^ (Bertin Instruments). RNA isolation was performed using the RNeasy Plus Mini kit (QIAGEN). Library preparation and hybridization to the Affymetrix Mouse Gene 1.0 ST array was performed by Edinburgh Genomics, University of Edinburgh. CEL files were RMA normalized and annotated in R/Bioconductor. Analysis of differential expression was performed using the Affymetrix Transcription Analysis Console (Thermo Fisher).

### Analysis of hippocampi microarray data

These data were interrogated with sets of genes whose expression is highly enriched in specific cell types of the brain (astrocytes, oligodendrocytes, microglia, neurons, brain endothelial cells). These sets were curated from published RNA-seq data (GEO, accession number GSE73721) describing the transcriptome of astrocytes, oligodendrocytes, microglia, neurons, and brain endothelial cells^60^. The inclusion criteria consisted of (a) being expressed at least five-fold higher in the cell type of interest than all other cell types and (b) being expressed at least 50 FPKM to enable robust detection in the mixed cell type environment of a whole hippocampus.

### cDNA synthesis and quantitative real-time PCR

Complementary DNA (cDNA) was synthesized from RNA using the SuperScript III. First-Strand Synthesis System and remaining template was removed by incubation with RNase H (Invitrogen). Oligonucleotides were designed in Primer3 v4.0.0 (available at http://bioinfo.ut.ee/primer3/). Real-time qPCR reactions were performed using the Fast SYBR green master mix and the 7500 Fast System (Applied Biosystems). Analysis was performed with 7500 software v2.0.6 (Applied Biosystems, Life Technologies Corporation). For analysis of relative changes in gene expression, data were normalized according to the 2^−ΔΔCT^ method. Hypoxanthine guanine phosphoribosyl transferase (*Hprt*) was used as a loading control/housekeeping gene. Oligonucleotide sequences are listed in Supplementary Table 3.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Source Data

## Data Availability

The authors declare that all data supporting the findings in this study are available within the article and its Supplementary Information files or from the corresponding authors on reasonable request. The RNA expression datasets are publicly available in the gene expression omnibus (GEO; https://www.ncbi.nlm.nih.gov/gds) via the accession number GSE108207. Published ATAC-seq and ChIP-seq data used in this manuscript is available via GEO accession number GSE63341. The RNA-seq data used to curate cell type specific genes in the brain is available via GEO accession number GSE73721. The data used to identify microglia-enriched genes versus macrophage genes is available via GEO accession number GSE48579. All other data contained within this manuscript is located in the Source Data excel file.

## References

[1] Sherr CJ (1985). The c-fms proto-oncogene product is related to the receptor for the mononuclear phagocyte growth factor, CSF-1. Cell.

[2] Garceau V (2010). Pivotal advance: avian colony-stimulating factor 1 (CSF-1), interleukin-34 (IL-34), and CSF-1 receptor genes and gene products. J. Leukoc. Biol..

[3] Wang T (2013). Identification of IL-34 in teleost fish: differential expression of rainbow trout IL-34, MCSF1 and MCSF2, ligands of the MCSF receptor. Mol. Immunol..

[4] Dai XM (2002). Targeted disruption of the mouse colony-stimulating factor 1 receptor gene results in osteopetrosis, mononuclear phagocyte deficiency, increased primitive progenitor cell frequencies, and reproductive defects. Blood.

[5] Pridans C (2018). Pleiotropic impacts of macrophage and microglial deficiency on development in rats with targeted mutation of the Csf1r locus. J. Immunol..

[6] MacDonald KP (2010). An antibody against the colony-stimulating factor 1 receptor depletes the resident subset of monocytes and tissue- and tumor-associated macrophages but does not inhibit inflammation. Blood.

[7] Elmore MR (2014). Colony-stimulating factor 1 receptor signaling is necessary for microglia viability, unmasking a microglia progenitor cell in the adult brain. Neuron.

[8] Rademakers R (2012). Mutations in the colony stimulating factor 1 receptor (CSF1R) gene cause hereditary diffuse leukoencephalopathy with spheroids. Nat. Genet..

[9] Rojo R, Pridans C, Langlais D, Hume DA (2017). Transcriptional mechanisms that control expression of the macrophage colony-stimulating factor receptor locus. Clin. Sci..

[10] Sasmono RT (2003). A macrophage colony-stimulating factor receptor-green fluorescent protein transgene is expressed throughout the mononuclear phagocyte system of the mouse. Blood.

[11] Hawley CA (2018). Csf1r-mApple transgene expression and ligand binding in vivo reveal dynamics of CSF1R expression within the mononuclear phagocyte system. J. Immunol..

[12] Schulz C (2012). A lineage of myeloid cells independent of Myb and hematopoietic stem cells. Science.

[13] Hume DA, Wollscheid-Lengeling E, Rojo R, Pridans C (2017). The evolution of the macrophage-specific enhancer (Fms intronic regulatory element) within the CSF1R locus of vertebrates. Sci. Rep..

[14] Sauter KA (2013). The function of the conserved regulatory element within the second intron of the mammalian Csf1r locus. PLoS One.

[15] Balic A (2014). Visualisation of chicken macrophages using transgenic reporter genes: insights into the development of the avian macrophage lineage. Development.

[16] Rosenbauer F (2004). Acute myeloid leukemia induced by graded reduction of a lineage-specific transcription factor, PU.1. Nat. Genet..

[17] Thomas GD (2016). Deleting an Nr4a1 super-enhancer subdomain ablates Ly6C(low) monocytes while preserving macrophage gene function. Immunity.

[18] Evans MJ, Kaufman MH (1981). Establishment in culture of pluripotential cells from mouse embryos. Nature.

[19] Erblich B, Zhu L, Etgen AM, Dobrenis K, Pollard JW (2011). Absence of colony stimulation factor-1 receptor results in loss of microglia, disrupted brain development and olfactory deficits. PLoS One.

[20] Akcora D (2013). The CSF-1 receptor fashions the intestinal stem cell niche. Stem Cell Res..

[21] Sehgal A (2018). The role of CSF1R-dependent macrophages in control of the intestinal stem-cell niche. Nat. Commun..

[22] Pollard JW, Hunt JS, Wiktor-Jedrzejczak W, Stanley ER (1991). A pregnancy defect in the osteopetrotic (op/op) mouse demonstrates the requirement for CSF-1 in female fertility. Dev. Biol..

[23] Cohen PE, Hardy MP, Pollard JW (1997). Colony-stimulating factor-1 plays a major role in the development of reproductive function in male mice. Mol. Endocrinol..

[24] Yona S (2013). Fate mapping reveals origins and dynamics of monocytes and tissue macrophages under homeostasis. Immunity.

[25] Kaur S (2017). Role of bone marrow macrophages in controlling homeostasis and repair in bone and bone marrow niches. Semin. Cell Dev. Biol..

[26] Hettinger J (2013). Origin of monocytes and macrophages in a committed progenitor. Nat. Immunol..

[27] Gow DJ (2014). Characterisation of a novel Fc conjugate of macrophage colony-stimulating factor. Mol. Ther..

[28] Witmer-Pack MD (1993). Identification of macrophages and dendritic cells in the osteopetrotic (op/op) mouse. J. Cell Sci..

[29] Lieschke GJ (1994). Mice lacking both macrophage- and granulocyte-macrophage colony-stimulating factor have macrophages and coexistent osteopetrosis and severe lung disease. Blood.

[30] Tan SY, Krasnow MA (2016). Developmental origin of lung macrophage diversity. Development.

[31] Shibata Y, Zsengeller Z, Otake K, Palaniyar N, Trapnell BC (2001). Alveolar macrophage deficiency in osteopetrotic mice deficient in macrophage colony-stimulating factor is spontaneously corrected with age and associated with matrix metalloproteinase expression and emphysema. Blood.

[32] Bain CC (2014). Constant replenishment from circulating monocytes maintains the macrophage pool in the intestine of adult mice. Nat. Immunol..

[33] Da Silva C, Wagner C, Bonnardel J, Gorvel JP, Lelouard H (2017). The Peyer's patch mononuclear phagocyte system at steady state and during infection. Front. Immunol..

[34] Shaw TN (2018). Tissue-resident macrophages in the intestine are long lived and defined by Tim-4 and CD4 expression. J. Exp. Med..

[35] De Schepper S (2018). Self-maintaining gut macrophages are essential for intestinal homeostasis. Cell.

[36] Bain CC (2016). Long-lived self-renewing bone marrow-derived macrophages displace embryo-derived cells to inhabit adult serous cavities. Nat. Commun..

[37] Alikhan MA (2011). Colony-stimulating factor-1 promotes kidney growth and repair via alteration of macrophage responses. Am. J. Pathol..

[38] Stamatiades EG (2016). Immune monitoring of trans-endothelial transport by kidney-resident macrophages. Cell.

[39] Lavine KJ (2014). Distinct macrophage lineages contribute to disparate patterns of cardiac recovery and remodeling in the neonatal and adult heart. Proc. Natl Acad. Sci. USA.

[40] Fujiu K (2017). A heart-brain-kidney network controls adaptation to cardiac stress through tissue macrophage activation. Nat. Med..

[41] Dick SA (2019). Self-renewing resident cardiac macrophages limit adverse remodeling following myocardial infarction. Nat. Immunol..

[42] Wang Y (2012). IL-34 is a tissue-restricted ligand of CSF1R required for the development of Langerhans cells and microglia. Nat. Immunol..

[43] Baranska A (2018). Unveiling skin macrophage dynamics explains both tattoo persistence and strenuous removal. J. Exp. Med..

[44] Ginhoux F (2010). Fate mapping analysis reveals that adult microglia derive from primitive macrophages. Science.

[45] Grabert K (2016). Microglial brain region-dependent diversity and selective regional sensitivities to aging. Nat. Neurosci..

[46] Chitu V (2014). Phenotypic characterization of a Csf1r haploinsufficient mouse model of adult-onset leukodystrophy with axonal spheroids and pigmented glia (ALSP). Neurobiol. Dis..

[47] Goldmann T (2016). Origin, fate and dynamics of macrophages at central nervous system interfaces. Nat. Immunol..

[48] Van Hove H (2019). A single-cell atlas of mouse brain macrophages reveals unique transcriptional identities shaped by ontogeny and tissue environment. Nat. Neurosci..

[49] Chakarov Svetoslav, Lim Hwee Ying, Tan Leonard, Lim Sheau Yng, See Peter, Lum Josephine, Zhang Xiao-Meng, Foo Shihui, Nakamizo Satoshi, Duan Kaibo, Kong Wan Ting, Gentek Rebecca, Balachander Akhila, Carbajo Daniel, Bleriot Camille, Malleret Benoit, Tam John Kit Chung, Baig Sonia, Shabeer Muhammad, Toh Sue-Anne Ee Shiow, Schlitzer Andreas, Larbi Anis, Marichal Thomas, Malissen Bernard, Chen Jinmiao, Poidinger Michael, Kabashima Kenji, Bajenoff Marc, Ng Lai Guan, Angeli Veronique, Ginhoux Florent (2019). Two distinct interstitial macrophage populations coexist across tissues in specific subtissular niches. Science.

[50] Galatro TF (2017). Transcriptomic analysis of purified human cortical microglia reveals age-associated changes. Nat. Neurosci..

[51] Gosselin David, Skola Dylan, Coufal Nicole G., Holtman Inge R., Schlachetzki Johannes C. M., Sajti Eniko, Jaeger Baptiste N., O’Connor Carolyn, Fitzpatrick Conor, Pasillas Martina P., Pena Monique, Adair Amy, Gonda David D., Levy Michael L., Ransohoff Richard M., Gage Fred H., Glass Christopher K. (2017). An environment-dependent transcriptional network specifies human microglia identity. Science.

[52] Elmore MR, Lee RJ, West BL, Green KN (2015). Characterizing newly repopulated microglia in the adult mouse: impacts on animal behavior, cell morphology, and neuroinflammation. PLoS One.

[53] Borggrewe M (2018). VISTA expression by microglia decreases during inflammation and is differentially regulated in CNS diseases. Glia.

[54] Kawai T (2017). Unconventional role of voltage-gated proton channels (VSOP/Hv1) in regulation of microglial ROS production. J. Neurochem..

[55] Parkhurst CN (2013). Microglia promote learning-dependent synapse formation through brain-derived neurotrophic factor. Cell.

[56] Prinz M, Erny D, Hagemeyer N (2017). Ontogeny and homeostasis of CNS myeloid cells. Nat. Immunol..

[57] Amador-Arjona A (2015). SOX2 primes the epigenetic landscape in neural precursors enabling proper gene activation during hippocampal neurogenesis. Proc. Natl Acad. Sci. USA.

[58] Nandi S (2012). The CSF-1 receptor ligands IL-34 and CSF-1 exhibit distinct developmental brain expression patterns and regulate neural progenitor cell maintenance and maturation. Dev. Biol..

[59] Oosterhof N (2019). Homozygous mutations in CSF1R cause a pediatric-onset leukoencephalopathy and can result in congenital absence of microglia. Am. J. Hum. Genet..

[60] Zhang Y (2016). Purification and characterization of progenitor and mature human astrocytes reveals transcriptional and functional differences with mouse. Neuron.

[61] Cahoy JD (2008). A transcriptome database for astrocytes, neurons, and oligodendrocytes: a new resource for understanding brain development and function. J. Neurosci..

[62] Hoeffel G, Ginhoux F (2018). Fetal monocytes and the origins of tissue-resident macrophages. Cell. Immunol..

[63] Hoeffel G (2015). C-Myb(+) erythro-myeloid progenitor-derived fetal monocytes give rise to adult tissue-resident macrophages. Immunity.

[64] Sauter KA (2014). The MacBlue binary transgene (csf1r-gal4VP16/UAS-ECFP) provides a novel marker for visualisation of subsets of monocytes, macrophages and dendritic cells and responsiveness to CSF1 administration. PLoS One.

[65] Summers KM, Hume DA (2017). Identification of the macrophage-specific promoter signature in FANTOM5 mouse embryo developmental time course data. J. Leukoc. Biol..

[66] Lavin Y (2014). Tissue-resident macrophage enhancer landscapes are shaped by the local microenvironment. Cell.

[67] Mass E., Ballesteros I., Farlik M., Halbritter F., Gunther P., Crozet L., Jacome-Galarza C. E., Handler K., Klughammer J., Kobayashi Y., Gomez-Perdiguero E., Schultze J. L., Beyer M., Bock C., Geissmann F. (2016). Specification of tissue-resident macrophages during organogenesis. Science.

[68] Schridde A (2017). Tissue-specific differentiation of colonic macrophages requires TGFbeta receptor-mediated signaling. Mucosal Immunol..

[69] Ovchinnikov DA, DeBats CE, Sester DP, Sweet MJ, Hume DA (2010). A conserved distal segment of the mouse CSF-1 receptor promoter is required for maximal expression of a reporter gene in macrophages and osteoclasts of transgenic mice. J. Leukoc. Biol..

[70] Askew K (2017). Coupled proliferation and apoptosis maintain the rapid turnover of microglia in the adult brain. Cell Rep..

[71] Cannavo E (2016). Shadow enhancers are pervasive features of developmental regulatory networks. Curr. Biol..

[72] Ghisletti S (2010). Identification and characterization of enhancers controlling the inflammatory gene expression program in macrophages. Immunity.

[73] Buttgereit A (2016). Sall1 is a transcriptional regulator defining microglia identity and function. Nat. Immunol..

[74] Hagemeyer N (2016). Transcriptome-based profiling of yolk sac-derived macrophages reveals a role for Irf8 in macrophage maturation. EMBO J..

[75] Paul F (2016). Transcriptional heterogeneity and lineage commitment in myeloid progenitors. Cell.

[76] Himes SR, Cronau S, Mulford C, Hume DA (2005). The Runx1 transcription factor controls CSF-1-dependent and -independent growth and survival of macrophages. Oncogene.

[77] Chitu V, Stanley ER (2017). Regulation of embryonic and postnatal development by the CSF-1 receptor. Curr. Top. Dev. Biol..

[78] Bennett FC (2018). A combination of ontogeny and CNS environment establishes microglial identity. Neuron.

[79] Gow DJ, Sester DP, Hume DA (2010). CSF-1, IGF-1, and the control of postnatal growth and development. J. Leukoc. Biol..

[80] Gray SM, Thorner MO (2017). Spatiotemporal regulation of insulin-like growth factor-1 and its receptor in the brain: is there a role for growth hormone?. Endocrinology.

# Supplementary material for: Deletion of a Csf1r enhancer selectively impacts CSF1R expression and development of tissue macrophage populations
**Source:** Nat Commun. 2019 Jul 19;10:3215. doi: 10.1038/s41467-019-11053-8
**Supplement:** Supplementary file 1 — Supplementary Information

# Deletion of a *Csf1r* enhancer selectively impacts CSF1R expression and development of tissue macrophage populations.

Rojo et al.

## Contents

### **Supplementary Figures ..... 2**

Supplementary Figure 1 – Validation of guide RNAs targeting FIRE. .... 2

Supplementary Figure 2 – Deletion of FIRE had no effect on intestine morphology or numbers of Paneth and Goblet cells..... 3

Supplementary Figure 3 – Deletion of FIRE did not affect myeloid cells or their progenitors in bone marrow but reduced their differentiation in the presence of CSF1..... 4

Supplementary Figure 4 – Deletion of FIRE had no effect on macrophage populations in the liver or spleen. .... 6

Supplementary Figure 5 – Deletion of FIRE had no effect on macrophage populations in the lung. .... 8

Supplementary Figure 6 – Deletion of FIRE had no effect on macrophage populations in the intestines. .... 9

Supplementary Figure 7 – Flow cytometry gating strategies for peritoneal cavity, heart and kidney..... 11

Supplementary Figure 8 – Further analysis of *Csf1r*<sup>ΔFIRE/ΔFIRE</sup> brains..... 13

### **Supplementary Tables ..... 15**

Supplementary Table 1– Oligonucleotides used for sequencing FIRE deletions ..... 15

Supplementary Table 2– Flow cytometry antibodies ..... 16

Supplementary Table 3 Primers used in qRT-PCR ..... 17

### **References ..... 18**

## Supplementary Figures

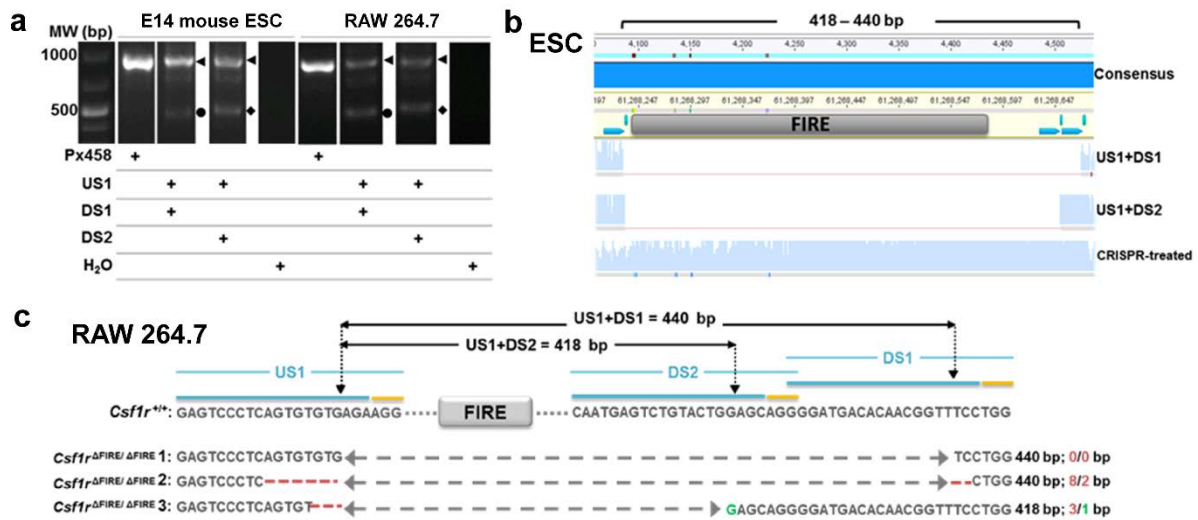

**Supplementary Figure 1 – Validation of guide RNAs targeting FIRE.**

**a**, DNA-targeting efficiency of guide RNA (gRNA) pairs in pools of EGFP<sup>+</sup> E14 mouse embryonic stem cells (ESC) and RAW 264.7 cells. Representative gel images show PCR products. Px458 = no gRNA control, arrows = wild-type allele, circles = mutant allele (US1+DS1), diamonds = mutant allele (US1+DS2), MW = molecular weight, bp = base pair. **b**, Representative analysis of Sanger sequencing results using Geneious version R8<sup>1</sup>. From top to bottom, the first and second chromatograms show the fragment of DNA deleted in *Csf1r*<sup>ΔFIRE/ΔFIRE</sup> E14 ESC clones. The third chromatogram shows the presence of FIRE in CRISPR-treated *Csf1r*<sup>+/+</sup> clones. **c**, Schematic of the FIRE element in CRISPR-treated RAW 264.7 cells showing the location of gRNAs (blue lines) and PAM sequences (yellow lines). *Csf1r*<sup>+/+</sup> clones had no mismatches, relative to the reference FIRE sequence. All *Csf1r*<sup>ΔFIRE/ΔFIRE</sup> clones had slightly different deletions at the endogenous FIRE sequence; red-dashed lines and green text represent additional deletions and insertions, respectively. The number of modified bp upstream or downstream the FIRE sequence is specified at the left or right side of the slash symbol and is color-coded. All source data are provided within a Source Data excel file.

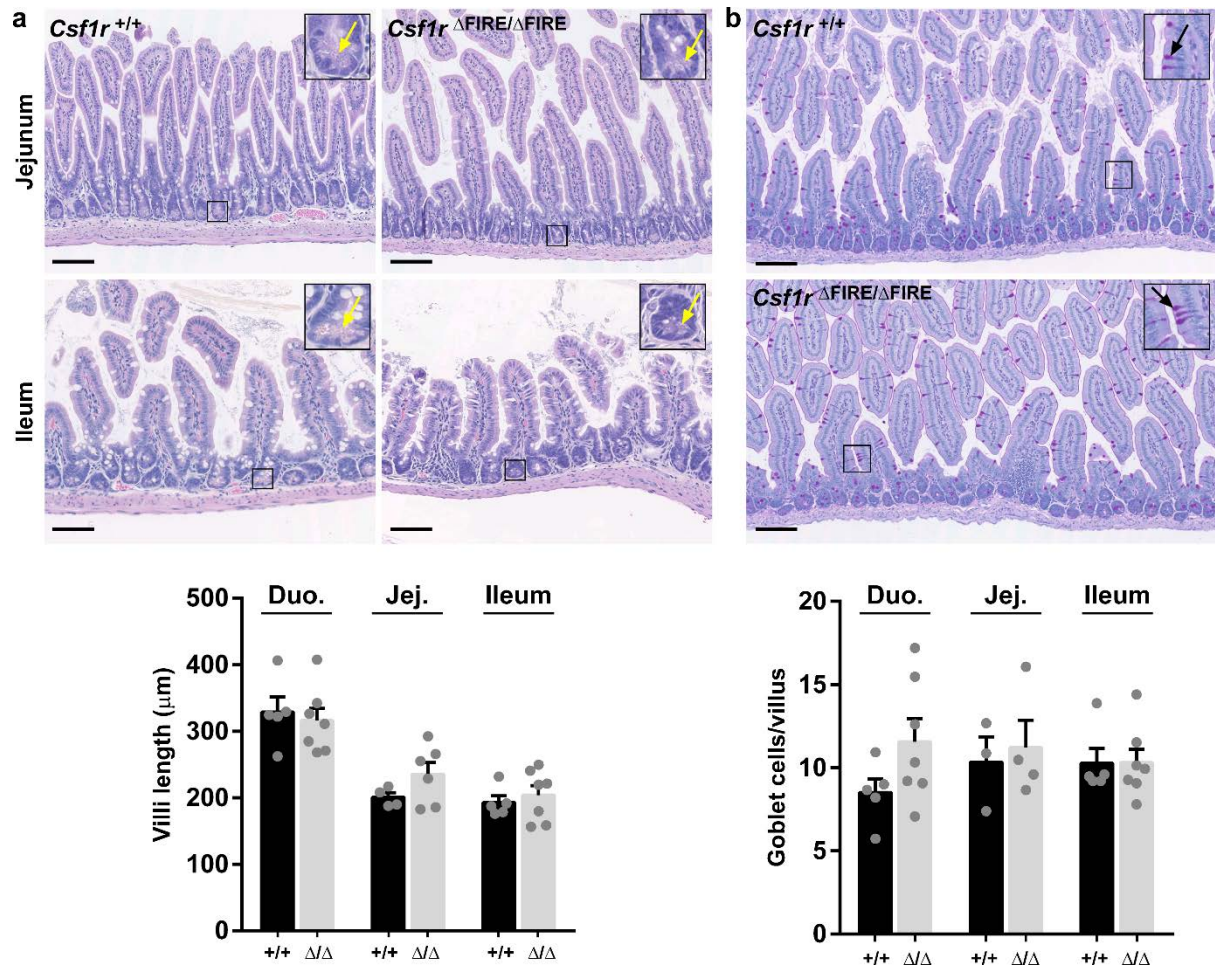

**Supplementary Figure 2 – Deletion of FIRE had no effect on intestine morphology or numbers of Paneth and Goblet cells.**

**a**, Formalin-fixed and paraffin-embedded (FFPE) jejunum (Jej.) and ileum sections from the small intestines of 10-13 week old mice of each genotype were stained with Hematoxylin and Eosin. Yellow arrows point to Paneth cells. Scale bars = 100 μm. Villus length was calculated using NDP.view2 software.  $n = (\text{Duo.}, \text{Jej.}, \text{Ileum}) = 5, 4, 5$   $+/+$  and  $7, 6, 7$   $\Delta/\Delta$  mice. **b**, FFPE duodenums (Duo.) from 12-week old mice were stained for periodic acid-schiff (PAS). Black arrows point to Goblet cells. Scale bars = 100 μm. The number of Goblet cells per villus was calculated using ImageJ.  $n = (\text{Duo.}, \text{Jej.}, \text{Ileum}) = 3, 5, 5$   $+/+$  and  $7, 4, 7$   $\Delta/\Delta$  mice. All source data are provided within a Source Data excel file. Graphs show mean + SEM and  $P$  values were determined by two-tailed t-tests.

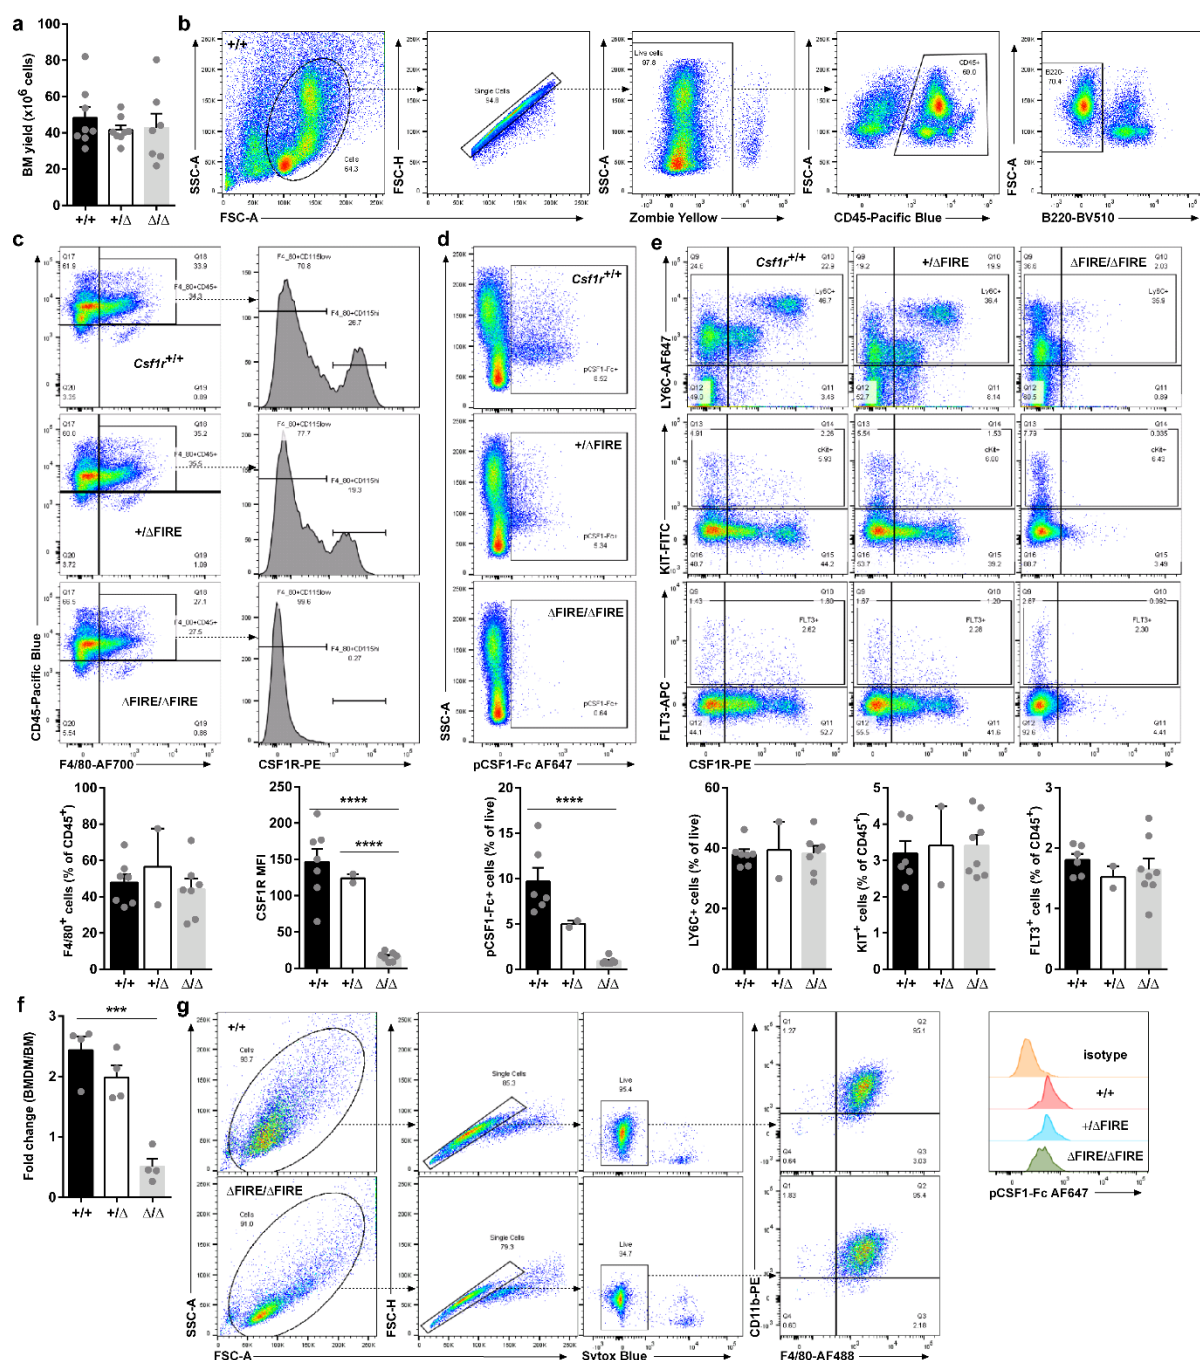

**Supplementary Figure 3 – Deletion of FIRE did not affect myeloid cells or their progenitors in bone marrow but reduced their differentiation in the presence of CSF1.**

**a**, Bone marrow (BM) cells were isolated and counted from mice aged 12-13 weeks.  $n = 8$  ( $+/+$ ,  $+/\Delta$ ) and 7 ( $\Delta/\Delta$ ) mice from 4 experiments. **b**, BM gating strategy for flow cytometry analysis. **c**, BM cells were isolated from mice aged between 8-10 weeks and analyzed by flow cytometry. CD45 $^{+}$ F4/80 $^{+}$  cells were examined for surface CSF1R expression, calculated as median fluorescence intensity (MFI).  $P < 0.0001$  (\*\*\*\*). **d**, BM cells from the same cohort of mice above were analyzed by flow cytometry for binding of pCSF1-Fc<sup>AF647</sup>.  $P < 0.0001$  (\*\*\*\*). **e**, Live BM cells from the same cohort of mice above were analyzed by flow cytometry for

LY6C expression. CD45<sup>+</sup>B220<sup>-</sup> cells were analyzed for FLT3 and KIT expression. **f**, BM cells were isolated from mice aged 12-13 weeks and cultured in recombinant human CSF1 for 7 days to produce BM-derived macrophages (BMDM). Graph shows the fold change of BMDM produced/seeded BM.  $P = 0.0003$  (\*\*\*). **g**, BMDM from the same cohort of mice above were analyzed by flow cytometry for expression of F4/80, CD11b and binding of pCSF1-Fc<sup>AF647</sup>. The histogram shows typical pCSF1-Fc<sup>AF647</sup> binding to the BMDM generated from each genotype. All source data are provided within a Source Data excel file. Graphs show mean + SEM and  $P$  values were determined by two-tailed t-tests.

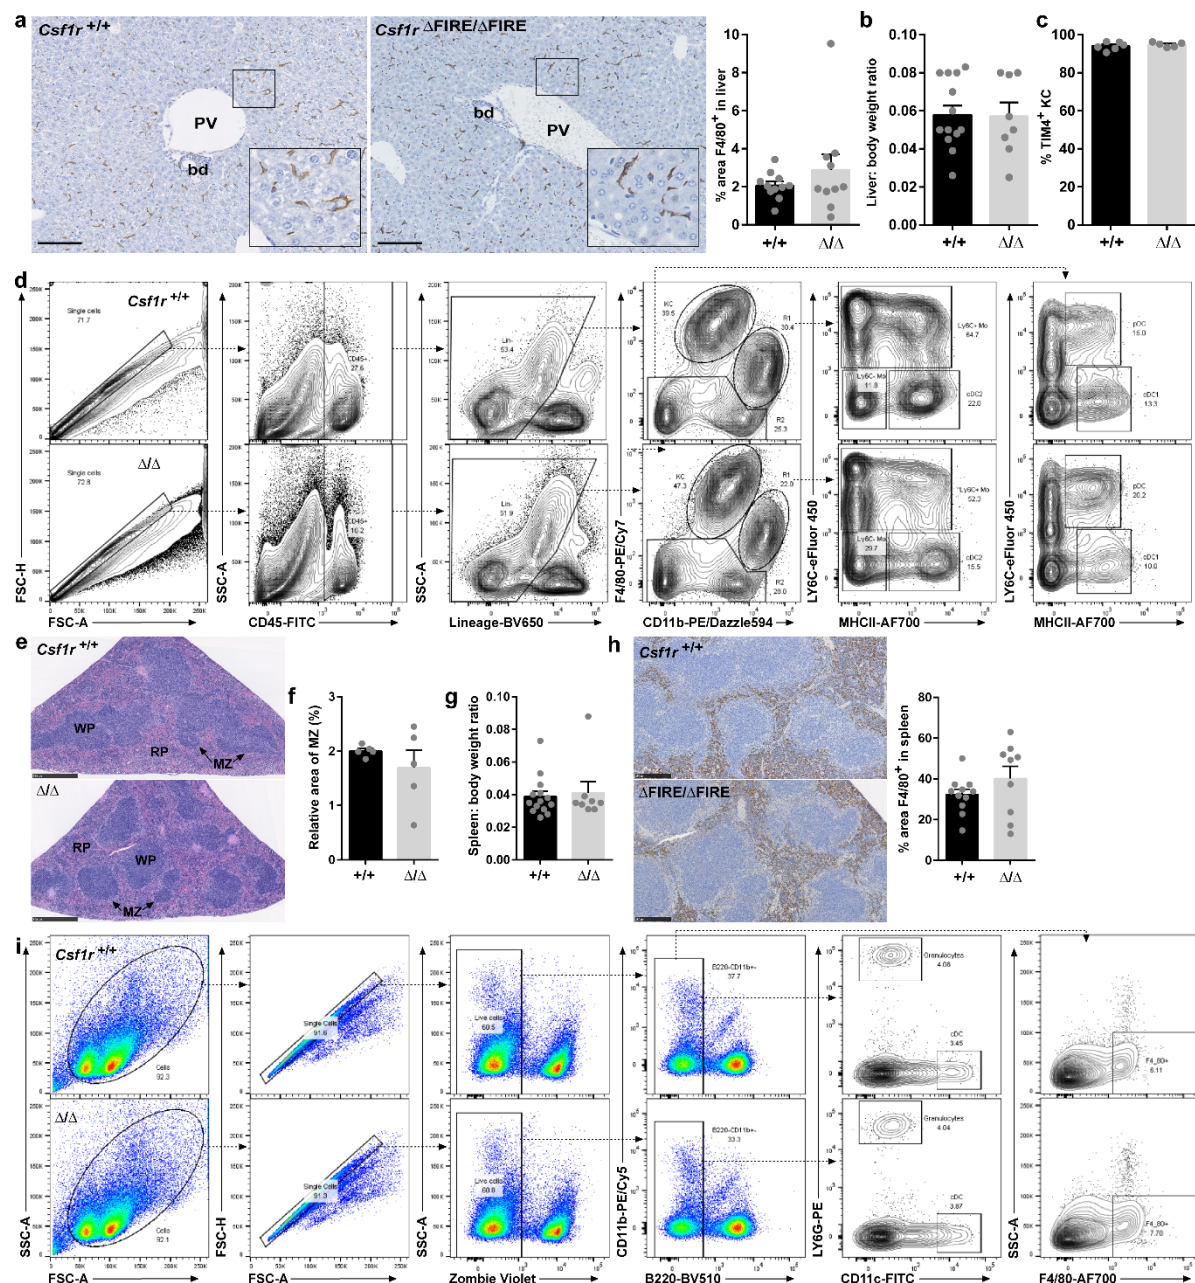

**Supplementary Figure 4 – Deletion of FIRE had no effect on macrophage populations in the liver or spleen.**

**a**, Formalin-fixed and paraffin-embedded (FFPE) livers from 3 – 7 week old *Csfr1*<sup>ΔFIRE/ΔFIRE</sup> mice ( $\Delta/\Delta$ ) and controls (+/+) were stained with an antibody against F4/80. PV = portal vein, bd = bile duct. Scale bars = 100 μm. The percentage area of F4/80 staining was calculated using ImageJ.  $n = 11$  +/+ and 10  $\Delta/\Delta$ . **b**, Liver to body weight ratios were determined from mice aged between 6 – 12 weeks.  $n = 14$  +/+ and 8  $\Delta/\Delta$ . **c**, Single cell suspensions of digested livers from mice aged between 8-10 weeks were analyzed by flow cytometry. Kupffer cells (KC) were gated as CD45<sup>+</sup>, lineage<sup>-</sup> (Lin<sup>-</sup>; CD3<sup>+</sup>CD19<sup>-</sup>LY6G<sup>-</sup>) and F4/80<sup>hi</sup>CD11b<sup>+</sup> to analyze TIM4 expression.  $n = 6$  +/+ and 5  $\Delta/\Delta$  from 3 repeat experiments. **d**, Leukocyte populations

were isolated from enzymatically digested livers. The flow cytometry profiles show analysis of representative *Csf1r*<sup>+/+</sup> and *Csf1r*<sup>ΔFIRE/ΔFIRE</sup> mice using the gating strategy described in <sup>2</sup> and presented in Fig.4a. Monocyte/macrophages were identified as CD45<sup>+</sup> (Panel 2) lineage-negative (lacking lymphocyte and granulocyte markers (CD3, CD19 and LY6G), (Panel 3). KC were identified as F4/80<sup>hi</sup>CD11b<sup>lo</sup> (Panel 4). F4/80<sup>lo</sup>CD11b<sup>hi</sup> and F4/80<sup>+</sup>, CD11b<sup>+</sup> populations were further separated on the basis of Ly6C and MHCII expression (Panels 5 and 6). **e**, FFPE spleens from 4 – 7 week old *Csf1r*<sup>ΔFIRE/ΔFIRE</sup> mice (Δ/Δ) and controls (+/+) were stained with Hematoxylin and Eosin. WP = white pulp, RP = red pulp, MZ = marginal zone. Scale bar = 500 μm. **f**, The area occupied by the MZ, relative to the whole spleen area was quantified using ImageJ. n = 5 mice per genotype. **g**, Spleen to body weight ratios were determined from mice aged between 6 – 12 weeks. n = 14 +/+ and 8 Δ/Δ. **h**, FFPE spleens from 3 – 7 week old *Csf1r*<sup>ΔFIRE/ΔFIRE</sup> mice (Δ/Δ) and controls (+/+) were stained with an antibody against F4/80. The percentage area of F4/80 staining was calculated using ImageJ. n = 11 +/+ and 9 Δ/Δ. **i**, Leukocyte populations were isolated from enzymatically digested spleens. The flow cytometry profiles show the full analysis of representative *Csf1r*<sup>+/+</sup> and *Csf1r*<sup>ΔFIRE/ΔFIRE</sup> mice shown in Fig.4b. Granulocytes were identified as CD11b<sup>+</sup>B220<sup>+</sup> (Panel 4) and CD11c<sup>+</sup>LY6G<sup>+</sup> (Panel 5). Conventional dendritic cells (cDC) were identified as CD11b<sup>+</sup>B220<sup>+</sup> (Panel 4) and CD11c<sup>+</sup>LY6G<sup>+</sup> (Panel 5). Red pulp macrophages were identified as CD11b<sup>+</sup>B220<sup>+</sup> (Panel 4) and F4/80<sup>+</sup>SSC<sup>lo</sup> to exclude granulocytes (Panel 6). All source data are provided within a Source Data excel file. Graphs show mean + SEM and *P* values were determined by two-tailed t-tests.

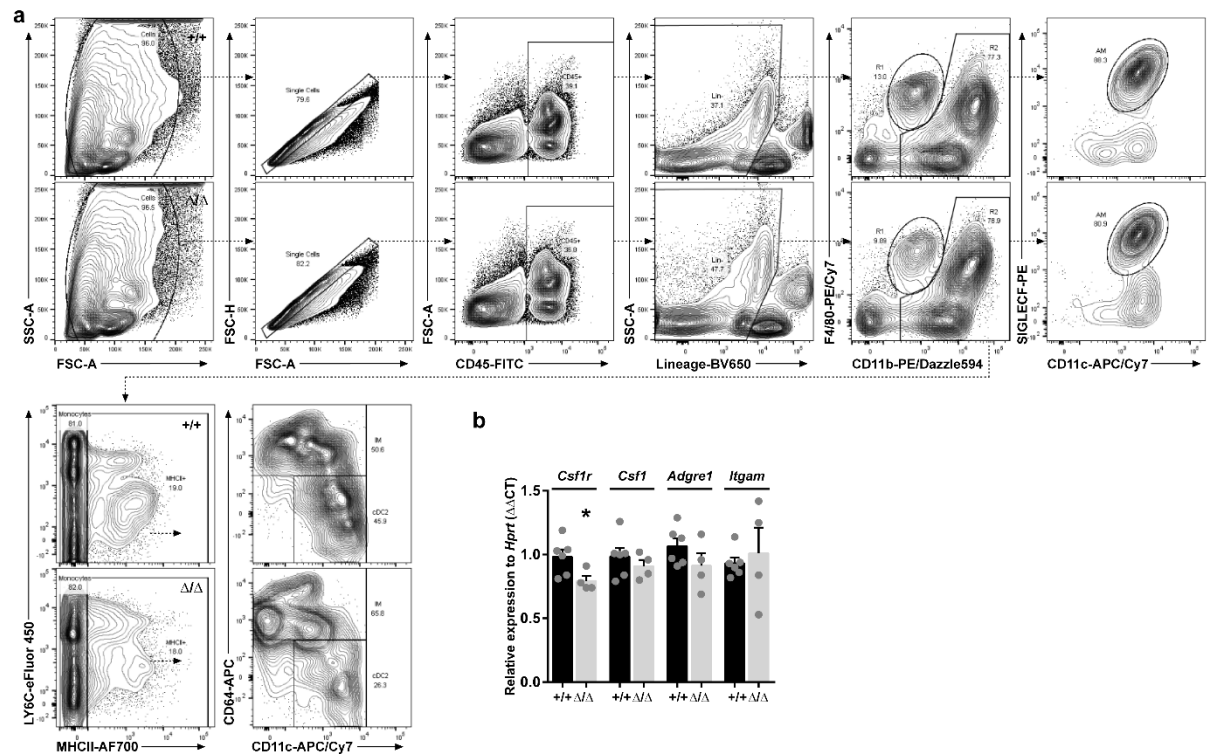

**Supplementary Figure 5 – Deletion of FIRE had no effect on macrophage populations in the lung.**

**a**, Single cell suspensions of digested lungs from mice aged between 8-10 weeks were analyzed by flow cytometry as shown in Fig.4c. Alveolar macrophages (AM) were gated as CD45<sup>+</sup>, lineage<sup>-</sup> (Lin<sup>-</sup>; CD3<sup>-</sup>CD19<sup>-</sup>LY6G<sup>-</sup>) and F4/80<sup>+</sup>CD11b<sup>lo</sup>CD11c<sup>+</sup>SIGLECF<sup>+</sup> (Panels 3 - 6). The CD11b<sup>+</sup>F4/80<sup>+</sup> cells (R2) were further analyzed to define the monocytes (Mo, MHCII<sup>+</sup>Ly6C<sup>+</sup>, Panel 7), interstitial macrophages (IM, MHCII<sup>+</sup>CD11c<sup>+</sup>CD64<sup>+</sup>) and conventional dendritic cells subset 2 (cDC2, MHCII<sup>+</sup>CD11c<sup>+</sup>CD64<sup>+</sup>) in Panel 8. **b**, Total RNA was isolated from whole lungs of mice aged 6 weeks. cDNA was prepared and analyzed by qPCR for gene expression. Graph shows mean + SEM.  $n = 6$   $+/+$  and 4  $\Delta/\Delta$ .  $P = 0.041$  (\*) via a two-tailed t-test. All source data are provided within a Source Data excel file.

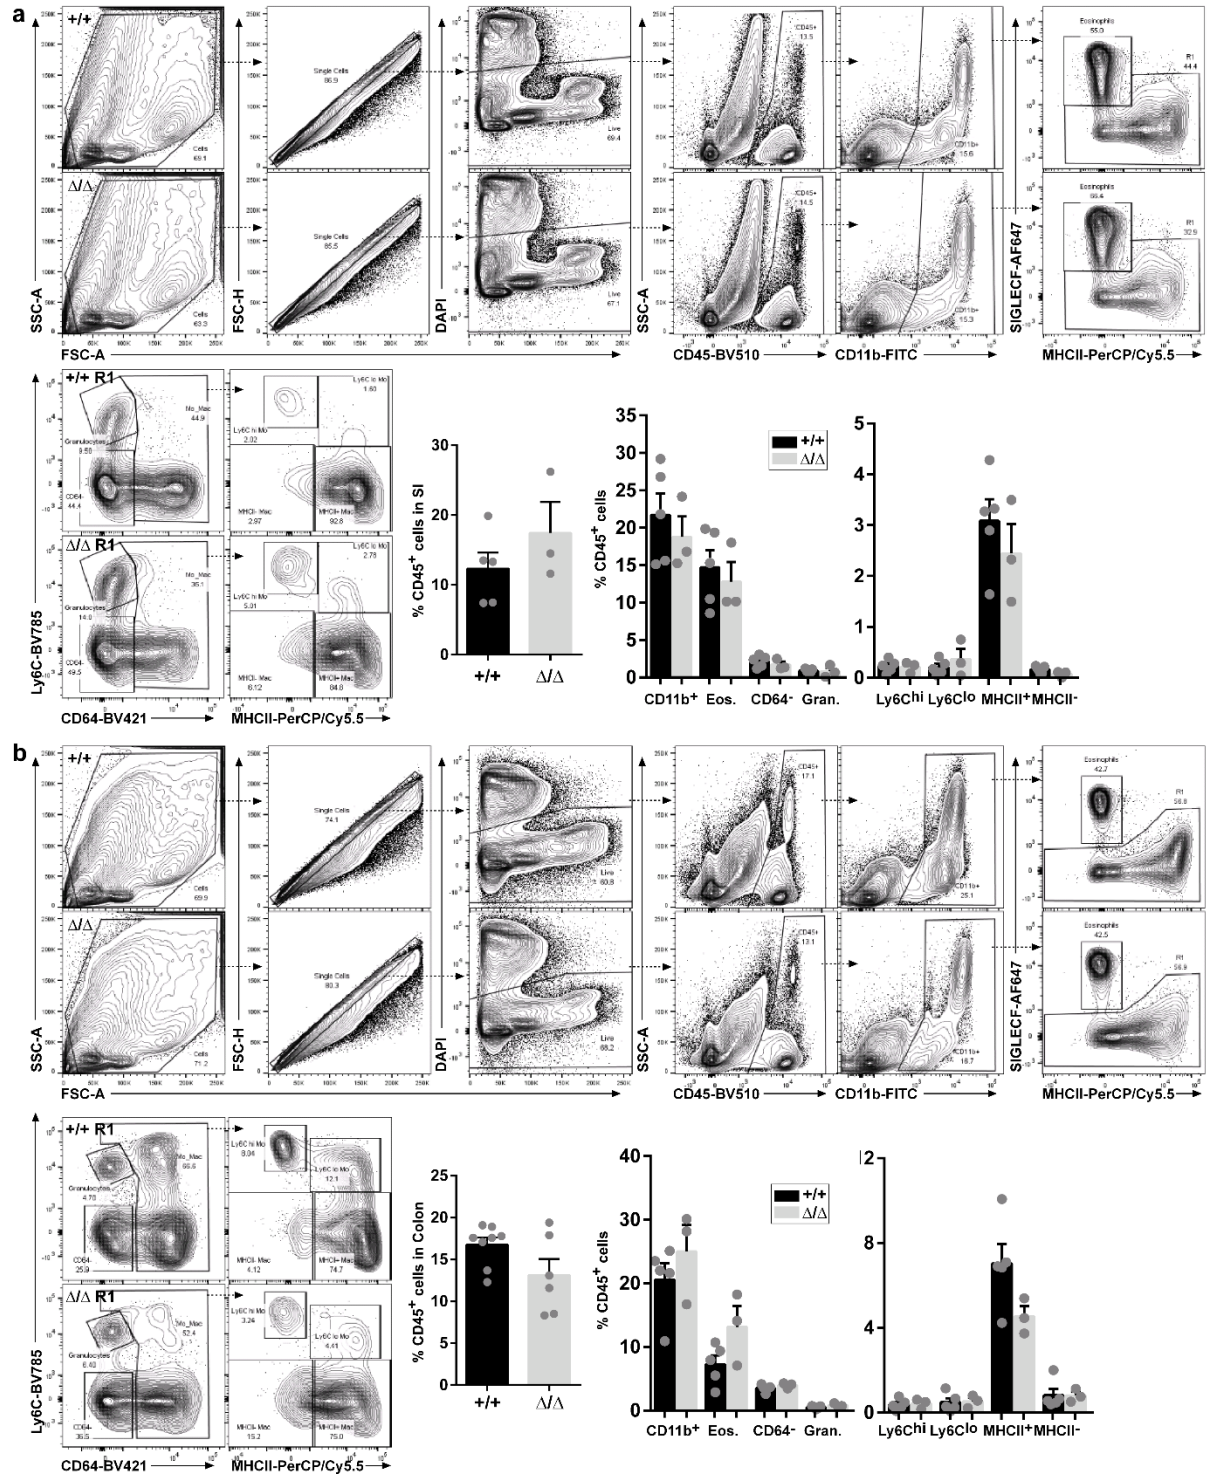

(Ly6C<sup>+</sup>CD64<sup>-</sup>) and Ly6C<sup>-</sup>CD64<sup>-</sup> macrophages (Panel 7). Ly6C<sup>+</sup>CD64<sup>+</sup> cells (Mo\_mac) were further analyzed to identify Ly6C<sup>hi/low</sup> monocytes and MHCII<sup>+/-</sup> macrophages (Panel 8). Graphs show mean + SEM. n = 8 +/+ and 6 Δ/Δ for % CD45<sup>+</sup> cells in colon. n = 5 +/+ and 3 Δ/Δ for all other cell types in both tissues. All  $P > 0.0827$  via a two-tailed t-test. All source data are provided within a Source Data excel file.

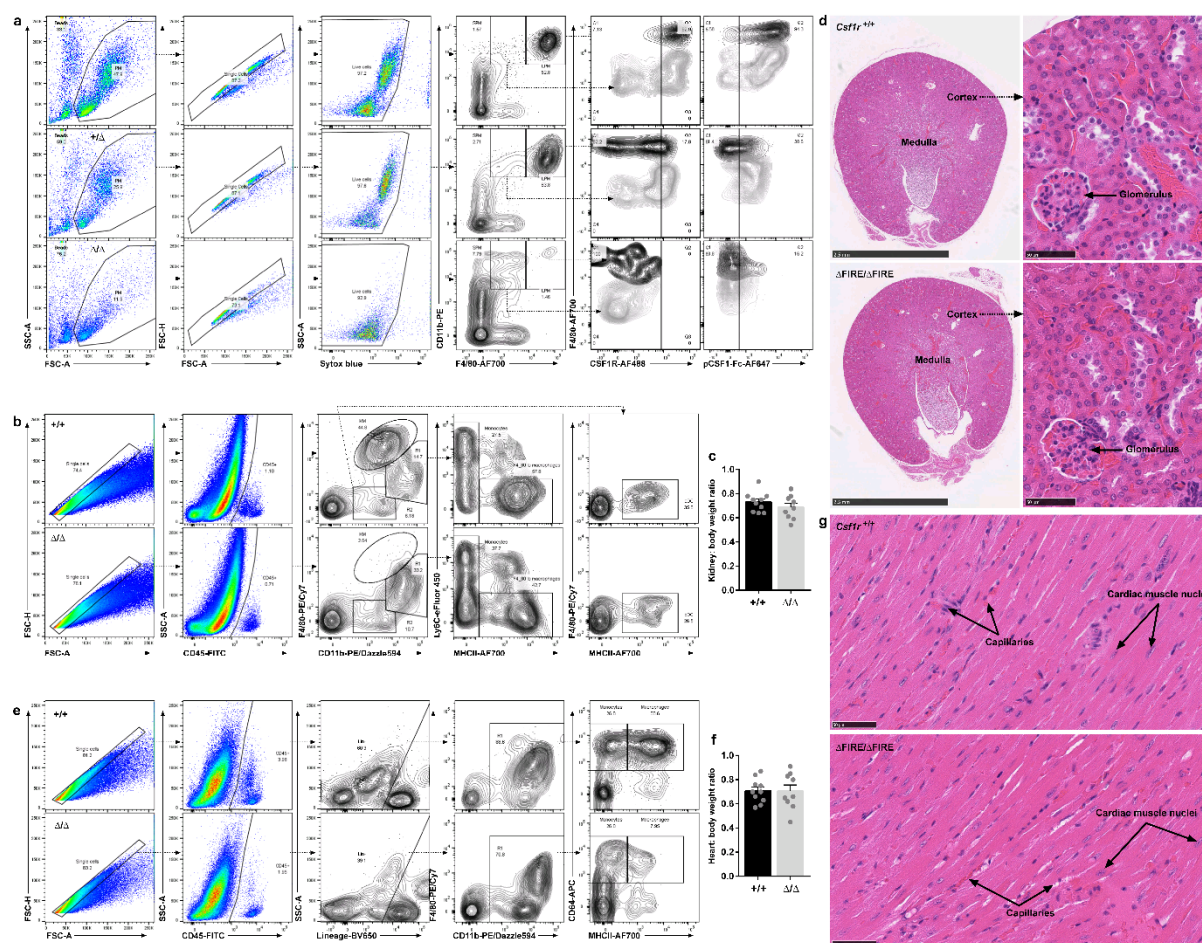

**Supplementary Figure 7 – Flow cytometry gating strategies for peritoneal cavity, heart and kidney.**

**a**, Flow cytometry profiles show peritoneal cells from representative  $Csfr1^{+/+}$  and  $Csfr1^{\Delta FIRE/\Delta FIRE}$  mice using the gating strategy described in <sup>3</sup> and shown in Fig.5a. Small peritoneal macrophages (SPM) were identified as  $F4/80^{lo}CD11b^{+}$  and large peritoneal macrophages (LPM) as  $F4/80^{hi}CD11b^{+}$  (Panel 4). These populations were analyzed for CSF1R expression (Panel 5) and binding of pCSF1-Fc<sup>AF647</sup> (Panel 6). **b**, Leukocyte populations were isolated from enzymatically digested kidneys and gated for CD45 expression. The flow cytometry profiles show analysis of representative  $Csfr1^{+/+}$  and  $Csfr1^{\Delta FIRE/\Delta FIRE}$  mice as shown in Fig.5b. Kidney macrophages (KM) were identified as  $F4/80^{hi}CD11b^{lo}$  (Panel 3), pooled LY6C<sup>-/-</sup> monocytes (Mo) as  $F4/80^{lo}MHCII^{-}$  (Panel 4), putative monocyte-derived macrophages as  $F4/80^{lo}MHCII^{+}$  (Panel 4) and conventional dendritic cells (cDC) as  $F4/80^{lo}CD11b^{lo}MHCII^{+}$  (Panel 5). **c**, Kidney to body weight ratios were determined from mice aged between 7 – 12 weeks. The average weight of both kidneys was used.  $n = 10$   $+/+$  and 9  $\Delta/\Delta$ . **d**, Formalin-fixed and paraffin-embedded (FFPE) kidneys from 7 – 11 week old mice were stained with Hematoxylin and Eosin (H&E). Images are representative of 6 mice per genotype. Scale bars = 2.5 mm (whole kidney) and 50  $\mu$ m (cortex). **e**, Single-cell

suspensions of enzymatically digested hearts were analyzed by flow cytometry as shown in Fig.5c. Cells were gated lineage<sup>-</sup> (Lin<sup>-</sup> = CD3/CD19/LY6G). **f**, Heart to body weight ratios were determined from mice aged between 7 – 12 weeks. n = 10 +/+ and 9 Δ/Δ. **g**, FFPE hearts from 7 – 11 week old mice were stained with H&E. Images are representative of 6 mice per genotype. Scale bar = 50 μm. All source data are provided within a Source Data excel file. Graphs show mean + SEM.

13

11 (males) for +/+, +/- and Δ/Δ, respectively. **d**, RNA was extracted from hippocampi from wild type and *Csf1*<sup>ΔFIRE/ΔFIRE</sup> mice and subjected to microarray-based transcriptome analysis. These data were interrogated with sets of genes whose expression is highly enriched in specific cell types of the brain (astrocytes, oligodendrocytes, microglia, neurons, brain endothelial cells). For each gene, in each cell type-enriched set, the log(2) fold difference in expression in *Csf1*<sup>ΔFIRE/ΔFIRE</sup> hippocampi, relative to wild type, is shown in numerical order, starting at the lowest log(2) fold difference. For gene sets of enriched oligodendrocyte, neuron, astrocyte, and endothelial genes, very little perturbations were observed. In contrast, a strong down-regulation of microglial-enriched genes was observed. 

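Of 9 measured genes restricted to microglia, listed here from general knowledge and not taken from Butovsky et al., 7 fell in *Csf1r* ΔFIRE/ΔFIRE hippocampus, none rose and 2 did not pass (9 fell when adjusted over the list alone). *Siglech* fell by 2.56 and *Tmem119* by 2.55 on the log2 scale, and *Gpr34*, a receptor gene, was at -0.84 (limma adjusted p = 0.170). The median log2 fold change of these 9 genes was -2.53, beside -1.82 for the 40 genes that microglia share with other macrophages. The difference between the lists was not tested. As sets both lay lower (limma camera, adjusted p = 7.64e-40 and 1.08e-134; adjusted p = 0.0124 and 0.00590 with an estimated correlation).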

The microglia-enriched gene set was further filtered by selecting only genes uniquely or highly expressed in microglia versus macrophage, myeloid and other immune cells, as defined by Butovsky *et al.*<sup>5</sup> which, when used to interrogate the *Csf1*<sup>ΔFIRE/ΔFIRE</sup> microarray data, revealed a down-regulation even stronger than that of the unfiltered microglia-enriched genes. The cell-associated gene lists can be found in Supplementary Data 2. **e**, Formalin-fixed and paraffin-embedded adult brains were stained with antibodies against GFAP and SOX9 and the number of GFAP<sup>+</sup> and SOX9<sup>+</sup> astrocytes were determined in striatum, olfactory bulb (OB), cerebellar grey matter (GM) and white matter (WM). n = 3 per genotype. All source data are provided within a Source Data excel file. Graphs show mean + SEM.

## Supplementary Tables

**Supplementary Table 1– Oligonucleotides used for sequencing FIRE deletions**

| Oligo                 | Code  | Sequence                |
|-----------------------|-------|-------------------------|
| Upstream FIRE - F1:   | Seq-A | 5' GCTGCCCTGTCACTGTGTA  |
| Upstream FIRE - F2:   | Seq-B | 5' CTGTCACTGTGTAGGAAGGG |
| Inside FIRE - F1:     | Seq-C | 5' CAACGAGCCTCCTTCCCTAA |
| Inside FIRE - R1:     | Seq-D | 5' GAAAGGAGAACTCAAACCCC |
| Downstream FIRE - R1: | Seq-E | 5' CTTCCAAGTGTCTCCTGCTG |
| Downstream FIRE - R2: | Seq-F | 5' TCGTTTCCCATCCCAGGA   |

*F#:* forward oligo; *R#:* reverse oligo.

**Supplementary Table 2– Flow cytometry antibodies**

| Marker                 | Antibody             | Clone       | Conjugate                   | Dilution | Tissue                     | Supplier                 | Catalogue # |
|------------------------|----------------------|-------------|-----------------------------|----------|----------------------------|--------------------------|-------------|
| <b>ADGRE1 (F4/80)</b>  | Rat IgG2a            | BM8         | AF488                       | 1 : 500  | Blood                      | BioLegend                | 123120      |
|                        |                      |             |                             | 1 : 400  | BMDM                       |                          |             |
|                        |                      |             | AF700                       | 1 : 400  | Spleen                     | BioLegend                | 123130      |
|                        |                      |             |                             | 1 : 500  | PM, BM                     |                          |             |
|                        |                      |             | APC                         | 1 : 800  | RAW 264.7                  | BioLegend                | 123116      |
|                        |                      |             | PE/Cy7                      | 1 : 200  | Liver, lung, kidney, heart | BioLegend                | 123113      |
| <b>B220</b>            | Rat IgG2a            | RA3-6B2     | BV510                       | 1 : 800  | Blood, BM                  | BD                       | 563103      |
|                        |                      |             |                             | 1 : 600  | Spleen                     |                          |             |
| <b>CD11b</b>           | Rat IgG2b            | M1/70       | PE                          | 1 : 5000 | Blood                      | BioLegend                | 101207      |
|                        |                      |             |                             | 1 : 7000 | PM, BMDM                   |                          |             |
|                        |                      |             |                             | 1 : 500  | Brain                      |                          |             |
|                        |                      |             | PE/Dazzle594                | 1 : 400  | Liver, lung, kidney, heart | BioLegend                | 101256      |
|                        |                      |             | PE/Cy5                      | 1 : 1000 | Spleen                     | BioLegend                | 101210      |
|                        |                      |             | FITC                        | 1 : 7000 | Intestines                 | BioLegend                | 101205      |
| <b>CD11c</b>           | Armenian Hamster IgG | N418        | APC/Cy7                     | 1 : 200  | Lung                       | BioLegend                | 117324      |
|                        |                      | HL3         | FITC                        | 1 : 200  | Spleen                     | BD                       | 553801      |
| <b>CD45</b>            | Rat IgG2b            | 30-F11      | FITC                        | 1 : 500  | Brain                      | BioLegend                | 103107      |
|                        |                      |             | Pacific Blue                | 1 : 1600 | BM                         | BioLegend                | 103126      |
|                        |                      |             | BV510                       | 1 : 500  | Intestines                 | BioLegend                | 103137      |
| <b>CD45.2</b>          | Mouse IgG2a          | 104         | FITC                        | 1 : 200  | Liver, lung, kidney, heart | BioLegend                | 109806      |
| <b>CD64</b>            | Mouse IgG1           | X54-5/7.1   | APC                         | 1 : 200  | Lung, heart                | BioLegend                | 139306      |
|                        |                      |             | BV421                       | 1 : 200  | Intestines                 | BioLegend                | 139309      |
| <b>CSF1R (CD115)</b>   | Rat IgG2a            | AFS98       | PE                          | 1 : 200  | RAW 264.7                  | Thermo Fisher Scientific | 12-1152-81  |
|                        |                      |             |                             | 1 : 300  | BM                         |                          |             |
| <b>KIT (CD117)</b>     | Rat IgG2b            | 2B8         | FITC                        | 1 : 200  | BM                         | BioLegend                | 105805      |
| <b>FLT3 (CD135)</b>    | Rat IgG2a            | A2F10       | APC                         | 1 : 160  | BM                         | BioLegend                | 135310      |
| <b>Lineage markers</b> |                      |             |                             |          |                            |                          |             |
| <b>CD3</b>             | Rat IgG2b            | 17A2        | Biotin + Streptavidin BV650 | 1 : 200  | Liver, lung, heart         | BioLegend                | 100244      |
| <b>CD19</b>            | Rat IgG2a            | 6D5         |                             | 1 : 1000 |                            | BioLegend                | 115504      |
| <b>LY6G</b>            | Rat IgG2a            | 1A8         |                             |          |                            | BioLegend                | 127604      |
| <b>LY6C</b>            | Rat IgG2a            | ER-MP20     | AF647                       | 1 : 2000 | Blood, BM                  | BIO-RAD                  | MCA2389A    |
|                        |                      | HK1.4       | eFluor 450                  | 1 : 200  | Liver, lung, kidney        | Thermo Fisher Scientific | 48-5932-82  |
|                        |                      |             | BV785                       | 1 : 200  | Intestines                 | BioLegend                | 128041      |
| <b>LY6G</b>            | Rat IgG2a            | 1A8         | PE                          | 1 : 400  | Spleen                     | BioLegend                | 127607      |
| <b>MHCII</b>           | Rat IgG2b            | M5/114.15.2 | AF700                       | 1 : 400  | Liver, lung, kidney, heart | BioLegend                | 107622      |
|                        |                      |             | PerCP/Cy5.5                 | 1 : 300  | Intestines                 | BioLegend                | 107625      |
| <b>SIGLECF</b>         | Rat LOU IgG2a        | E50-2440    | PE                          | 1 : 200  | Lung                       | BD                       | 552126      |
|                        |                      |             | AF647                       | 1 : 200  | Intestines                 | BD                       | 562680      |
| <b>TIM4</b>            | Rat IgG2a            | RMT4-54     | PE                          | 1 : 200  | Liver                      | BioLegend                | 130006      |

**Supplementary Table 3– Primers used in qRT-PCR**

| Gene Symbol                | Gene Name                                       | NCBI Reference Sequence | Oligo sequence |                           | Location (exon) | Bp  |
|----------------------------|-------------------------------------------------|-------------------------|----------------|---------------------------|-----------------|-----|
| <i>Adgre1</i> <sup>1</sup> | Adhesion G protein-coupled receptor E1          | NM_010130.4             | F:             | 5' TCTGGGGAGCTTACGATGGA   | 15-16           | 103 |
|                            |                                                 |                         | R:             | 5' ACAGCAGGAAGGTGGCTATG   | 16              |     |
| <i>Csf1</i> <sup>2</sup>   | Macrophage colony-stimulating factor            | NM_007778.4             | F:             | 5'AGTATTGCCAAGGAGGTGTCAG  | 3               | 107 |
|                            |                                                 |                         | R:             | 5'ATCTGGCATGAAGTCTCCATTT  | 4               |     |
| <i>Csf1r</i> <sup>1</sup>  | Macrophage colony-stimulating factor receptor   | NM_001037859.2          | F:             | 5' CAGTTCAGAGTGATGTGTGGTC | 19              | 95  |
|                            |                                                 |                         | R:             | 5' CTTGTTGTTCAGTAGGATGCCG | 20              |     |
| <i>Hprt</i> <sup>1</sup>   | Hypoxanthine guanine phosphoribosyl transferase | NM_013556.2             | F:             | 5' GCGATGATGAACCAGGTTATGA | 2               | 135 |
|                            |                                                 |                         | R:             | 5' CCTTCATGACATCTCGAGCAAG | 3               |     |
| <i>Itgam</i>               | Integrin alpha M                                | NM_001082960.1          | F:             | 5' CTGTCACACTGAGCAGAAATCC | 26              | 119 |
|                            |                                                 |                         | R:             | 5' ATTCAGTGTGACCTTCCATCCT | 27              |     |

## References

- 1      Kearsse, M. *et al.* Geneious Basic: an integrated and extendable desktop software platform for the organization and analysis of sequence data. *Bioinformatics* **28**, 1647-1649 (2012).
- 2      Hawley, C. A. *et al.* Csf1r-mApple Transgene Expression and Ligand Binding In Vivo Reveal Dynamics of CSF1R Expression within the Mononuclear Phagocyte System. *J. Immunol.* (2018).
- 3      Bain, C. C. *et al.* Long-lived self-renewing bone marrow-derived macrophages displace embryo-derived cells to inhabit adult serous cavities. *Nature communications* **7**, ncomms11852 (2016).
- 4      Grabert, K. *et al.* Microglial brain region-dependent diversity and selective regional sensitivities to aging. *Nat. Neurosci.* **19**, 504-516 (2016).
- 5      Butovsky, O. *et al.* Identification of a unique TGF-beta-dependent molecular and functional signature in microglia. *Nat. Neurosci.* **17**, 131-143 (2014).

# Supplementary material for: Deletion of a Csf1r enhancer selectively impacts CSF1R expression and development of tissue macrophage populations
**Source:** Nat Commun. 2019 Jul 19;10:3215. doi: 10.1038/s41467-019-11053-8
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used.                                                                                                                                                                                                    |
| Data analysis   | FlowJo v10 was used for flow cytometry analysis.<br>Graphpad Prism 6 was used to generate bar graphs and perform statistical analysis.<br>Affymetrix Transcription Analysis Console was used to analyze microarray data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

A full data availability statement is included in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | In determining the sample size, we are asking the question: is the macrophage population of interest there or not in the FIRE deficient mice? We have determined the sample size based on data from our analysis of Csf1r deficient rats (PMID: 30249809). A sample size of 2 would ensure a power of 0.9998752 with 5% error (calculated in G power). Our sample sizes however, are all > 2. |
| Data exclusions | No data has been excluded.                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | All of our analyses have successfully been reproduced within our laboratory by different members. To achieve this, we have regulated 'standard operating procedures' for each protocol, maintained by senior staff. In addition, some analyses were performed by collaborators in different countries.                                                                                        |
| Randomization   | Our study did not include experimental groups.                                                                                                                                                                                                                                                                                                                                                |
| Blinding        | The majority of histological samples were blinded during image acquisition.                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                              |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       | <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                    |

## Antibodies

|                 |                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Details of all antibodies are included within the text or within Supplementary Table 2.                                  |
| Validation      | All antibodies had been previously validated (and published) in other mouse studies within ours and others laboratories. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | ATCC                                                                                                                                                                                                                                                                 |
| Authentication                                                    | RAW264.7 cells are very distinct in morphology and have been tested for expression of known markers (Csf1r, F4/80). E14 cells have been used to generate transgenic mice within our facility, can tri-lineage differentiate and also differentiate into macrophages. |
| Mycoplasma contamination                                          | Cells have been tested for mycoplasma.                                                                                                                                                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                      |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                  |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse. Ages specified in the manuscript. All analyses performed on male and female mice. B6CBAF1/J x C57BL/6 background.                                         |
| Wild animals            | Our study did not involve wild animals.                                                                                                                          |
| Field-collected samples | Our study did not involve samples collected from the field.                                                                                                      |
| Ethics oversight        | This study was performed under authority of a UK Home Office License and approved by the University of Edinburgh Animal Welfare and Ethical Review Body (AWERB). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Sample preparation is described in the manuscript.                                                                                                                                             |
| Instrument                | BD LSR Fortessa                                                                                                                                                                                |
| Software                  | BD software to collect data, FlowJo v10 to analyze data.                                                                                                                                       |
| Cell population abundance | We enriched the GFP+ populations after transfection and plated single GFP+ cells. Details can be found in the Source Data file.                                                                |
| Gating strategy           | The full gating strategy for all tissues is provided within the main text or Supplementary Information. Gates and quadrants were determined with isotype controls or FMOs for all experiments. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Deletion of a Csf1r enhancer selectively impacts CSF1R expression and development of tissue macrophage populations
**Source:** Nat Commun. 2019 Jul 19;10:3215. doi: 10.1038/s41467-019-11053-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

Microarray analysis of intestines from wild type and FIRE deficient mice.

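Supplementary Data 1 lists, for each transcript cluster of the ileum arrays, the mean log2 signal and SD of each genotype, a linear fold change that is positive where *Csf1r*+/+ is higher, and a one-way analysis of variance p with its adjusted value. The first 1353 of its 28944 rows were read, all from chromosome 1, and no set test was run on them. The smallest adjusted p among them is the paper's value of 1. Across the 986 clusters tested here that these rows hold, the paper's log2 fold changes and those from the deposited values correlated with r = 0.802. This is across clusters, which are not independent replicates.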

### **Supplementary Data 2**

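The table of hippocampus arrays, Supplementary Data 2, has the same columns, and the first 1326 of its 28944 rows were read. The smallest adjusted p among these rows is the paper's value of 0.0660. Over 966 shared clusters, fold changes correlated with r = 0.770 across clusters and 71.9% had the same sign. For *Slc11a1*, the paper's reported log2 fold change is -1.23 and that from the deposited values -1.15.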

Microarray analysis of brain from wild type and FIRE deficient mice.

How the deposited data were processed for this re-analysis (not part of the article)

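Gene expression was measured in the hippocampus and in the ileum with its Peyer's patches, each from 3 *Csf1r*+/+ and 3 *Csf1r* ΔFIRE/ΔFIRE mice, on 12 Affymetrix arrays. The authors' deposited table holds log2 values, made by the authors from the array images by RMA, whose version is not given in the sources used here. The table has no missing value, with values from 0.50 to 12.99 and array medians from 4.29 to 4.46. Gene symbols came from the platform annotation. Clusters with a single symbol, 21218 in all for 18820 genes, were tested, and the 1881 clusters with several symbols and 12457 unnamed ones were left out. There is no filter on signal in the main setting.

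Each tissue was fitted on its own with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), *Csf1r* ΔFIRE/ΔFIRE minus *Csf1r*+/+, with Benjamini-Hochberg adjustment and a threshold of 0.05, without a covariate or a fold limit. The tissues were compared by the difference of their genotype effects in a fit of all 12 arrays. Whether the same mice gave both tissues is not stated in the sources used here, so no mouse term was fitted. Of 60 gene lists with 674 distinct symbols, 71 symbols had no cluster of their own. Each gene was represented by its cluster of highest mean signal, since 1386 symbols have more than 1 cluster. Lists with at least 3 measured genes, 29 in the hippocampus and 28 in the ileum, were tested with limma's camera, two-sided, at a preset correlation of 0.01, and again with an estimated correlation and with fry, which tests whether the genes of a list move on balance one way. Lists and main settings were fixed before the data were examined.

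The genes named are those the paper names for these arrays, the 12 largest changes in each direction among clusters past the threshold whose genotypes do not overlap, the 5 smallest p-values in each direction where no cluster passes, up to 4 genes of each list with the largest change, genes within 5 Mb of *Csf1r* that pass, and the 10 smallest p-values of the comparison between tissues. Genes outside this rule are named where a count is small, and were then chosen after their values were seen. Neighbours of *Csf1r* were found with the GRCm38.p6 annotation, which the authors do not name, so no coordinates are given.

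The fits were tested on simulated data with the spread of the real arrays and changes added to known clusters among 21218. At log2 changes of 0.5, 1 and 2, 32.4%, 96.7% and 100% were recovered in the hippocampus and 5.48%, 62.5% and 95.2% in the ileum. In the comparison between tissues, 95.5% were recovered at 2. Clusters without an added change were called 10 times in the hippocampus, 5 times in the ileum and 6 times between tissues. For arrays the number per group limits the precision. The alternatives were another shrinkage, the one-way analysis of variance that the paper's supplementary tables name, a second quantile normalization, all clusters, a filter on dim clusters, sex, array weights, a shared fit, the code number of the arrays as a block and leaving out each array.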

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

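The tests of the reactive astrocyte and meningeal fibroblast lists against the array code were written only after those lists had been seen to lie higher, the *Xist* level was used as a covariate only after the data were seen, the B cell level and leaving out D09 with F09, and G09 with both, likewise, and how far 1 array, 0 calls or a spread set by rich arrays can decide a test was settled after their values were seen. The comparison between tissues called 19 clusters whose genotype effect differed, each more negative in the hippocampus and each also called there. The log2 fold change in the hippocampus minus that in the ileum was -3.92 for *Csf1r*, -3.89 for *Ctss*, -3.44 for *Slc2a5*, -3.42 for *Mpeg1*, -2.89 for *Siglech*, -2.55 for *Itgam*, -2.27 for *Trem2*, -1.76 for *Kcnk6*, -1.71 for *Irf8* and -1.29 for *Csf3r* (limma interaction, adjusted p from 4.26e-05 to 0.00460). The count was 41 without the ileum array D09 and 12 without the hippocampus array E07 or B09. Of 100 regroupings of the genotypes within tissues, 9 gave at least 19 calls, up to 79. All 9, the real grouping included, kept the hippocampus genotypes as they are, and the other regroupings gave at most 9 calls. The share of 9 in 100 thus counts how often the hippocampus genotypes were kept, and cannot decide on chance. High counts went with the real hippocampus genotypes, whichever way the ileum arrays were grouped.

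Decreases dominate the hippocampus, where 95 clusters were called, and the highest count in the other 9 of 10 splits of the arrays was 3; only 1 split, the real one, gave as many, and 10 splits are too few for a share under 0.05. The tables argue against unequal sex of the groups, since the median log2 fold change of the 95 was -1.36 without and -1.41 with sex as a covariate, a ratio of 1.04, and -1.36 with the *Xist* level, since the array B09 reads male. The code of the arrays stays open: the median difference from *Csf1r*+/+ was -1.49 in the *Csf1r* ΔFIRE/ΔFIRE array H07, which shares the code 07, and -1.38 in the 2 with 09, a ratio of 1.08. This meets the bound set beforehand against a batch, but it rests on 1 array, which excludes nothing. For strain variants linked to the edited allele, 0 of 131 tested clusters within 10 Mb, other than *Csf1r*, were called. Their share of all clusters would give 0.587. The upper 95% limit of their share of the calls was 3.81%. This limit argues against such variants, acting on nearby genes, as the cause of most of the 95 decreases. A small excess near *Csf1r* cannot be told apart, since the limit lies above the bound of 1.23%. The bound set beforehand was too fine for 95 calls. Effects of such variants on distant genes were not tested.

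Lists not discussed in the paper lay higher in *Csf1r* ΔFIRE/ΔFIRE hippocampus, reactive astrocyte genes at a mean log2 fold change of 0.29 and meningeal fibroblast genes at 0.32 (camera, adjusted p = 4.03e-10 and 5.06e-08; adjusted p = 0.0262 for both with an estimated correlation). For the array code, H07 showed 0.921 times the difference of A09 and B09 in the reactive astrocyte list and 0.733 times in the meningeal list, which from 1 array decides neither. In the hippocampus 12 lists were called and at most 9 in the other splits, with 1 split of 10 reaching 12, too few splits for a share under 0.05. A response of astrocytes and a different share of meninges in the dissected piece both stay open and were not tested apart. The choroid plexus list lay at 0.84 (camera, adjusted p = 0.00134; adjusted p = 0.582 with an estimated correlation), at 0.0073 without the *Csf1r*+/+ array F07 (adjusted p = 0.870) and at 0.21 with the code block (adjusted p = 0.795).

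Interferon response genes had a mean log2 fold change of 0.33 and enterocyte genes of 0.30 in *Csf1r* ΔFIRE/ΔFIRE ileum (camera, adjusted p = 7.34e-08 and 0.00349; adjusted p = 0.938 for both with an estimated correlation). The 18 enterocyte genes were mixed, with a median of 0.15, 5 below 0 and a range from -1.56 to 2.25. An unequal share of Peyer's patch between the genotypes stays open: the B cell, T cell and germinal centre lists shifted by at most 0.251 of the pooled SD between arrays, which meets the bound set beforehand against it, but 1 rich array of each genotype sets that SD (2.37 for the B cell list with and 0.155 without them), so the bound excludes nothing. With the B cell level as a covariate the lists kept their calls (0.33 and 0.30, the larger adjusted p at 0.00399), while without D09 and F09 the interferon list was at 0.19 (adjusted p = 0.00919) and the enterocyte list at 0.11 (adjusted p = 0.468), and without G09 as well they were at 0.35 (adjusted p = 8.08e-06) and 0.16 (adjusted p = 0.289). The real split called 4 lists and 8 of the 10 splits at least as many, up to 13, which points to a structure of the ileum arrays other than genotype, and 10 splits are too few for a share under 0.05. The enterocyte call ended without E09 (mean 0.19, adjusted p = 0.115) or F09 (0.16, adjusted p = 0.224), and a difference in interferon response between the mice stays open and was not tested.

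No cluster was called in the ileum, so all 10 splits gave at least as many, with 4 the highest, and the splits are too few for a share under 0.05.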

How the results depend on the processing

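Chosen only after the data were seen were the *Xist* level, the B cell level and leaving out D09 with F09, and G09 with both. The number of lower clusters in the hippocampus, 95, was 24 with the paper's one-way ANOVA after adjustment, 17 with dim clusters left out, 41 with all 12 arrays in one fit, 62 with the code number as a block and 34 in the arrays with 07, and 71 to 89 with an array left out. The dim filter tests fewer clusters and the last setting holds 1 array of the mutant genotype, assumed to vary like the others; for the rest the cause was not tested. The number of higher clusters, 0, was 1 with an intensity trend, 1 with the adjusted ANOVA, 16 with the ANOVA unadjusted at 1.5-fold, 1 over all clusters, 1 with sex, 3 with the code block, 1 with the *Xist* level and 0 to 4 with an array left out (4 without E07, 2 without F07). In the ileum, where limma called 0, the unadjusted ANOVA called 2 lower and 5 higher at 2-fold and 16 and 24 at 1.5-fold, and the other settings called 0, as did those without D09 and F09 or with the B cell level as a covariate. Of the genes the paper names for the hippocampus, 7 were called, 4 with the code block and 11 with the unadjusted ANOVA. Lists called lower in the hippocampus numbered 9, and 5 with an estimated correlation, and those called higher 3, and 2 to 5 with an array left out (5 without B09). In the ileum 2 lists were lower and 2 higher, 0 and 0 with an estimated correlation and with fry, 1 lower with sex, and 1 to 4 lower and 1 to 9 higher with an array left out (4 and 9 without D09, 1 and 1 without E09, 5 higher without F09), 2 lower and 10 higher without D09 and F09, and 1 and 2 without G09 as well. The B cell list of the ileum was reversed, to -1.24, without F09. The comparison between tissues gave 12 to 41 calls with an array left out. The cause of these changes was not tested. All other alternatives of these counts stayed within 1.5 times. Over single genes and their alternatives, 1312 values in the hippocampus kept their side of the threshold and, where called, their direction. Another 15 fell below the threshold and 21 passed it. In the ileum, where no gene was called, 1269 stayed short of the threshold, without a comparison of direction, and 14 passed it. For lists, 18 and 18 calls ended in the ileum and hippocampus, and 27 and 6 were gained. Direction was compared only where a result was called. No paired analysis was possible because the genotypes share no replicate numbers.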

Differences from the paper's values

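For *Tnfrsf11a* in the ileum the paper's log2 fold change is 0.18, with an SD of 0.2, and that from the deposited values is -0.0062. The values differ in sign, and by less than that SD. Of the alternatives set before the data were examined, the sign was the paper's, within its SD, with sex as a covariate (0.036), with quantile normalization again (0.0074), without C09 (0.075) and without F09 (0.031). The sign was the opposite with the mean of a gene's clusters and with the unadjusted one-way ANOVA, which leave the value as it is, and without D09 (-0.016), E09 (-0.078), G09 (-0.019) or H09 (-0.030), and only without E09 or H09 did the value also lie beyond that SD.

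The paper counts 85 genes as lower in the hippocampus, where 95 were called here, a difference under 1.5 times. The paper's text names no threshold for that count. The counts within 1.5 times of the paper's were those with an intensity trend (99), the one-way ANOVA unadjusted at 2-fold (83), quantile normalization again (91), all clusters (80), sex as a covariate (86), array weights (98), the code block (62) and each array left out (71 to 89), and those beyond it were 24, 141, 17, 41 and 34.

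The paper lists *Ptprc* and *Fcgr2b* among the markers that were not significantly affected in the hippocampus, while their log2 fold changes here were -0.75 (adjusted p = 0.0143) and -1.03 (adjusted p = 0.0376). The other 8 markers it lists did not pass here either. The call on *Ptprc* was absent with the code block (adjusted p = 0.280) and without E07, A09, B09 or H07. That on *Fcgr2b* was absent with sex as a covariate (adjusted p = 0.105) and without E07, F07, G07 or B09. In these settings the log2 fold changes lay between -0.78 and -0.73 and between -1.09 and -0.99. Where the call held, *Ptprc* was at -0.80 without F07 and -0.68 without G07. *Fcgr2b* was then at -1.15 without A09, -0.86 without H07 and -1.39 with the code block. The one-way ANOVA that the paper names for Supplementary Data 2, after adjustment, called neither (adjusted p = 0.207 and 0.637), and at an unadjusted p under 0.05 it passed both, with *Ptprc* short of 2-fold. Neither was called over all clusters (adjusted p = 0.0672 and 0.159), with all 12 arrays in one fit or in the arrays with 07, and *Fcgr2b* was not called with array weights (adjusted p = 0.0551) or with the *Xist* level, a covariate chosen after seeing the data (adjusted p = 0.0512). It lists *Tgfb1* as not affected, while *Tgfb1* fell here by 0.77 (adjusted p = 0.00526), and did not pass with the code block (log2 fold change -0.73, adjusted p = 0.174), with all 12 arrays in one fit, in the arrays with 07 or at 2-fold, while the adjusted ANOVA called it. The other 4 trophic factors did not pass here either. The paper states that no lysosome-associated transcript was affected, while 5 of 47 fell here, *Ctss*, *Laptm5*, *Unc93b1*, *Slc11a1* (-1.23 and adjusted p = 0.0520 with the code block) and *Cd68*, and 42 did not pass. The adjusted ANOVA did not call *Slc11a1* (adjusted p = 0.179) or *Unc93b1* (0.280) and called the other 3. *Slc11a1* and *Cd68* were not called with all 12 arrays in one fit, nor were these or *Unc93b1* in the arrays with 07. The dim filter left out *Ptprc*, *Fcgr2b*, *Tgfb1*, *Ctss*, *Unc93b1* and *Slc11a1* untested. *Lamp1* and *Atp6v0e*, which the paper names and which are outside these 47, did not pass here either.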

Other observations

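Of 12 measured complement genes, 5 fell in *Csf1r* ΔFIRE/ΔFIRE hippocampus, none rose and 7 did not pass (6 fell when adjusted over the list alone). Their median log2 fold change was -0.27, 9 lay below 0, and the set lay lower with an estimated correlation too (adjusted p = 0.0262). *C1qa*, *C1qb* and *C1qc*, which encode the chains of the initiating complex, *C3ar1* (-2.16) and *Itgam* (-2.73) fell, while *C5ar1* was at -0.46 (adjusted p = 0.563). Of these 12 genes, 5 are also in another list. In a list of 17 genes of disease-associated microglia, 2 fell, *Trem2* and *Tyrobp* (-2.11), none rose and 15 did not pass. Adjusted over the list alone, 4 were lower and 1, *Gpnmb* at 0.61, was higher. The set lay lower (limma camera, adjusted p = 0.0380; adjusted p = 0.234 with an estimated correlation), a call that ended with sex as a covariate (adjusted p = 0.0570) and without E07 (0.108), A09 (0.0525) or H07 (0.0970), while the mean log2 fold change, -0.29, stayed between -0.30 and -0.26. Of its genes, 7 are in another list.

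The 7 reactive astrocyte genes that were higher in *Csf1r* ΔFIRE/ΔFIRE hippocampus when adjusted over the list alone were *Gfap*, *Vim* (0.30), *Serpina3n* (0.63), *S1pr3* (0.30), *Cp* (0.50), *Serping1* (0.60) and *Fbln5* (0.52), and none passed over all clusters. Of the 18 measured genes of that list, 17 had a log2 fold change above 0 and *Psmb8* was at -0.36, and 1, *Gfap*, is also in the astrocyte list. Of 11 meningeal fibroblast genes, all lay above 0, and *Mgp* (0.61), *Slc6a13* (0.50) and *Slc6a20a* (0.37) were higher when adjusted over the list alone. Immediate early genes lay lower as a set (adjusted p = 0.00134; adjusted p = 0.546 with an estimated correlation), led by *Egr2* at -0.87 (standard error 0.55), and the call ended with the code block (adjusted p = 0.503) and without E07 (0.143), F07 (0.0578) or A09 (0.396), where the mean of -0.37 became -0.11, -0.23, -0.27 and -0.13. In the ileum the smallest p-values were those of *Hspb1* (-1.27), *Mrtfb* (-0.76), *Foxc1* (-0.59), *Slc38a4* (-0.52) and *Krt33a* (-0.54) among lower clusters and *Trav14-1* (0.92), *Usp18* (0.97), *Nmbr* (0.70), *Dll3* (0.64) and *Igsf23* (0.66) among higher ones, none past the threshold (adjusted p = 0.999 for each). For *Hspb1*, *Mrtfb*, *Trav14-1* and *Nmbr* the value is that of 1 of several clusters of the gene, and their other clusters differed less between the genotypes. *Usp18*, an interferon-induced protease gene, and the stem cell gene *Ascl2* (-0.61) passed when adjusted over their lists alone. Cell cycle and intestinal stem cell genes lay lower in *Csf1r* ΔFIRE/ΔFIRE ileum (adjusted p = 0.00349 and 0.0108; adjusted p = 0.938 for both with an estimated correlation). The stem cell call ended with sex as a covariate (adjusted p = 0.0566) and without E09 (0.121) or F09 (0.137), where the mean of -0.17 lay between -0.17 and -0.12, and the cell cycle call without H09 (0.272), where the mean of -0.18 became -0.10. In settings chosen only after the data were seen, the stem cell list was at -0.14 without D09 and F09 (adjusted p = 0.0675) and at -0.21 without G09 as well (adjusted p = 0.0660), and the cell cycle list at -0.22 (adjusted p = 0.00393) and -0.37 (adjusted p = 8.08e-06). The 95 clusters that fell in the hippocampus had a median log2 fold change of 0.07 in the ileum, and 35 of them lay below 0 there.

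In the hippocampus the ependymal list had a median of 0.19 (adjusted p = 0.0528) and was called without G07 (0.0140) or B09 (0.0324), and the interferon response list one of 0.11 (adjusted p = 0.0850) and was called without E07 (0.0356) or B09 (0.0268). Of 10 neutrophil genes none passed, and *Ngp* (-0.55) was lower when adjusted over the list alone. In the ileum the T cell list had a median of 0.18 (adjusted p = 0.244) and lay higher without D09 (1.31e-05) or H09 (0.00778). It also lay higher in settings chosen only after the data were seen, with the B cell level as a covariate (mean 0.16, adjusted p = 0.00399) and without D09 and F09 together (0.21, adjusted p = 0.00905). In that last setting the plasma cell, lymphoid stroma, enteroendocrine and mast cell lists lay higher as well (adjusted p = 0.00905, 0.00919, 0.00666 and 0.0358). Without the *Csf1r* ΔFIRE/ΔFIRE array G09 too, also a setting chosen after seeing the data, the T cell list was at 0.09 (adjusted p = 0.289) and the other 4 lists were no longer called (adjusted p = 0.119 for each), while the neutrophil list lay higher (0.35, adjusted p = 0.0128, against 0.08 and 0.762 with all arrays), and the mean of the mast cell genes was 4.92 on G09 and 4.21 on H09. Without D09 the germinal centre, plasma cell and lymphoid stroma lists lay higher and the smooth muscle list lower, without F09 the enteroendocrine and mast cell lists lay higher, and without H09 the fat list lay lower (adjusted p = 0.0168, 0.0168, 0.00221, 0.0140, 0.0331, 0.00294 and 0.0130). All these ileum calls took the preset correlation of 0.01. With the estimated one and all arrays no ileum list was called.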
